# Evolutionary plasticity of the NHL domain underlies distinct solutions to RNA recognition

**DOI:** 10.1038/s41467-018-03920-7

**Published:** 2018-04-19

**Authors:** Pooja Kumari, Florian Aeschimann, Dimos Gaidatzis, Jeremy J. Keusch, Pritha Ghosh, Anca Neagu, Katarzyna Pachulska-Wieczorek, Janusz M. Bujnicki, Heinz Gut, Helge Großhans, Rafal Ciosk

## Abstract

RNA-binding proteins regulate all aspects of RNA metabolism. Their association with RNA is mediated by RNA-binding domains, of which many remain uncharacterized. A recently reported example is the NHL domain, found in prominent regulators of cellular plasticity like the *C. elegans* LIN-41. Here we employ an integrative approach to dissect the RNA specificity of LIN-41. Using computational analysis, structural biology, and in vivo studies in worms and human cells, we find that a positively charged pocket, specific to the NHL domain of LIN-41 and its homologs (collectively LIN41), recognizes a stem-loop RNA element, whose shape determines the binding specificity. Surprisingly, the mechanism of RNA recognition by LIN41 is drastically different from that of its more distant relative, the fly Brat. Our phylogenetic analysis suggests that this reflects a rapid evolution of the domain, presenting an interesting example of a conserved protein fold that acquired completely different solutions to RNA recognition.

## Abstract (web summary)

The *C. elegans* LIN-41 and its homologs, including human TRIM71/LIN41, contain the RNA binding NHL domain. Here the authors combine computational analysis, structural biology and in vivo studies, to explain how these proteins bind RNA and how rapid evolution of NHL domains resulted in different solutions to RNA recognition.

## Introduction

RNA-binding proteins (RBPs), by controlling different aspects of RNA metabolism, are central to gene expression. The TRIM-NHL family of RBPs includes key regulators of cell proliferation and differentiation^1–3^. Highlighting their importance, mutations in the human TRIM-NHL proteins have been associated with various diseases, including cancer and neurological disorders^4^. The term “TRIM” refers to a tripartite motif consisting of RING finger, B-box(es), and coiled-coil domains, and the “NHL” to the so-called NHL repeats, named after the proteins NCL-1, HT2A, and LIN-41^4,5^. Some TRIM-NHL proteins additionally contain a filamin domain between the TRIM and NHL domains^4^. The *Caenorhabditis elegans* TRIM-NHL protein LIN-41 (here referred to as CeLIN41) is widely known as a prototypic target of the *let-7* miRNA and a key factor in the heterochronic pathway, which regulates developmental transitions in the soma^6,7^. In addition, the germline-expressed CeLIN41 controls reprogramming into pluripotency during the oocyte to embryo transition^8^. Also the human TRIM71/LIN41 (HsLIN41) has been implicated in cellular plasticity, facilitating the reprogramming of differentiated cells into pluripotent cells^9^. In both worms and mammalian cells, LIN41 function has been connected to messenger RNA regulation. By associating with specific mRNAs, LIN41 targets them for either degradation or translational repression^10,11^. However, what determines the specificity of LIN41 toward its targets has remained unknown.

Different types of RNA-binding domains (RBDs), such as K homology, RNA recognition motif (RRM) or zinc finger among others, are used by RBPs to associate with specific RNA elements. Recent studies suggest that the currently understood types of RBP–RNA interactions are but the tip of an iceberg, implying the existence of many uncharacterized RBDs^12–14^. The NHL domain, which folds into a WD40-like β-propeller, is an example of a recently reported RNA-binding fold^10,15,16^. However, how exactly the NHL domain binds RNA remains largely unexplored. Thus far, the RNA-binding specificity has been explained only for the NHL domain of the *Drosophila melanogaster* protein Brat (DmBrat), which associates with single-stranded RNA (ssRNA) in a sequence-specific manner^15,17,18^. In contrast to this binding strategy, we find that LIN41 evolved a very different solution to RNA binding. By combining computational analysis with in vivo studies and crystallography, we find that a positively charged pocket, specific to the NHL domain of LIN41, recognizes a short stem-loop (SL) element, LRE (LIN41 response element), whose shape dictates the binding specificity. By analyzing predicted structure models of NHL domains from various proteins and species, we propose that the distinct RNA-binding mechanisms of LIN41 and Brat reflect a rapid evolution of the NHL domain.

## RESULTS

### Different RNA-binding preferences of TRIM-NHL proteins

Recent technological advances made characterization of RBP–RNA interactions possible on a massive scale. RNAcompete utilizes a single step in vitro binding reaction to determine preferences of RBPs/RBDs to short RNA sequences^19^. A large-scale RNAcompete study of 205 RBPs reported that the vast majority of RBPs bind to ssRNA^20^. Although a handful of those proteins showed statistically significant evidence for binding secondary structures, the structures were not absolutely required. Since then, additional studies using RNAcompete on diverse RBPs were published^17,18,21–23^, opening the possibility to revisit the question of preference of RBPs for RNA sequence versus structure. This experimental platform (GPL16119) uses RNA oligonucleotides ranging from 30 to 41 nucleotides, potentially allowing assessment of compact RNA structures. Similar to previous analyses, we quantified sequence preferences by calculating enrichments of sequence 7-mers (4^7^ = 16,384 combinations) in the RBP-bound fraction over the unbound fraction. To capture potential structure preferences in a comparable fashion, we in silico folded all RNA sequences by RNAfold^24^ and obtained RNA secondary structure in a dot-bracket format. In this format, a dot represents an unpaired nucleotide and a bracket a paired nucleotide. To roughly match the total number of combinations for sequence and structure *n*-mers, we set the length of the dot-bracket *n*-mers to 11, which resulted in a total of 9020 combinations. Henceforth, binding preferences for sequence 7-mers or structure 11-mers were calculated identically: for each RBP experiment, we asked whether there exists a small number of sequence 7-mers, or structure 11-mers, which show substantially higher binding enrichments than any other 7-mer or 11-mer, respectively (Fig. 1a). This approach ensured that only highly specific RBP–RNA associations were considered, avoiding bias for general features like GC content or overall tendency to form structured RNA. In Fig. 1b, we compared binding preferences for specific sequence motifs (*Y* axis) versus structured elements (*X* axis) for every RBP. In accordance with previous findings^20^, we found that the majority of RBPs displayed preference for sequence over structure. However, a handful of RBPs deviated drastically from that trend. Those RBPs were not part of the original large-scale study^20^, which may explain why they were not previously reported as having preference for secondary structure. The top three outliers (*C. elegans* LIN-41, human TRIM71, and *D. melanogaster* Wech; red asterisks in Fig. 1b) are all homologous TRIM-NHL proteins; no other homologs were analyzed by RNAcompete. For simplicity, we refer to these proteins as LIN41. Their preference for structure was striking, given that other members of the TRIM-NHL family, such as NCL-1, TRIM56, Brat, and Mei-P26, showed no such preference in the past and in our analysis (Fig. 1b, blue asterisks), suggesting a distinct RNA-binding mechanism for LIN41.

**Fig. 1:**
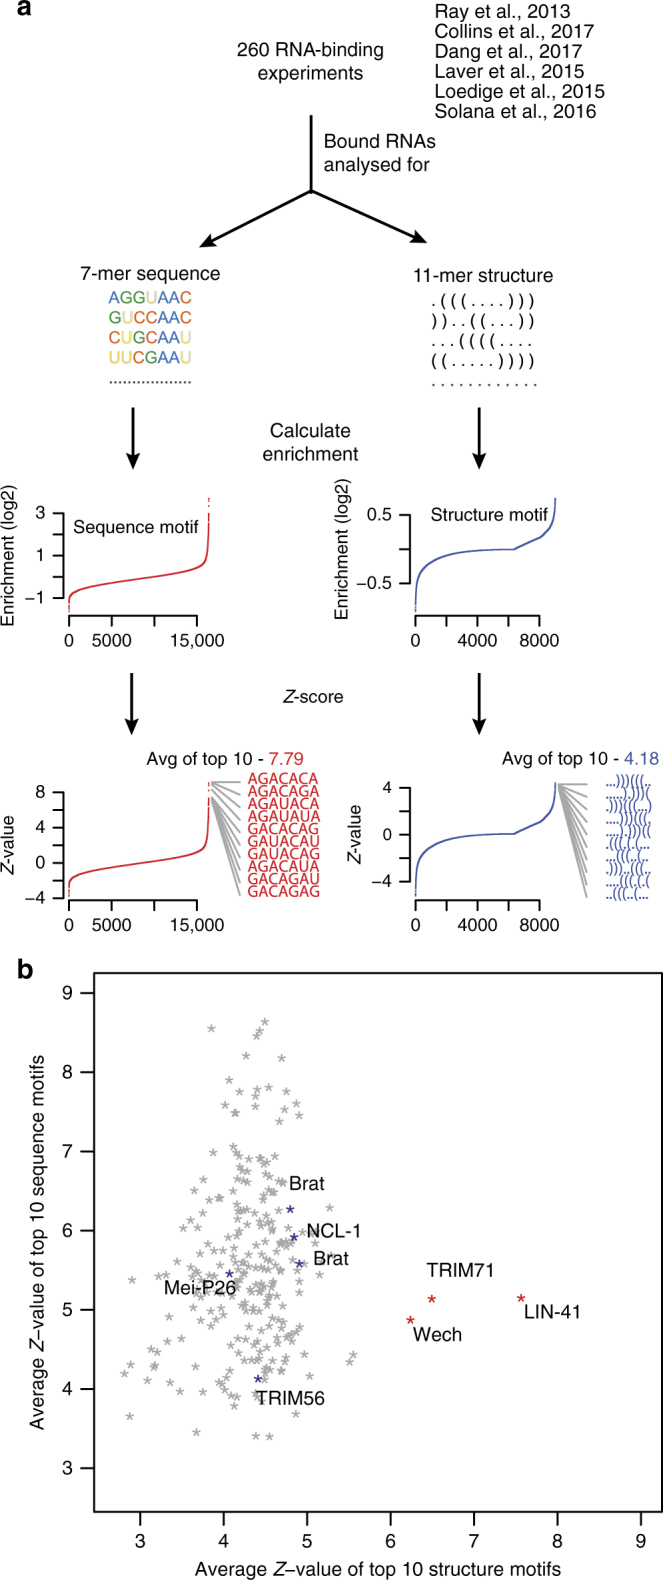
Structure vs. sequence preference of RNA-binding proteins. **a** Schematics describing the meta-analysis of 260 RNAcompete experiments. The top 2% of RNAs enriched in pulldowns were considered as bound fraction. All possible 7-mer sequence and 11-mer structure motifs were counted in the bound and unbound fractions to calculate enrichment of each motif. The enrichment values were then *Z*-value transformed and average *Z*-values of the top 10 motifs were calculated. The schematics shows these calculations for one of the 260 RNAcompete experiments as an example. **b** Average *Z*-values of the top 10 sequence motifs were plotted against the top 10 structure motifs, for each RNA-binding experiment, comparing preference for sequence vs. structure. The top three outliers with high structure preference, LIN-41, TRIM71, and Wech, all related TRIM-NHL proteins, are shown in red. Other TRIM-NHL proteins included in the meta-analysis are shown in blue (NCL-1, Brat, Mei-P26, TRIM56; Brat is marked twice, as it was analyzed in two separate studies)

### LIN41 proteins repress mRNA via structured RNA elements

To determine the RNA secondary structure recognized by LIN41, we initially focused on the *C. elegans* protein. We re-normalized the RNAcompete data for CeLIN41 (see Methods) and calculated enrichments for structure 11-mers, as described in Fig. 1a. For each possible dot-bracket *n*-mer, we compared its overall occurrence in the RNA pool with its enrichment in the bound RNA fraction (Fig. 2a). A specific set of structure 11-mers stood out, showing enrichment values of up to four fold. Notably, all of these were variants of a small SL with three nucleotides in the loop (Fig. 2a; top 30 are shown in red). To test whether the requirement for three nucleotides in the loop was strict, we inspected all structure 11-mers with larger loops and detected no enrichment for such SLs (Fig. 2a). Thus, our analysis suggested that CeLIN41 recognizes SLs with exactly three nucleotides in the loop (tri-loop SLs).

**Fig. 2:**
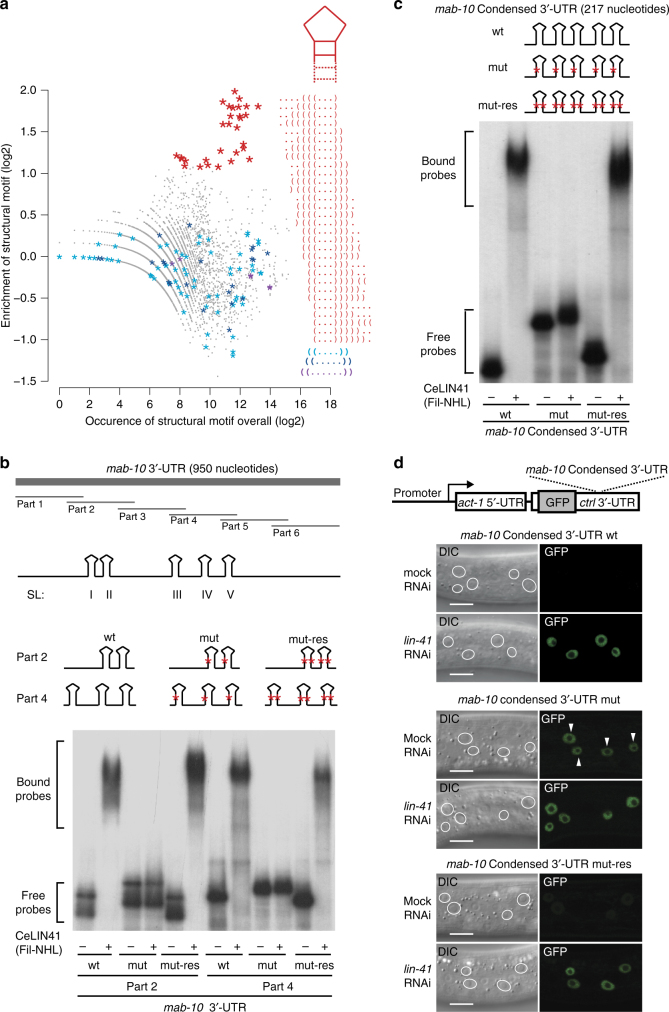
CeLIN41 recognizes structured RNA. **a** Enrichment for each 11-mer structure motif in the CeLIN41 RNAcompete experiment was plotted against its overall occurrence in the RNA pool. Top 30 enriched 11-mer structures are highlighted in red and the corresponding dot-bracket strings are indicated. The dot-bracket strings correspond to a stem-loop motif, with exactly three nucleotides in the loop, schematically represented above. As controls, all structure 11-mers containing a loop with four, five or six nucleotides, highlighted in cyan, blue and purple, did not show any enrichment. **b** CeLIN41 binding to parts of *mab-*10 3′-UTR. Top: schematics of the *mab-10* 3′-UTR divided into six overlapping RNA probes (part 1 to 6), each of 200 nucleotides. Tri-loop SLs are present in parts 2 and 4. Single red asterisk on one side of the stem indicates a stem disrupting mutation (mut) and two red asterisks, one on each side of the stem, indicate a stem disrupting and the compensatory stem-restoring mutations (mut-res). Respective sequences are listed in Supplementary Table 1. Bottom: in gel-shift experiments, CeLIN41 bound to parts 2 and 4 of *mab-10* 3′-UTR. Mutations disrupting the stems in part 2 and part 4 nearly abolished CeLIN41 binding. Compensatory mutations in the stems (mut-res) restored the binding to wild-type levels. **c** Top: the “wt” RNA corresponds to a synthetic “condensed” *mab-10* 3′-UTR reporter construct containing five stem-loops (I to V). Asterisks denote mutations as in **b**. Respective sequences are listed in Supplementary Table 1. Bottom: in gel-shift experiments, CeLIN41 bound the synthetic *mab-10* condensed 3′-UTR. Mutations disrupting the stem (mut) abolished binding, whereas compensatory mutations (mut-res) restored binding. **d** Micrographs of early L3-stage *C. elegans* larvae, treated with either *lin-41* or mock RNAi, showing reporter GFP in hypodermal nuclei (white circles demarcate nuclei), expressed from the *lin-29A* promoter under the control of unregulated *act-1* 5′-UTR and *unc-54* (ctrl) 3′-UTR. The 3′-UTR insert corresponds to the constructs in **c**. The *mab-10* condensed 3′-UTR imposed CeLIN41-mediated repression on the GFP reporter. Mutations disrupting the stem abolished this regulation (white arrowheads point to GFP-expressing nuclei), while compensatory mutations reinstated the repression. Scale bars, 10 µm

CeLIN41 has recently been shown to directly bind mRNAs^10^. Among CeLIN41 mRNA targets are *mab-10*, *mab-3*, and *dmd-3*, which associate with CeLIN41 through their 3′-untranslated regions (UTRs), and *lin-29A*, which associates via the first exon of its 5′-UTR, for simplicity *lin-29A* 5′-UTR^10^. Using programs to predict RNA secondary structure, we observed a number of SLs with tri-loops in those UTRs (Supplementary Note 1 shows secondary structure models of *mab-10* and *lin-29A* UTRs). Interestingly, in the *mab-10* 3′-UTR, the tri-loop SLs were present in the regions previously shown to bind CeLIN41 in gel-shift experiments^10^ (parts 2, 3, and 4 in Fig. 2b). A majority of the SLs (9/13) in the *mab-10* 3′-UTR and *lin-29A* 5′-UTR had a “U–A” base pair adjacent to the loop (here the stem position 1), suggesting possible functional similarity. Hence, we tested those SLs as candidate CeLIN41 binding sites (Supplementary Note 1 and Supplementary Fig. 1a-b).

To evaluate their importance for CeLIN41 binding, we modified parts 2 and 4 of the *mab-10* 3′-UTR, and examined their association with a purified CeLIN41 fragment containing the filamin and NHL domains in gel-shift experiments. Specifically, we disrupted the candidate SLs by mutating a single G–C base pair in the stem and introduced compensatory mutations to restore the stem. Although the stem-disrupting mutations abolished the binding, the compensatory mutations (which reestablished the structure) restored the binding (Fig. 2b). We concluded that, in vitro, CeLIN41 recognizes tri-loop SLs. We then asked whether those SLs mediate CeLIN41 regulation in vivo. To answer this, we examined transgenic animals expressing green fluorescent protein (GFP) reporters (from either a hypodermal, *lin-29A*, or ubiquitous, *dpy-30*, promoter) under the control of different 5′ or 3′-UTRs. To test SLs in the 3′-UTR, we created a synthetic “condensed” *mab-10* 3′-UTR, packing closer the five candidate SLs by deleting the intervening sequences. This 3′-UTR variant was sufficient to bind CeLIN41 in vitro and the binding required the SLs (Fig. 2c). In animals, the reporter containing wild-type SLs was repressed by CeLIN41 (Fig. 2d). Consistent with the in vitro binding results, the stem-disrupting mutations alleviated repression and the compensatory stem mutations restored the repression (Fig. 2d). In addition to examining the *mab-10* 3′-UTR, we examined the *lin-29A* 5′-UTR, which contained four candidate CeLIN41-binding SLs (Supplementary Note 1 and Supplementary Fig. 1b). We mutated these four SLs, as for *mab-10*, and tested CeLIN41 binding. In vitro, the mutated RNA displayed reduced binding to CeLIN41 (Supplementary Fig. 1c). For testing the repression in *C. elegans*, we used a reporter line with stem-disrupting mutations in SLs I and III, as we were unable to obtain a line with mutations in all the SLs. Nevertheless, disrupting only two SLs was sufficient to alleviate CeLIN41-mediated repression of the reporter (Supplementary Fig. 1d); in vitro, the corresponding mutations reduced the size of CeLIN41-RNA complexes, suggesting the loss of CeLIN41 binding to some but not all the SLs (Supplementary Fig. 1c). As expected, the compensatory mutations in SLs I and III restored the binding in vitro and the repression in vivo (Supplementary Fig. 1c-d). Taken together, our analysis of *mab-10* 3′-UTR and *lin-29A* 5′-UTR suggested that CeLIN41 represses mRNA by binding specific SL elements.

Our computational analysis implied that, similar to CeLIN41, HsLIN41 (TRIM71) binds structured RNA (Fig. 1b). Therefore, we asked whether the *C. elegans* SLs could induce mRNA repression by HsLIN41 in human cells. To test this, we created reporter plasmids expressing, on one hand, *Renilla* luciferase (RL) under the control of *mab-10* 3′-UTR variants and, on the other hand, a control plasmid expressing firefly luciferase (FL) (Fig. 3a). Mammalian cells that either did, or did not, express HsLIN41 were co-transfected with reporter plasmids and the amount of luciferase-produced luminescence was measured to estimate HsLIN41-mediated repression. We found that HsLIN41 specifically repressed RL controlled by either the wild-type (nucleotides 151–650) or condensed *mab-10* 3′-UTR (Fig. 3b). This repression depended on the SLs, as it was alleviated by stem-disrupting mutations in the condensed *mab-10* 3′-UTR but restored by compensatory mutations (Fig. 3b). Thus, both *C. elegans* and human LIN41 appear to bind and regulate similarly structured RNA elements, suggesting a conserved mechanism of RNA recognition.

**Fig. 3:**
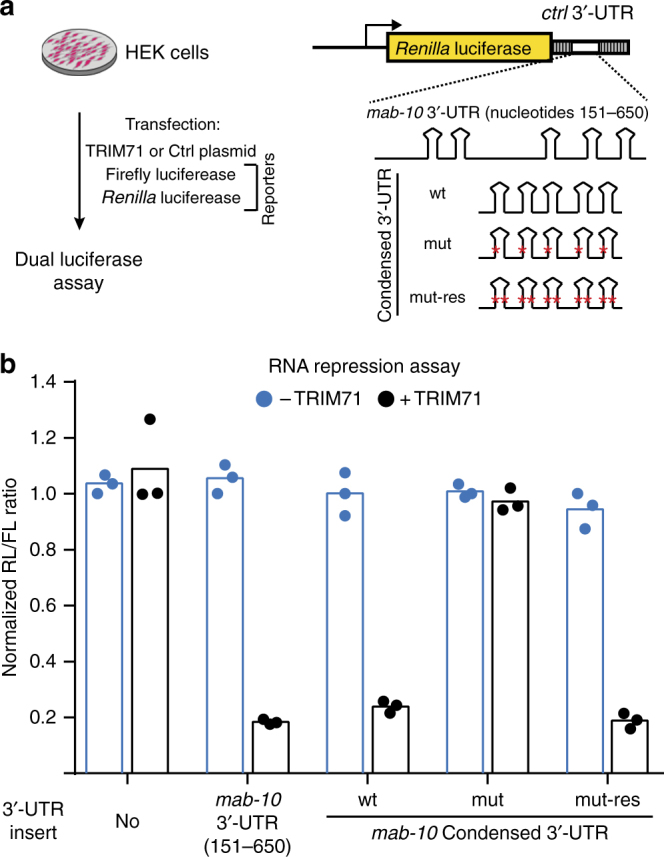
HsLIN41 recognizes *C. elegans* RNA stem-loops. **a** Schematics describing the luciferase assay and reporters used in this assay. 3′-UTR inserts transplanted into the RL (*Renilla* luciferase) construct are shown. **b** HsLIN41 specifically downregulated *Renilla* luciferase (RL) activity when sequences containing the SLs (from either *mab-10* 3′-UTR (151-650 nt) or *mab-10* condensed SL 3′-UTR) were transplanted into a control, unregulated 3′-UTR. The *mab-10* condensed 3′-UTR, with stem-disrupting mutations (mut), was not repressed by HsLIN41. Mutations that restored the SLs (mut-res) also restored the repression. Bars in the graph represent the mean between three biological replicates

### LIN41 binds RNA stem loops

To gain more insights into the binding mode of RNA by LIN41, we conducted crystallization trials with LIN41 proteins from several species. We obtained crystals for the *Danio rerio* (zebrafish) protein (DrLIN41), which bound the SL elements of *mab-10* 3′-UTR with similar specificity as the worm (CeLIN41) protein (Supplementary Fig. 2a and Fig. 2c). We then determined, at 2.6 Å resolution, the crystal structure of DrLIN41 protein in its unbound form, composed of the filamin and NHL domains (Uniprot E7FAM5, residues 435–824) (Fig. 4a). The protein crystallized in space group P2_1_2_1_2_1,_ with two molecules per asymmetric unit. Data collection and refinement statistics are summarized in Supplementary Table 2. Clear electron densities were present for both molecules, allowing model building of almost all residues. Only filamin-NHL inter-domain linker residues (538–548) were not resolved well, due to their flexibility. Therefore, Gly539 and Arg540 have not been included in one of the molecules (chain B) in the asymmetric unit. The intra-chain domain arrangement is equal in both molecules, whose structures are highly similar, with an overall root mean square deviation (r.m.s.d.) of 0.33 Å for Cα positions. The filamin domain is placed on the smaller side of the toroidal NHL domain, where it is located below the central axis and is tilted by ~ 70°. The two domains hardly contact each other and the weak electron density in the linker region points to a flexible domain arrangement. This makes it possible that the observed domain orientations originated from crystal packing constraints, which was also corroborated by analyzing the intra-chain filamin-NHL interface using the PISA^25^ and EPPIC^26^ software. As expected from sequence analysis, the NHL domain folds into a six-bladed β-propeller, where the first β-strand, following the filamin-NHL linker, complements the C-terminal sixth β-propeller blade as an outermost strand (Fig. 4a). By calculating the electrostatic surface potential, we observed that the cavity of the DrLIN41 NHL domain β-propeller opposite of the filamin domain (henceforth referred as the “upper” surface) features a large basic patch with a central cavity (Fig. 4b).

**Fig. 4:**
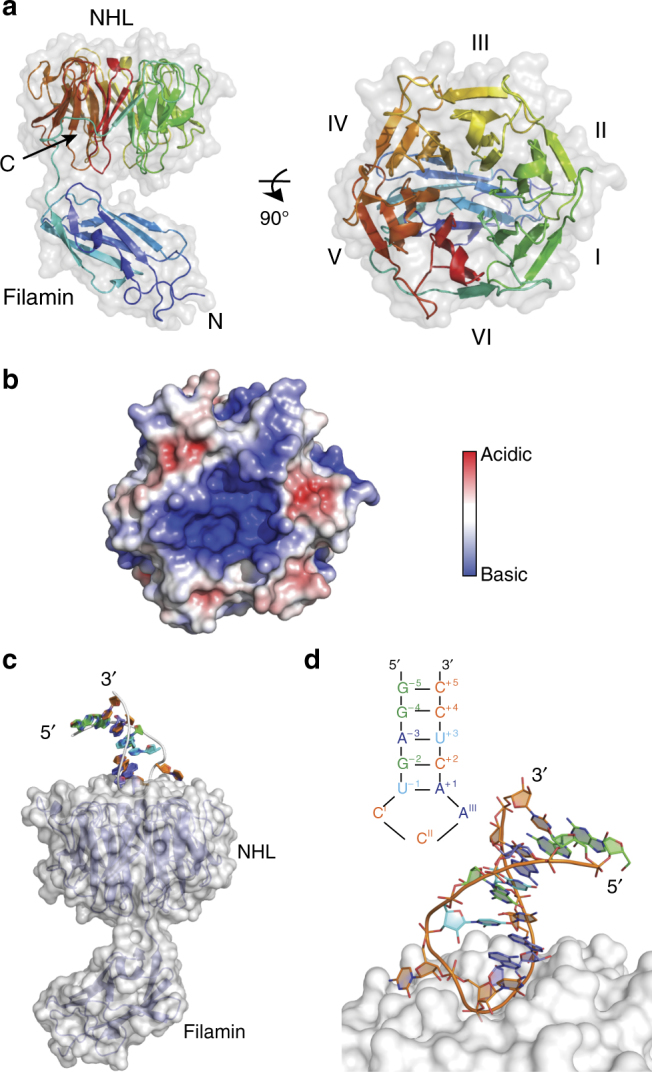
Crystal structure of the C-terminal part of *D. rerio* LIN41. **a** The crystal structure of the DrLIN41 filamin-NHL domains is displayed in a cartoon mode, with a transparent grey surface in two orientations rotated by 90°. The molecule is colored from blue (N terminus) to red (C terminus) to indicate the topology. Protein domains, termini, and β-propeller blades are labeled for better clarity. **b** Top view of the RNA-binding site of the DrLIN41 NHL domain with the electrostatic surface potential mapped onto the molecular surface. Surface potential is computed by using the APBS plugin implemented in PyMOL (www.pymol.org) and is displayed from – 5.0 kT/e (red, acidic) to + 5.0 kT/e (blue, basic). **c** DrLIN41 filamin-NHL domains in complex with the *lin-29A* stem-loop RNA. The filamin and NHL domains are shown in cartoon mode in blue, with a white transparent surface. The *lin-29A* RNA fragment, forming a hairpin, is displayed as a cartoon with nucleotides in different colors (guanine: green, adenine: blue, cytosine: orange, uracil: cyan). **d** Magnified view of the *lin-29A* RNA stem loop bound to the DrLIN41 NHL surface (colors as in **c**). A diagram detailing the nucleotide composition of the stem loop is shown above

Next, to determine how LIN41 binds RNA SLs, we determined structures of the DrLIN41 protein in complex with two 13 nucleotide-long RNAs corresponding to SL-containing fragments of *lin-29A* 5′-UTR and *mab-10* 3′-UTR (at 1.90 Å and 2.35 Å resolution, respectively; data collection and refinement statistics are summarized in Supplementary Table 2). Both complexes crystallized in the same P3_1_21 space group, with one single protein–RNA complex in the asymmetric unit. The RNAs corresponding to the *lin-29A* and *mab-10* fragments form a stem loop and bind the cavity on the upper surface of the DrLIN41 NHL domain in a highly similar way, with an r.m.s.d of 0.43 Å (Fig. 4c-d and Supplementary Fig. 2b-c). The RNA stem starts with four Watson–Crick base pairs having the ribose sugar pucker in C3′-endo conformation, forming a regular A-form helix (positions 2 to 5 and – 2 to – 5). It continues with the + 1/– 1 base pair (both in C2′-endo conformation), leading into the trinucleotide loop, where the sugar rings assume C2′- and C3′-endo conformation for positions I/II and III, respectively. Only the tip of the SL interacts with the DrLIN41 NHL propeller, where the three unpaired nucleotides and the first two nucleotides on the 3′-side of the loop (positions + 1, + 2) bury together ~ 983 Å^2^ of solvent-accessible surface area. Superposition of the unbound structure and RNA complexes did not reveal major conformational changes in the NHL domain upon interaction with the 13-mer RNA, except for a few amino acid side chains that are directly involved in RNA recognition. This is not true for the filamin domain, which is rotated by ~ 90° along the immunoglobulin-fold axis and tilted by ~ 60° in the RNA complexes compared with the unbound structure, owing to the different crystal lattice contacts. This confirms the flexible nature of the filamin-NHL arrangement (Supplementary Fig. 2b). At position I of the RNA SL (C/U(I), C, or U in *lin-29A* and *mab-10* RNAs, respectively), the nucleotide is flipped out, due to the C2′-endo conformation of the preceding – 1 uracil moiety, leading to placement of this base onto the rim outside of the central RNA-binding cavity. Bases at loop positions II and III (C/U(II) and A/A(III) in *lin-29A* and *mab-10*, respectively), on the other hand, stack and complement the continuous base stacking of the helical stem at the 3′-side (Supplementary Fig. 2d-e). This seems critical for hairpin stability, as it enables the A(III) purine base to support the non-ideal A( + 1) – U(– 1) base pair, which is under considerable strain (Fig. 4d and Supplementary Fig. 2d-e). Its angle between base planes deviates by ~ 15° from planarity, which together with the propeller twist leads to an elongated hydrogen bonding distance between the A( + 1) N6 amino group and the U(– 1) O4 carbonyl (3.1 Å and 3.2 Å for *lin-29A* and *mab-10*, respectively). This is considerably longer than hydrogen bonds found in other base pairs of the hairpins, which have a standard length of 2.8–2.9 Å.

The basic NHL cavity interacts mainly with the sugar-phosphate backbone of the RNA SLs, predominantly via electrostatic interactions (Fig. 5a-b). The cavity’s shape, diameter, and the positioning and spacing of positively charged lysine and arginine residues, specifically recognizes the three-dimensional (3D) structural conformation of the negatively charged SL backbone. Arg564, Arg581, Arg611, and Lys628 interact with phosphate groups of C/U(II) and A(III), whereas Asp629 binds the ribose C2′ hydroxyl of C/U(II). The phenol ring of Tyr658 stacks on the C/U(II) pyrimidine base, which is also stabilized by a weak interaction with the guanidinium group of Arg676, which seems to have considerable rotational freedom, as reflected by weak electron density for two side-chain conformations. The flipped-out C/U(I) bases form hydrogen bonds with Cys563 and Ser582, and a hydrophobic interaction with the aliphatic part of the Arg564 side chain, whereas the C2′ ribose hydroxyl contacts Arg611 (Fig. 5a). On the 3′-side of the loop, the A(+ 1) phosphate oxygen atoms are anchored by interaction with Arg707, whose guanidinium group stacks between aromatic Trp660 and Phe722 side chains, which themselves are in van der Waals contact with ribose rings of A(III) and A(+ 1). Finally, Arg752 and Arg770 bind the C/U(+ 2) phosphate groups (Fig. 5b). These direct interactions between amino acids and bases or phosphate backbone are summarized in Fig. 5c.

**Fig. 5:**
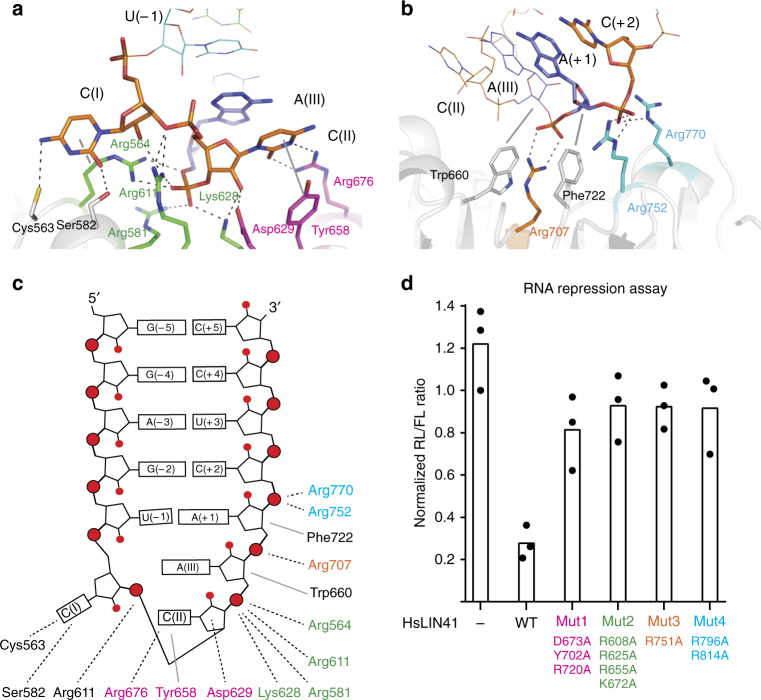
Molecular interactions underlying LIN41 binding to RNA SLs. **a**,** b** Detailed views of interactions between the *lin-29A* RNA and the DrLIN41 NHL propeller. Nucleotides and protein side chains are highlighted and their directly interacting residues are shown as sticks; the remaining parts are shown as lines (RNA) or ribbons (protein). Hydrogen bonds are presented as dotted lines and hydrophobic interactions as solid lines. Nucleotides are colored as in Fig. 4d, whereas protein side chains are colored according to the mutational analysis. **c** Schematic representation of the *lin-29A* RNA hairpin and of its interactions with DrLIN41 NHL residues (type of interaction and color code as in **a**, **b**). **d** Expression of mutant HsLIN41 proteins did not severely down-regulate *Renilla* luciferase (RL) reporter expression unlike the wild-type HsLIN41, when a fragment corresponding to the *mab-10* condensed 3′-UTR was transplanted into an unregulated 3′-UTR of the reporter construct. Bars in the graph represent the mean between three biological replicates

Comparing the LIN41 NHL domains from different species, the majority of residues involved in RNA SL binding are identical (Supplementary Fig. 2f), indicating a potentially conserved mechanism of RNA binding. To test comprehensively the functional importance of identified amino-acid/RNA contacts, we expressed different variants of HsLIN41 in HEK293 cells and analyzed their ability to repress mRNA using the luciferase assay. By changing specific amino acid residues of the NHL domain to alanine, we examined the importance of four sets of NHL residues for RNA regulation. The first set of residues, Asp673(629), Tyr702(658), and Arg720(676), corresponding positions in DrLIN41 are in brackets, interact with the pyrimidine nucleotide in the center of the RNA loop (C/U(II)). The second set, Arg608(564), Arg625(581), Arg655(611), and Lys672(628), interact with C/U(II) and A(III). The third and fourth sets, Arg751(707) and Arg796(752)/Arg814(770), interact with A(+ 1) and C/U(+ 2), respectively. As expected from the structural analysis, changing any set of RNA-interacting residues, while mostly not reducing protein levels (Supplementary Figs. 2g and 8), alleviated LIN41-mediated mRNA repression (Fig. 5d). Consistently, specific point mutations in CeLIN41, affecting amino acids corresponding to some of the above residues (Arg959 and Arg1055; residues 676 and 770 in DrLIN41), were previously shown to be detrimental to CeLIN41 function (*lin-41* alleles mg181 and mg182^6^). Similarly, the Tyr941Ala mutation (658 in DrLIN41) failed to rescue the developmental defects in *lin-41* mutant worms^8^.

### The LIN41 response element

To determine key characteristics of the RNA SLs that facilitate the binding to LIN41, we developed a computational model, which interrogated both RNA sequence and secondary structure. Given the importance of the loop (positions I, II, and III) and the two adjacent positions in the stem (positions – 1 and + 1), revealed by the crystal structure, we decided to examine all possible variations in these positions; all combinations of nucleotides in the positions I, II, and III (64), and all possible base-pairing combinations of nucleotides in the positions – 1 and + 1 (6), leading to a total of 384 RNA variants (Fig. 6a).

**Fig. 6:**
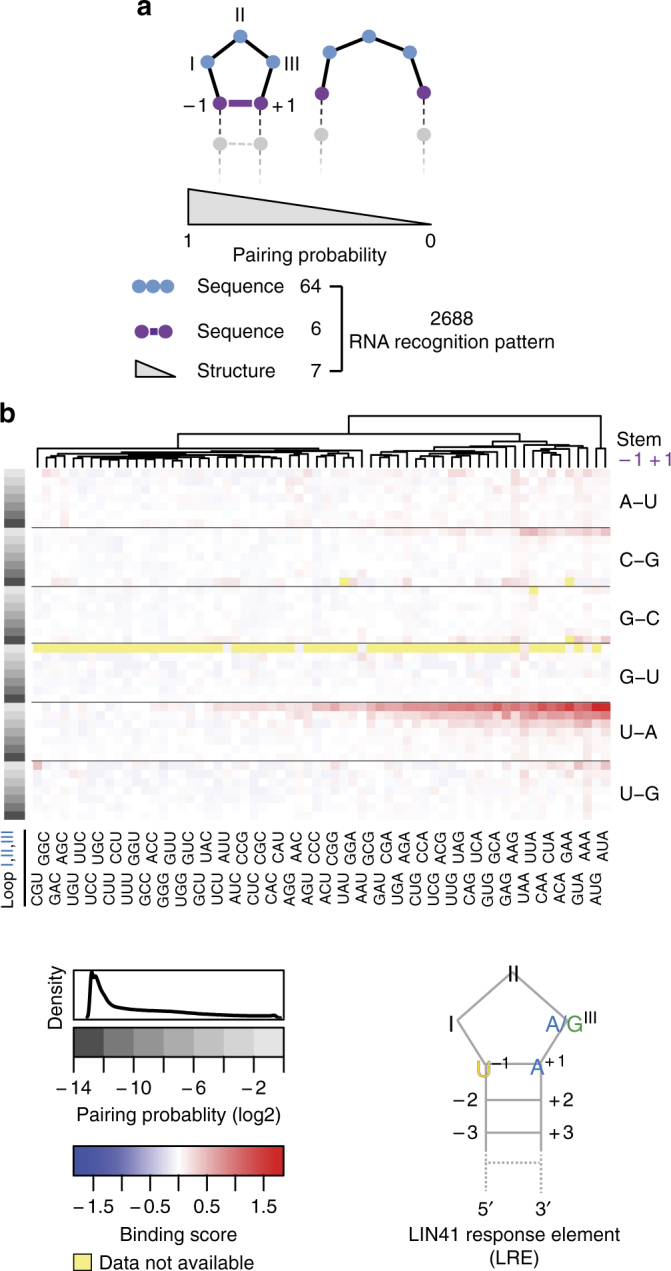
The LIN41 response element. **a** Schematics depicting RNA features used to build the LIN41 Response Element (LRE) model. Considered were all possible bases in the three loop positions (I, II, and III) and all possible base pairs at the stem position 1 (– 1/ + 1). The pairing probability of stem position 1 was determined by the relative occurrence of all possible structures that a particular RNA sequence can acquire. The pairing probabilities were grouped into seven bins on a log2 scale. Combining the sequence and structure features resulted in 2688 (6 × 64 × 7) RNA motif variants. **b** A heat map showing the average CeLIN41-binding scores from the RNAcompete experiment^17^ for all RNAs containing any particular motif variant as described in **a**. Pairing probability and base pairs at stem position 1 are shown on the left and the right of the heat map respectively. The loop (I, II, and III) sequences are shown in two rows, for clarity, at the bottom of the heat map. The data were clustered based on the CeLIN41-binding score. The overall distribution of pairing probabilities is shown on top of the pairing probability scale. Bottom right: the drawing represents a stem-loop motif, based on the model, referred to as the LIN41 Response Element (LRE). Yellow: data not available (RNA motif variants supported by < 20 oligo sequences)

Obtaining secondary structure preferences posed a greater challenge, due to the involvement of a large number of residues, including those in positions – 1 and + 1 but also those further down the stem. However, the RNA/protein complex structure showed that LIN41 mostly interacts with the loop and the – 1/ + 1 residues of the stem, arguing that the main function of the stem is to present the 3-mer loop. Given that the pairing between the nucleotides – 1 and + 1 is required for the formation of a 3-mer loop, the tendency to form such a SL can be expressed by a pairing probability between the nucleotides – 1 and + 1. Therefore, using RNAfold^24^, we calculated pairing probabilities and grouped them into seven bins (log2 scale). We then combined structural and sequence features into a total of 64 × 6 × 7 = 2688 unique RNA recognition patterns (Fig. 6a). Using the in vitro binding data from RNAcompete^17^, we quantified the contribution of each of those RNA patterns to CeLIN41 binding, by calculating the average enrichment of all RNAs that contain a particular RNA pattern (see Methods). This revealed that the residues in the – 1/ + 1 stem positions, the pairing probability, as well as the 3-mer loop, were all critical for binding (Fig. 6b). The U–A (– 1/ + 1) pairing had by far the strongest impact on the binding, followed by C–G pairing with a much weaker impact. All other – 1/ + 1 base pairs showed no contribution to the binding. In the case of U–A, the extent of binding scaled with the pairing probability, indicating that our approach is able to capture the formation of SLs quantitatively. Among the 64 3-mer loop sequences, about one-half showed evidence for the binding, with a preferred purine base in position III (Fig. 6b). This is consistent with the structural requirement of a purine base at the position III to support the non-ideal constrained U–A base pair at stem position 1. Importantly, the binding determinants showed interdependence, e.g., G–C at position – 1/ + 1 could not be compensated by any 3-mer in the loop, nor by a high pairing probability. The same holds true for a very low pairing probability and low scoring 3-mer loop sequences, arguing that the high parameter model used here captures the subtleties of CeLIN41 binding. Summarizing, two RNA features, the U–A pair in positions – 1/ + 1 and A/G in position III of the loop, appear to be the key features of the LRE (Fig. 6b). Similar conclusions were reached by modeling binding specificity of DmWech and HsLIN41 (Supplementary Fig. 3a-b), suggesting that these proteins bind similar RNA elements.

To test the LRE model, we examined, by measuring fluorescence polarization, CeLIN41 binding to a 13-mer RNA folding into a single LRE (SL I in Supplementary Fig. 1b). The “wild-type” LRE (A^III^, U^−1^–A^+1^) bound to CeLIN41 with a dissociation constant (*K*_d_) of 1.322 µM, whereas a control 13-mer SL with five nucleotides in the loop did not show any detectable binding (Fig. 7a-b). Mutating residue III in the loop, from A to G, C, or U reduced the affinity, with G having the least effect (Fig. 7a). Similarly, mutating – 1/ + 1 residues from U–A to G–C, A–U, or C–G resulted in reduced complex formation, with G–C having the most severe effect (Fig. 7b). Taken together, the results of the binding assays suggest that the LRE model correctly recapitulates the SL determinants of CeLIN41 binding. As we obtained the crystal structure of the protein–RNA complex using the zebrafish LIN41 protein, we also tested the binding of LRE and its mutant variants to DrLIN41 and found it to be very similar to CeLIN41 (Supplementary Fig. 3c).

**Fig. 7:**
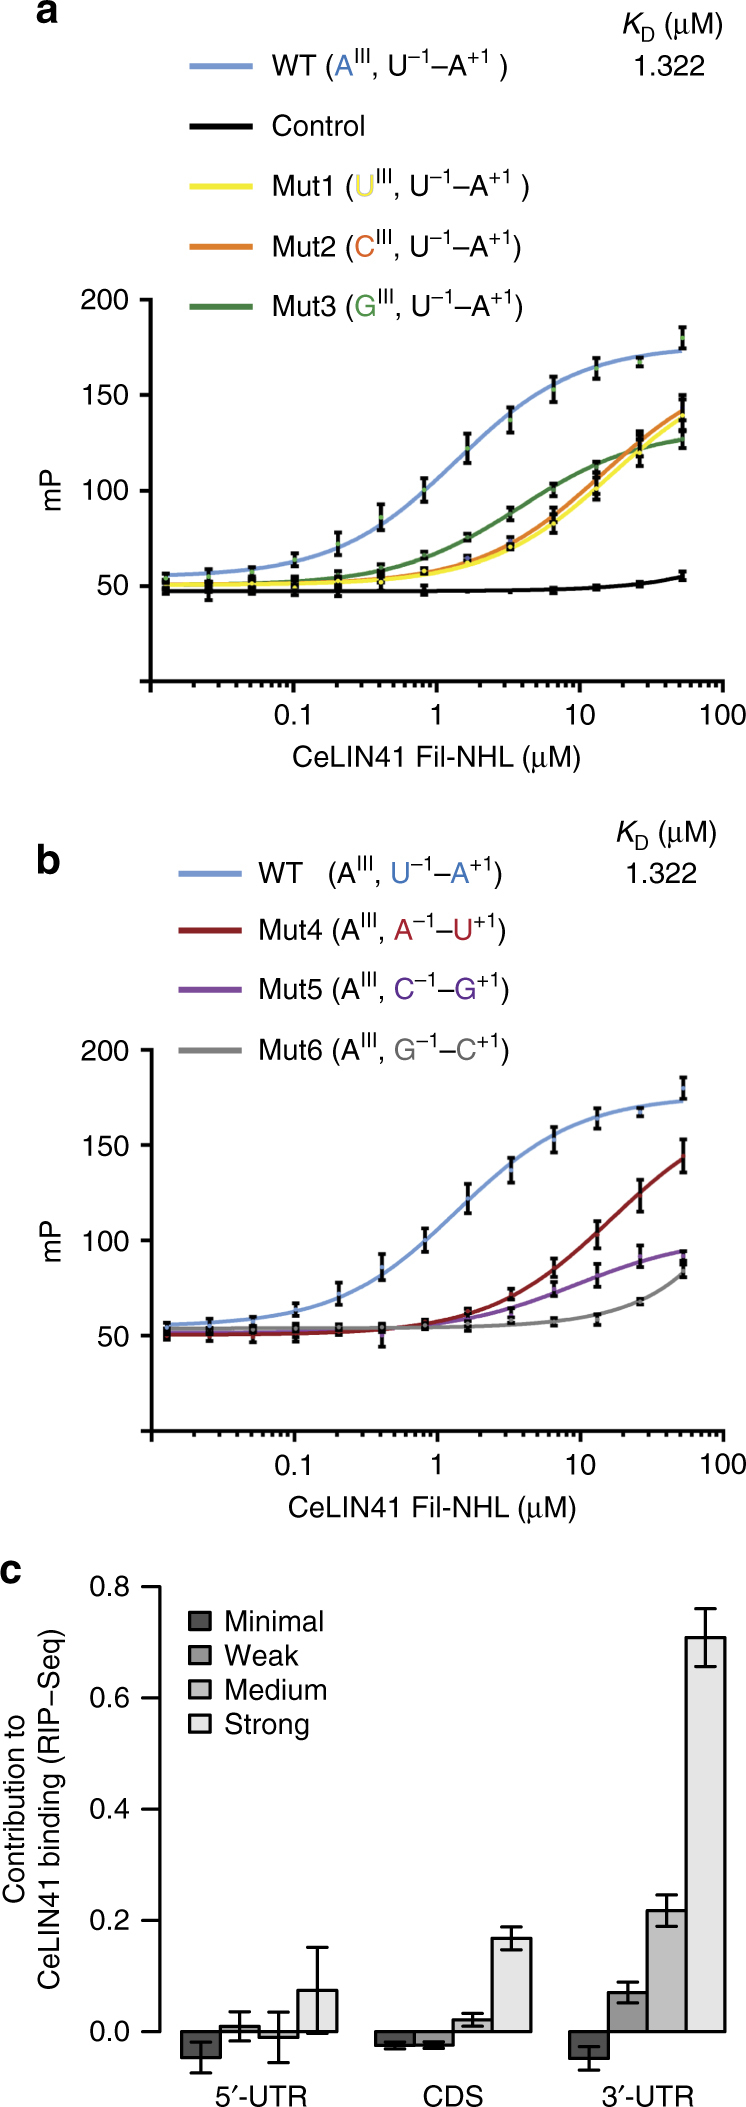
LIN41 binds to LREs both in vitro and in vivo. **a** Fluorescence polarization (FP) assays determining binding constants of CeLIN41 to LRE variants in the position III of the loop. Raw FP data of CeLIN41, interacting with a wild-type LRE (SL I in Supplementary Fig.1b), a control stem-loop RNA with five nucleotides in the loop, and LREs mutated at loop position III, are shown in units of millipolarization (mP). The equilibrium dissociation constant (*K*_D_) is shown for the WT LRE. Each data point is a mean of three experiments and the error bars represent the standard deviation. **b** The FP assays determining binding constants of CeLIN41 to LRE variants in the position 1 of the stem. Raw FP data of CeLIN41, interacting with WT LRE and LREs mutated at stem position 1, are shown in units of millipolarization (mP). Each data point is a mean of three experiments and the error bars represent the standard deviation. The WT LRE data is the same as in **a**. It is replotted for easy comparison with the mutants. **c** Contribution of LREs of varying strengths, predicted by the model in Fig. 6b, present in 5′-UTRs, coding sequences (CDS) and 3′-UTRs, to CeLIN41 binding as determined by linear regression. RNA binding was assayed by co-precipitation with CeLIN41, followed by RNA sequencing (RIP-seq). The error bars represent SEs for the coefficients obtained from the linear regression

Regulatory RBPs typically associate with the 3′-UTRs of mRNAs. However, in addition to binding 3′-UTRs, CeLIN41 associates with at least one mRNA target via its 5′-UTR^10^. Using the LRE model, we were able to examine the general distribution of CeLIN41 binding across all mRNAs. 

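RIP-seq compares the RNA recovered with a protein (IP) with the RNA of the lysate from which it was recovered (input). The worms carried a mutation in lin-41 and a single-copy rescuing transgene for the tagged protein, which was recovered from young adult lysates with beads that bind the FLAG tag. The 2 biological replicates were grown in different weeks. Each gave an input library and an IP library, so that 4 stranded mRNA libraries were sequenced. Libraries from a mock IP were not analysed here, and RNA that binds to the beads or to the tags cannot be separated from RNA bound by CeLIN41. The authors counted reads on WormBase WS220 gene models of assembly ce10 and deposited these counts without normalization, together with the log2 values that they normalized as the Methods describe. The counts came to 33455857 and 38891261 in the inputs of replicates 1 and 2, and to 39432325 and 40743247 in the IPs. They cover 20392 genes, of which 2113 had no count in any library. The median gene had 73 and 74 counts in the inputs, and 36 and 31 counts in the IPs. The IP counts were concentrated in fewer genes, since the 100 genes of most counts held 34.4% and 39.8% of the IP counts, compared with 24.0% and 23.5% of the input counts. Replicates differed by more than counting noise, with a chi-square per degree of freedom of 16.0 between the inputs (15312 genes) and of 55.0 between the IPs (14117 genes). Genes of very high counts weigh most in this measure, so it does not show that the IPs replicated less well. On the log2 scale, scaled by library size, Pearson r between replicates was 0.9948 for the inputs and 0.9954 for the IPs.
IP enrichment was computed from the counts by the steps of the Methods. Counts were scaled to the mean library size, log2-transformed after adding a pseudocount of 8 and quantile-normalized over the 4 libraries, and the input was subtracted from the IP of the same replicate. None of the 81568 normalized values differed from the authors' values by more than 1e-06. IP and input were also compared with edgeR's quasi-likelihood test on the counts, scaled by its TMM method, with the replicate as a block. This test covered the 14029 genes that passed edgeR's filter on low counts. With a block, 2 replicates leave 1 residual degree of freedom, and edgeR pooled the spread over all genes completely. Its adjusted p-values therefore assume that genes of similar expression vary alike between replicates. Both measures give the abundance of an mRNA relative to the other mRNAs of a library, not an absolute amount bound.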

Initially, we immunoprecipitated FLAG and GFP-tagged LIN41 together with associated RNAs from young adult worms (RNA immunoprecipitation, RIP). 

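Of the 14029 genes tested, 4611 were enriched and 4960 were depleted in the IP at an adjusted p threshold of 0.05 (edgeR's quasi-likelihood test with the replicate block, Benjamini-Hochberg adjustment), and 4458 were neither. Scaling moved these numbers the most: with library size only, in place of TMM, 1670 genes were enriched and 9333 were depleted. The median log2 fold change of the tested genes was -0.14 with TMM and -1.07 with library size only, so that the sign of a small change depends on the scaling. IP enrichment was at least 4-fold in both replicates for 537 genes, and all 537 were among the genes enriched in the edgeR test. In place of library size scaling with quantile normalization, library size only gave 311 such genes and TMM factors gave 712. At the other end, 245 genes were at least 4-fold depleted in both replicates. No alternative was run for this number, but it too depends on the normalization. With TMM factors, the mean log2 IP enrichment of rpl-3 moved from -3.63 to -1.83, and that of rpl-11.1 from -3.48 to -2.38. The difference between replicates in the log2 IP enrichment of a tested gene had a median size of 0.20 and a 95th percentile of 0.92, both smaller than a 4-fold change.
Ranked by mean log2 IP enrichment after quantile normalization (± SD, n = 2), the 10 highest genes began with mab-10 at 7.27 ± 0.27, lin-29 at 6.29 ± 0.26, tmem-208 at 6.03 ± 0.06 and mab-3 at 5.97 ± 0.30. They were followed by T09B9.1, with log2 IP enrichments of 6.00 and 5.81 in replicates 1 and 2, then by T05F1.4 at a mean of 5.88 ± 0.10 and pup-3 at 5.69 ± 0.18, and then by glit-1 at 5.53 ± 0.14, C55B6.1 at 5.52 ± 0.05 and C17E7.4 at 5.52 ± 0.05. The gene mab-10 was highest in each replicate, and its mean exceeded that of lin-29 by more than the replicate SD. The means of the other genes of this list lay between 6.29 and 5.52, with replicate SDs between 0.05 and 0.30. These are SDs of quantile-normalized values, and that step can draw the replicates of highly counted genes together. It gave C17E7.4 the same value of 17.64 in both IPs, from 290522 and 363787 counts. This order depends on the normalization. With library size only, T05F1.4 at 6.34, C17E7.4 at 5.99 and tmem-208 at 5.85 were above lin-29 at 5.64, and with TMM factors these 3 genes were at 7.27, 6.93 and 6.79, above lin-29 at 6.56. After quantile normalization, the 5 lowest genes encode the elongation factor eEF1A and ribosomal proteins. Their mean log2 IP enrichments were -4.42 ± 0.62 for eef-1A.1, -3.75 ± 0.41 for rps-23, -3.70 ± 0.52 for rpl-10, -3.63 ± 0.12 for rpl-3 and -3.48 ± 0.43 for rpl-11.1 (SD, n = 2). Here too the order changed, since eef-1A.1 was above rpl-11.1 with library size only. With TMM factors eef-1A.1 was at -2.06 compared with -2.38 for rpl-11.1. Membership in the lowest 5 also depends on the normalization. By the TMM-scaled log2 fold change from edgeR, alh-12, cpn-3, cat-4, ads-1 and act-5 lay between -2.39 and -2.12. These are examples and not the lowest genes by this measure, since dnj-24 was at -3.01. All were lower than eef-1A.1 at -2.06 and rpl-3 at -1.83, whereas rpl-11.1 at -2.38 and rps-23 at -2.24 lay within the range of the examples. The 5 lowest genes after quantile normalization stayed depleted, and the 10 highest genes stayed enriched, in each alternative edgeR or DESeq2 fit that tested them. How reads that match more than 1 gene were counted is not given in the sources used here, which limits the values of genes with close paralogs.

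**Figure D1:**
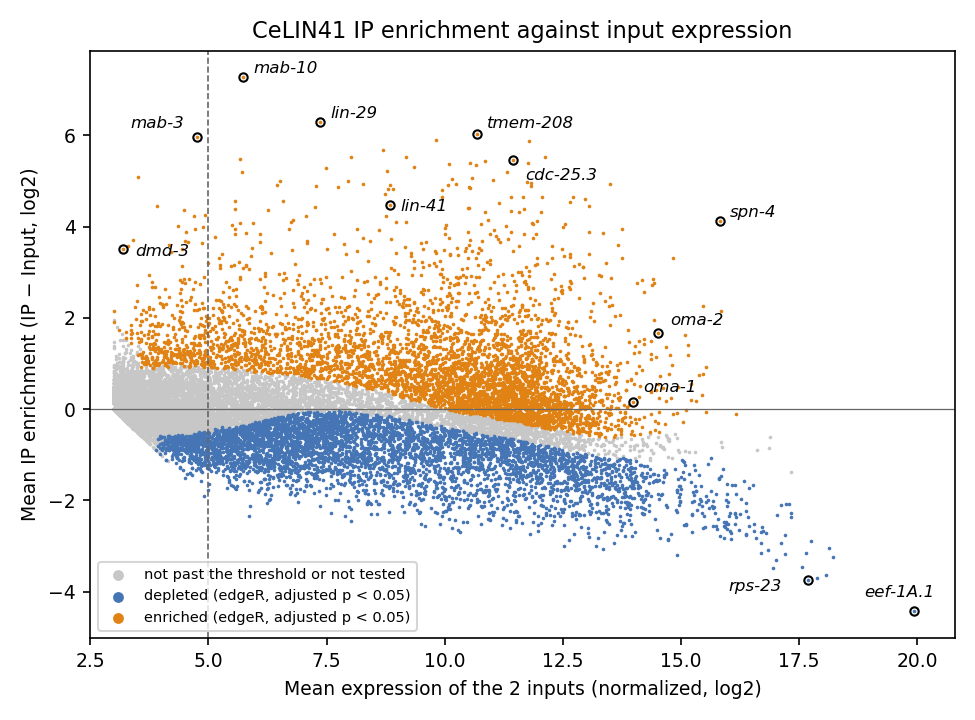
Mean log2 IP enrichment of each gene (IP minus input, mean of 2 replicates) against its mean normalized log2 expression in the 2 inputs. Orange genes (4611) were enriched and blue genes (4960) depleted in the edgeR test with TMM scaling, gray genes were not past the threshold or not tested, and the dashed line marks the input minimum of 5. Among genes of high input expression, many orange genes lie near or below 0.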

The RNAs were examined by RNA-seq (RIP-seq) and enrichment for all transcripts was calculated (Supplementary Fig. 4). Using the LRE model, we scanned the *C. elegans* transcriptome to predict LIN41-binding sites genome wide (see Methods). This resulted in a total of 177,179 predicted binding sites in 5′-UTRs (*n* = 6888), CDS (*n* = 153,837), and 3′-UTR (*n* = 16,454) with varying strengths (Supplementary Table 3). We then examined whether transcripts with the predicted LREs also showed binding to CeLIN41 (by RIP), taking into account the position of the binding sites in 5′-UTRs, CDS, and 3′-UTRs, as well as the predicted binding strengths. These features were then used as predictors in a linear regression, considering the RIP enrichment as a response (Fig. 7c). First, the analysis revealed that the association with CeLIN41 depended on the LRE-binding strength: the scaling strongly suggested that the LRE model is relevant for CeLIN41 binding in vivo, despite an overall low predictive power of the model (*r* = 0.158). 

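The response in this regression is the IP enrichment of the genes that pass the filter on input expression. Across the 11668 genes with a mean normalized log2 expression of at least 5 in the inputs, the mean log2 IP enrichment over both replicates had a median of -0.15, a mean of -0.06 and an SD across genes of 1.14. Its 5th and 95th percentiles were -1.72 and 1.94, and its 1st and 99th percentiles were -2.37 and 3.66, so the upper tail was the longer one. Enrichment was above 1 in 1631 of these genes (14.0%) and below -1 in 2093 (17.9%). The SD between replicates within a gene, pooled over the filtered genes, was 0.25, which is smaller than the SD across genes. The LREs that served as predictors were not analysed here. From the way the coefficients in Fig. 7c scale with LRE strength, the paper proposes that the model has relevance in worms.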

Second, the predicted binding sites in the 3′-UTR contributed the most to CeLIN41 binding, suggesting that CeLIN41 regulates the majority of its targets via their 3′-UTRs.

### Evolutionary plasticity of RNA binding via the NHL domain

Structurally, as determined in a DALI search^27^, the DrLIN41 NHL domain is most similar to the NHL domain of DmBrat, with an overall r.m.s.d. of 1.9–2.1 Å, for PDB entries 1Q7F, 4ZLR, and 5EX7, respectively^17,28^. However, the upper (RNA-binding) surfaces of these NHL domains are structurally very different (Fig. 8a-b) and key RNA-binding residues are not conserved^17^. The DmBrat NHL domain binds a ssRNA consensus motif, 5′-UUGUUG-3′, and serves as a prototype for sequence-specific recognition of a short linear RNA motif by an NHL domain (PDB 4ZLR^17^). The key protein determinant of this mode of interaction is a mixed hydrophobic and positively charged surface of high structural complexity, which specifically accommodates individual bases, as well as increases binding energy via electrostatic interactions with at least some parts of the RNA sugar phosphate backbone. The surface of the DmBrat NHL domain features cavities and channels, which “scan” individual bases for sequence specificity. The three bases on the 3′-side of the consensus motif reside in a deep channel and position the fourth flipped out G(3) base in another cleft (Fig. 8a). By contrast, the NHL domain of DrLIN41, although using the same NHL propeller fold, has a very different surface, which evolved to accommodate a specific conformation of a trinucleotide RNA stem loop. It features a highly positively charged, shallow, central cavity, which is surrounded by walls on all sides. Owing to a very compact structure of the SL (only the base at position I is flipped out, whereas all other bases are part of a continuous stack), the specific conformation of the sugar-phosphate backbone is used to achieve specificity, whereas the negative charge of the phosphate groups provide most of the binding energy (Fig. 8b).

**Fig. 8:**
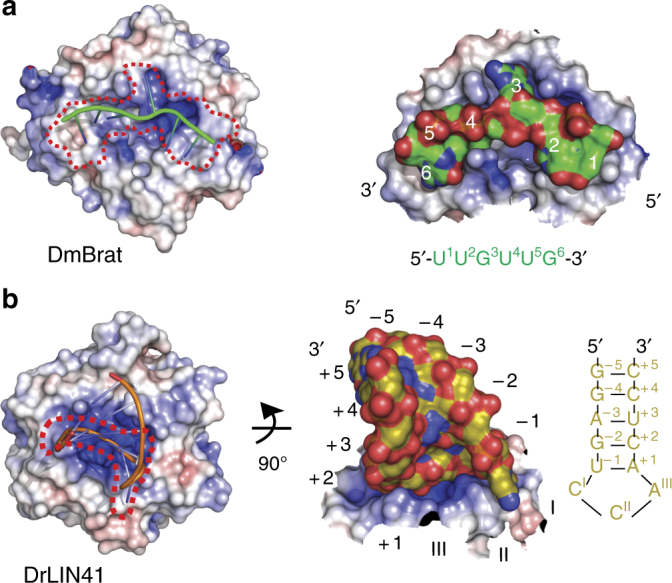
RNA binding preferences of LIN41 and Brat. **a** Left: crystal structure of the DmBrat NHL domain in a complex with a single-stranded linear RNA (PDB 4ZLR^17^). The protein surface is colored by the electrostatic surface potential from – 8 kT/e (red, acidic) to + 8 kT/e (blue, basic) and the RNA is shown as a cartoon. The approximate footprint of the RNA interaction on the protein surface is shown as a dotted red line. Right: magnified view of the RNA-binding site. A fragment of the interacting protein surface is shown and colored as on the left. The RNA is shown in surface mode, with carbon atoms in green and other atoms in standard colors. Nucleotide positions are labeled as in the RNA sequence displayed below. **b** Left: crystal structure of DrLIN41 in complex with the *lin-29A* RNA stem loop. The protein surface is colored as in **a**. Right: magnified view of the RNA-binding site in an orientation rotated by 90°. The RNA stem loop is shown in surface mode, with carbon atoms in gold and other atoms in standard colors. The corresponding RNA sequence is on the right

To address the etiology of these two very different mechanisms of RNA binding, we performed a phylogenetic analysis of the NHL family (Supplementary Fig. 5 and Note 2). We found that TRIM71, LIN-41, Wech, NHL1, TRIM2/TRIM3, Mei-P26/NHL2, and Brat/NCL1 subfamilies belong to one branch of the NHL family (Fig. 9). Individual members of these subfamilies are shown in Supplementary Fig. 5. Each of these subfamilies forms a distinct group, strongly supported by high bootstrap values. In addition, high bootstrap values imply close phylogenetic relationship between Brat/NCL1 and Mei-P26/NHL2 subfamilies, and between TRIM71, LIN-41, and Wech subfamilies. The exact position of NHL1 and TRIM2/TRIM3 subfamilies is uncertain. However, they show stronger association with the LIN41-related group and the Brat-related group, respectively, rather than the other way around (Fig. 9). Our analysis of the existing/predicted NHL structures from proteins representing the individual subfamilies (DrLIN41, CeLIN41, DmWech, CeNHL-1, HsTRIM3, DmMei-P26, and DmBrat) revealed several differences, despite an overall similarity in their shapes. For example, the RNA-binding surface of the NHL domains of DmWech and DmMei-P26 displays large patches of negatively charged residues. In addition, despite relatively close relationship between the Brat/NCL1 and Mei-P26/NHL2 subfamilies, their NHL domains differ significantly in the distribution of electrostatic charge (Fig. 9, electrostatic potential).

**Fig. 9:**
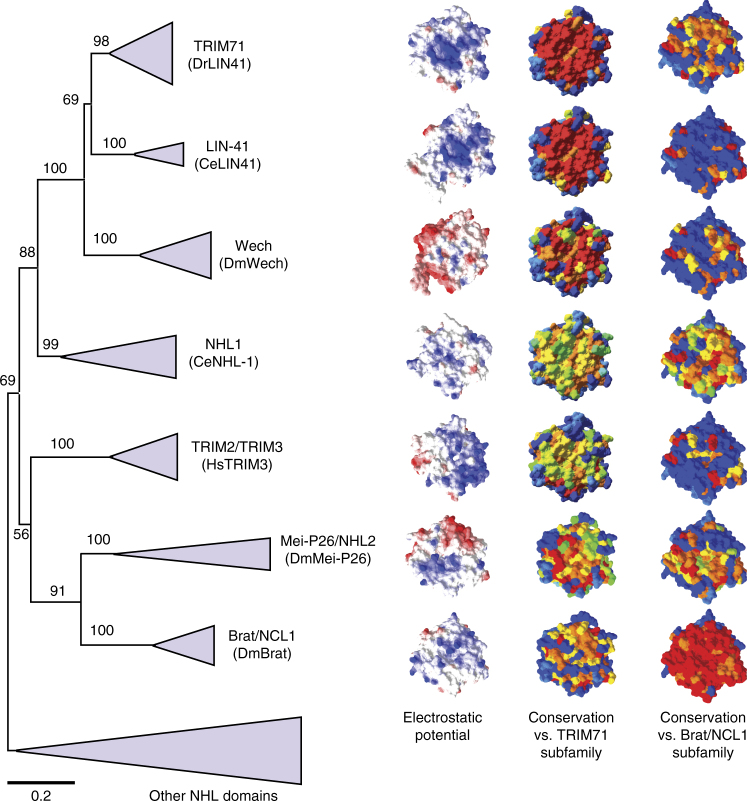
Evolutionary relationships between NHL domains. Left: a simplified phylogenetic tree of NHL domains, with a focus on putative RNA-binding proteins. For details, see Supplementary Fig. 5. Branches comprising multiple sequences from one subfamily (named after a representative protein) have been collapsed and are illustrated as triangles. The apex of a triangle indicates the start-point for an individual branch, whereas the width of the base indicates the number of the members that constitute the branch. The tree is drawn to scale, with branch lengths in the same units as evolutionary distances used to build the phylogenetic tree. Bootstrap values are shown for all nodes. Right: structural characteristics of the selected representatives of the seven subfamilies; from top to bottom: DrLIN41, CeLIN41, DmWech, CeNHL-1, HsTRIM3, DmMei-P26, and DmBrat. All structures are shown in surface representation. The left column depicts either experimentally determined crystal structures (DrLIN41 and DmBrat), or computationally modeled 3D structures of the proteins, with the mapped electrostatic potential on the solvent accessible surface from – 5 kT/e (red, acidic) to + 5 kT/e (blue, basic). The middle column depicts the sequence conservation within the TRIM71 subfamily (top image) and between the TRIM71 subfamily and each of the other subfamilies, mapped on the DrLIN41 crystal structure. The right column depicts the sequence conservation within the Brat subfamily (bottom image) and between the Brat subfamily and each of the other subfamilies, mapped on the DmBrat crystal structure. The middle and right panel use the same coloring scheme: red for invariant residues (within the reference subfamily, i.e., TRIM71 or Brat, respectively, or between the reference family and the compared subfamily), orange and yellow for partially conserved residues, green for weakly conserved residues, and blue for non-conserved residues

Consistent with the variation in the charge, mapping sequence conservation, in relation to the reference DrLIN41 and DmBrat, revealed a lot of variation (Fig. 9, conservation). Even the relatively closely related Mei-P26/NHL2 and Brat/NCL1 subfamilies displayed a somewhat surprising lack of conservation of residues important for the RNA-binding by DmBrat. Given the paralogous character of relationship between these subfamilies (due to gene duplication), it is likely to be that they have different functions. Furthermore, the TRIM2/TRIM3 and NHL1 subfamilies displayed no significant conservation to either DrLIN41 or DmBrat RNA-binding surfaces, offering no clues to the mechanism of their potential association with RNA. The only two subfamilies that displayed high mutual conservation of the RNA-binding surface were TRIM71 and LIN-41. They shared both the shape and distribution of electrostatic potential, consistent with binding the same structured RNA element. The more remotely related Wech subfamily has diverged with respect to TRIM71 and LIN-41 subfamilies. Nevertheless, the partial conservation of the binding site (Supplementary Fig. 6) suggests that Wech family members bind RNA in a manner similar to TRIM71/LIN41.

## Discussion

Here, employing an integrative approach encompassing computational analysis, structural biology, and in vitro and in vivo studies, we dissected the RNA-binding mechanism of LIN41 proteins. The RNA-binding specificity of LIN41 results from shape-complementarity between a tri-loop LRE and a shallow pocket in the NHL domain. Due to the lack of extensive stacking interactions between bases and amino acids, LIN41 binds to a single LRE with relatively low affinity. One solution to achieve a higher binding strength and, consequently, tighter regulation in the cell may be the concentration of multiple LREs within UTRs of mRNA targets. For instance, the 5′-UTR of *lin-29A* contains four LREs and disrupting two of them was sufficient to alleviate CeLIN41-mediated repression in vivo. Moreover, the coiled-coil and B-box domains can mediate oligomerization of TRIM-NHL proteins, which has been shown to be critical for the E3 ligase activity of TRIM25 and TRIM32^29^. Therefore, it is possible that LIN41 and related proteins form a multimeric complex that binds to several LREs for more effective mRNA regulation.

LIN41 proteins have emerged as important regulators of proliferation vs. differentiation decisions in progenitor cells. In the *C. elegans* soma, in addition to *lin-29A* and *mab-10* studied here, CeLIN41 regulates *mab-3* and *dmd-3*^10^. By scanning their 3′-UTRs, we noticed that they too contain putative LREs, suggesting a common mechanism for CeLIN41 recruitment to these mRNAs. Interestingly, CeLIN41 binding to the 5′-UTR (*lin-29A*) was shown to induce translational repression, whereas the binding to the 3′-UTR (*mab-10*) results in mRNA decay^10^. As in both cases the recruitment of CeLIN41 is mediated by LREs, the mRNA regulation is presumably dependent on co-factors recruited to RNA by CeLIN41. The same may apply to HsLIN41, which, when artificially tethered to reporter RNAs, mediates both translational repression and mRNA degradation^11^. In addition to the somatic function, CeLIN41, and particularly its NHL domain, is also critical in the germline, where putative targets remain to be evaluated^8,30–32^. For example, the regulation of one putative target, *cdc-25.3* mRNA, depends on both CeLIN41 and other RBPs, OMA-1, and OMA-2^30^. However, whether this regulation is direct and mediated via LREs remains to be tested.

Vertebrate LIN41 proteins are essential for different aspects of development, e.g., pluripotency, limb development, and neural tube closure^9,33,34^. However, unlike CeLIN41^8^, HsLIN41 has E3 ubiquitin ligase activity, regulating protein turnover^35–37^. Thus, which HsLIN41 functions are related to mRNA binding remains to be seen, and the LRE model is expected to help evaluating it. Although the model is not sufficiently predictive to determine which mRNAs are LIN41 targets, our data indicate that the targets tend to contain LREs. Thus, scanning candidate mRNAs for LREs should help in selecting best candidates for functional validation. The same applies to DmWech, which functions in muscles, particularly in the regulation of integrin-cytoskeleton connection^38^. Our finding suggest that at least some of these functions may involve mRNA regulation. Finally, although we focus here on mRNAs, it is possible that LRE-like SLs mediate the association of LIN41 also with other types of RNAs. For example, a recent study of proteins involved in miRNA processing showed that HsLIN41 specifically binds the apical loop of specific miRNA precursors, such as pre-miR29a and pri-miR-1-2^39^. Interestingly, when we used structure prediction programs to examine possible secondary structures of these two pre-miRNAs, we noticed that their apical loops could fold into an LRE-like SL (our unpublished observation), potentially explaining why these specific miRNAs, but not others, are regulated by HsLIN41.

The mechanism of RNA recognition by LIN41 is very different from that of DmBrat, cautioning against generalizations about RNA-binding modes derived from few studies. The RRM is another example of a protein fold that can recognize RNA sequence or structure; it binds predominantly ssRNA but, in some proteins such as U1A, RBMY, and TAF15, it recognizes RNA SLs^40–42^. Our phylogenic analysis of proteins carrying the NHL domain suggests that the different RNA-binding strategies of LIN41 and DmBrat reflect a rapid evolution of the RNA-binding surface of the domain. One example is DmWech, whose NHL domain, despite presumably binding LREs, displays a quite different distribution of the electrostatic potential. The NHL domains of other related proteins discussed here have diverged much further, to the point where predicting their RNA-binding preference (sequence versus structure) becomes highly speculative. Thus, whether other proteins containing NHL domains bind RNA, and whether their binding mechanisms are reminiscent of Brat-like recognition of ssRNA or LIN41-like recognition of SLs, are exciting questions for future research.

## Methods

### Experimental model

Supplementary Table 4 lists the *C. elegans* strains used in this study. To obtain synchronous worm populations, embryos were extracted from gravid adults with a bleaching solution (30% (v/v) sodium hypochlorite (5% chlorine) reagent (Thermo Fisher Scientific; 419550010), 750 mM KOH), and were incubated overnight in the absence of food at room temperature in M9 buffer (42 mM Na_2_HPO_4_, 22 mM KH_2_PO_4_, 86 mM NaCl, 1 mM MgSO_4_). Hatched, arrested L1 larvae were plated on food and incubated at 25 °C for the desired number of hours. For RNA interference (RNAi) experiments, arrested L1 larvae were plated on RNAi-inducing NGM agar plates containing *Escherichia coli* HT115 bacteria carrying plasmids targeting genes of interest^43^.

### Calculating sequence and structure preferences of RBPs

We downloaded publicly available data from six studies (PMID:23846655, PMID:26527002, PMID:27502555, PMID:25962635, PMID:28379442, PMID:28697339) that used the RNAcomplete assay based on the platform GPL16119 (www.ncbi.nlm.nih.gov/geo/). The respective accessions were GSE41235, GSE73000, GSE75554, GSE60498, GSE96990, and GSE93949. We downloaded the data for GSE41235 from hugheslab.ccbr.utoronto.ca/supplementary-data/RNAcompete_eukarya/ and the rest from GEO (Series Matrix File). All the data were then combined into a single table containing the binding scores from the original authors. As a precautionary measure, we then removed 11.9% of the 241,357 oligonucleotides that showed a median intensity lower than 6 (log2 space) over the full set of 244 experiments (hugheslab.ccbr.utoronto.ca/supplementary-data/RNAcompete_eukarya/raw_data.txt.gz), arguing that those are probably less reliable (see also Supplementary Fig. 7a). For every experiment, we specified the bound fraction by selecting the top 2% of the RNAs with the highest binding score. To quantify sequence preferences for each RNAcompete experiment, we counted the number of occurrences of all 7-mer sequences in the bound fraction (foreground) and compared that with a size-matched background obtained from counting the number of occurrences in all the RNAs divided by 1/0.02 = 50. We then added a pseudo-count of 8 (to avoid high enrichment values caused by low count numbers), log2 transformed the data, and subtracted the background from the foreground to calculate log2 enrichment values for each 7-mer. We then wanted to determine if there were outliers in that distribution which would suggest that the profiled RBP prefers a particular 7-mer over all the others. For this, we converted the enrichments to *Z*-scores and calculated the average *Z*-score of the top ten 7-mers. RBPs with a high specificity for a small set of 7-mers should thus produce high top ten *Z*-scores. To quantify structure features, we performed the same procedure as above, replacing the RNA sequence strings by dot-bracket strings obtained from in-silico folding all the RNAs with RNAfold (2.1.5)^24^. In this case, we used a motif length of 11 to roughly match the number of structure combinations (*n* = 9020) to the number of 7-mer sequence combinations (*n* = 16,384). Theoretically, there are 3^11^ = 177,147 dot-bracket strings of length 11 but most of those do not represent valid secondary structures.

### Preprocessing and normalization of the RNAcompete data

We downloaded the raw data for LIN-41, TRIM71, and Wech from GEO (GSM1876411, GSM1876409, GSM1876410), and extracted the raw intensity values from the respective channels on the two color arrays. Unlike in most setups using two color array, where samples of interest and control samples are run on the same array, in the RNAcompete setup each channel contained a different RNAcompete experiment. The original authors calculated enrichment values for a particular RBP by comparing a particular sample with a compendium of other RBPs^20^. We thus downloaded a large compendium of such experiments (hugheslab.ccbr.utoronto.ca/supplementary-data/RNAcompete_eukarya/raw_data.txt.gz) and created an input sample by calculating the median intensity for every oligo on the array. When comparing this input with LIN-41, TRIM71, and Wech (after quantile normalization), we noticed sample-specific shifts for oligonucleotides with very low intensity levels likely to be caused by technical limitations: in the case of LIN-41, oligonucleotides with a low intensity in the input showed no substantial enrichment in the pulldown. This could be explained by low efficiency oligonucleotides that do not measure the intended target but cross hybridize to produce some low level of intensity. We thus removed those oligonucleotides using an intensity cutoff (Supplementary Fig. 7a). In addition, we found oligonucleotides in this experiment that were depleted in the input and formed a small subpopulation. As it is unlikely for an RBP to specifically deplete a small subset of RNAs, we removed such unreliable oligonucleotides (Supplementary Fig. 7a). Unlike in the case of LIN-41, for TRIM71 and particularly so for Wech, we noticed a large fraction of oligonucleotides that were of very low intensity in the input but showed substantial enrichment in the pull-down, suggesting that this was likely a technical artifact. We thus conservatively removed those oligonucleotides (Supplementary Fig. 7a). We calculated binding enrichment values (log2) for the retained oligonucleotides by performing a loess fit between the input and the respective pulldown and calculating the vertical distance between a given oligonucleotide and the fit (Supplementary Fig. 7a).

### RNA-binding model for LIN41 proteins

Based on the observation that LIN41 binds an RNA stem loop with a loop length of exactly three nucleotides, we devised a model to characterize the detailed binding specificity. We incorporated two sequence features, namely the loop region (positions I, II, III) and the two nucleotides surrounding the loop (positions – 1 and 1). To capture the tendency of a given RNA to form a SL in the thermodynamic ensemble, we calculated pairing probabilities between positions – 1 and 1 based on RNAfold (2.1.5)^24^ using the option -p to calculate the partition function. From the resulting base pairing matrix, we extracted all the values representing nucleotide pairs with a distance of exactly four. We then log2 transformed the pairing probabilities (after adding a pseudo count of 0.0001) and grouped the values into seven bins. We then combined the structure preferences with the sequence preferences by enumerating all possible binding patterns based on the two sequence features I,II,II (64 combination) and – 1,1 (6 combinations: AU,UA,GC,GC,GU,UG), and the single structure feature (7 combinations). This resulted in 2688 (64 × 6 x 7) binding patterns. We inferred the contribution of each binding pattern to LIN41 binding by calculating the mean LIN41 binding enrichment of all the oligonucleotides on the array that contained the respective binding pattern. Due to the large number of RNAs with low enrichment values, any systematic sequence bias can potentially dominate the model output. Indeed, when inspecting the binding enrichment heatmap (Supplementary Fig. 7b) we noticed that almost one half of the features showed slightly negative contributions to binding while the other half showed slightly positive values. Most prominently, this was the case for the loop sequences AAA and CCC where we could detect a pervasive positive or negative signal, respectively. To gain more insight into this issue we visualized the RNAcomplete enrichments for all RNAs containing an AAA or a CCC and compared this with the enrichments from all the RNAs (Supplementary Fig. 7c). RNAs containing an AAA showed a slight shift in the distribution present at even low enrichment values ( < 1). CCC showed the opposite trend. Such an effect could be caused by a sequence bias in the pulldown experiment that is not perfectly controlled for by the input (obtained from a large compendium of other RNAcompete experiments). To avoid a dominating impact of the large number of RNAs with low enrichment, we simply set all RNAcompete enrichment values between – 2 and 2 to zero and recalculated the contributions for each binding pattern (Fig. 6b). This effectively reduced the aforementioned artifact (Supplementary Fig. 7b). As an alternative approach, we could have divided the oligonucleotides into a bound and unbound fraction using a cutoff of two, but by doing so we would have lost information about the extent of binding. We thus chose the former solution by setting a threshold to exclude the small enrichment values (between – 2 and 2). Based on the corrected contributions for the 2688 binding patterns (Fig. 6b), we then selected the ones with the most convincing binding signals. For U–A at position – 1/ + 1, we selected all the entries that showed pairing probabilities of at least level 4–7 and a binding score of at least 0.1. For C–G at position – 1/ + 1, we observed substantially lower contribution to the binding, therefore we only selected the entries that showed pairing probabilities of at least level 7 and a score of at least 0.1 (Fig. 6b). For downstream analysis of the predicted sites, we grouped them into four bins (minimal, weak, medium, strong) according the score from the *C. elegans* LRE model using twofold threshold steps (0.225, 0.45, 0.9, 1.8). For downstream analysis, we considered the group “minimal” as a control, for which we would expect close to no binding.

### Scanning the ***C. elegans*** transcriptome for predicted LREs

We used the same scanning procedure as for the RNAs in the RNAcompete assay but replaced the RNA folding program RNAfold (2.1.5) by RNAplfold (2.1.5), using the parameter -c 0 to report also very low pairing probabilities. The change to RNAplfold allowed us to efficiently fold not only short RNAs but also the full-length transcripts. For *C. elegans*, we used transcript annotations from WormBase (WS259) and extracted 5′-UTR, CDS, and 3′-UTR information from the file c_elegans.PRJNA13758.WS259.annotations.gff2.gz.

### RNA co-immunoprecipitation

RNA co-immunoprecipitation (RIP) was performed on total lysates from *lin-41(rrr3)* animals expressing a single copy rescuing FLAG-GFP-LIN-41 transgene. Worm pellets were prepared by harvesting worms (grown in two different weeks on enriched peptone plates and fed *E. coli* OP50 bacteria) and freezing in liquid nitrogen. Lysates from two biological replicates were prepared by grinding the frozen worm pellets using mortar and pestle, and dissolving in lysis buffer (50 mM Hepes pH 7.5, 150 mM KCl, 5 mM MgCl_2_, 0.1 % Triton X-100, and 10% glycerol w/vol), supplemented with Complete EDTA-free protease inhibitors (Roche, 11836153001) and 200 U/ml RNase inhibitor (RNaseIN, Promega N2111). Lysates were cleared by centrifugation at 20,000 × *g* for 30 min at 4 °C. IPs were performed by incubating lysates equivalent to 9 mg total protein with 20 μl of anti-FLAG M2 magnetic beads (Sigma–Aldrich; M8823) for 3 h at 4 °C while rotating. Beads were washed with lysis buffer supplemented with 300 mM NaCl and then bound RNP complexes were extracted by adding 100 µl of freshly prepared elution buffer (50 mM Tris-Cl pH 7, 5 mM EDTA, 10 mM dithiothreitol (DTT), 1% SDS). RNA was extracted from the eluate using picopure RNA isolation kit (Thermofischer Scientific KIT0204) according to the manufacturer’s instructions. Library preparation and sequencing was performed as described^44^.

### Processing the RIP-seq data

Gene intensities were quantified as described previously^45^ using the *C. elegans* genome assembly ce10 and gene annotation from WormBase (WS220). After normalization for library size, log2 expression levels were calculated after adding a pseudocount of 8 (*y* = log2[*x* + 8]). 

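Before quantile normalization, the library-size-scaled log2 values of input and IP differed most in the middle and at the top of the range. The median over all genes was 6.51 and 6.33 in the inputs of replicates 1 and 2, and 5.42 and 5.21 in the IPs. The 99th percentiles lay closer together, at 14.68 and 14.68 in the inputs and 14.54 and 14.49 in the IPs. The highest value was 18.38 and 18.26 in the inputs, and 21.42 and 21.71 in the IPs. After quantile normalization the libraries shared a median of 5.87 and a highest value of 19.94. The step raised the median log2 IP enrichment of the 14029 tested genes from -0.91 to -0.11. For the 1848 tested genes with a mean input of at least 12, the median was -0.90 before and -0.70 after, compared with 0.03 when TMM factors replaced both library size scaling and quantile normalization. As a result, 586 of the 4611 genes enriched in the edgeR test (12.7%) had a mean log2 IP enrichment below 0, down to -0.61. Their median input was 11.99, compared with 10.42 for all enriched genes. None of the genes depleted in the edgeR test had a mean log2 IP enrichment above 0, at the adjusted p threshold of 0.05.

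**Figure D2:**
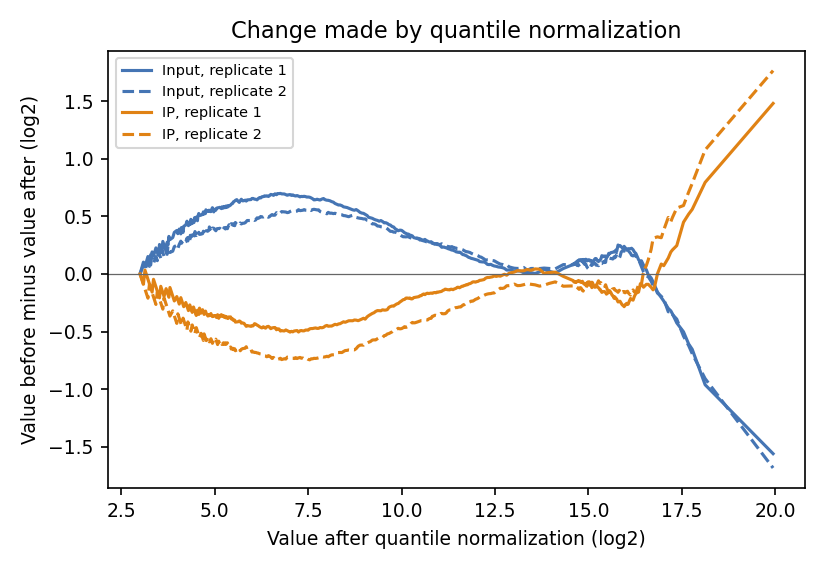
Change made by quantile normalization in each of the 4 libraries: the log2 value before minus the log2 value after, against the log2 value after. In the middle of the range the inputs (blue) were lowered and the IPs (orange) raised, and at the highest value of 19.94 the inputs were raised and the IPs lowered.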

To account for nonlinear scaling between the samples, we quantile-normalized the data using the function normalize.quantiles from the R package preprocessCore. IP enrichments were then calculated by subtracting the input samples from the respective IP samples. For the comparison with the predicted CeLIN41 sites, non-expressed genes (expression < 5 in the input) were removed.

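With the mean of both inputs as the measure of expression, this minimum of 5 on the normalized log2 scale keeps 11668 genes and removes 8724. When each input had to reach it, 11382 genes were kept. Which of these forms was used is not given in the sources used here. Of the 537 genes with at least 4-fold IP enrichment in both replicates, 479 passed the minimum and 58 fell below it. Known somatic targets lie on both sides of it. The normalized log2 expression in the inputs of replicates 1 and 2 was 5.72 and 5.75 for mab-10 and 7.28 and 7.45 for lin-29. It was 4.59 and 4.92 for mab-3 and 3.13 and 3.25 for dmd-3, so that these 2 genes were below the minimum in both inputs. A gene with no counts has a value of 3 on this scale.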

### RNA secondary structure predictions for UTRs

The RNA secondary structures were predicted using RNA Structure software version 5.8.1^46^. All of the secondary structures that were predicted within 10% of free energy of the most stable variant were considered.

### Electrophoretic mobility or gel-shift assays

Radioactively labeled probes for electrophoretic mobility shift assays (EMSAs) were transcribed from PCR products with T3 RNA polymerase. Templates for probe synthesis were generated by PCR with an extended phage T3 RNA polymerase promoter (5′-AATTAACCCTCACTAAAGGGAGAA-2′), appended to the 5′-end of the forward primer, and gel-purified. EMSA assay was performed as described earlier^10^. Each binding experiment was performed two to three times with freshly trasncribed RNA. Briefly, 1 µl of 5 µM protein was pre-incubated with 4 µl of 2 × gel-shift buffer (20 mM Hepes pH 8, 100 mM KCl, 200 mM NaCl, 0.2 mM EDTA, 20 mM DTT, 2 mM MgCl_2_, 2 mM CaCl_2_, 0.2 mM ZnSO_4_, 60 % glycerol, 125 µg/ml heparin, 50 µg/ml *E. coli* transfer RNA). The reaction was made up to 7 µl with sterile water, incubated for 10 min at room temperature, following which 1 µl of RNA probe (~ 2 nM, ~ 10^5^ cpm) was added. The reaction was incubated for 30 min and loaded onto the gel, electrophoresed at 25 mA, dried, and auto-radiographed.

### Fluorescence polarization

To measure the binding affinity of the LIN41–LRE complex, a series of binding reactions were set up with varying concentrations of protein and a fixed amount of 5′-Cy5 conjugated RNA (100 nM) in the assay buffer (20 mM HEPES, 200 mM NaCl, 0.05% Tween20) (Supplementary Table 5). After equilibration for 30 min at room temperature, polarization was determined using a fluorescence plate reader equipped with polarizers. Three technical replicates were measured for each binding reaction. Polarization is expressed in the units of millipolarization (mP) and the baseline was set to 50 mP for unbound RNA. Binding to protein did not change the total intensity of RNA probe and the ratio of total intensity emitted by the RNA in bound state to free state was close to one. The raw polarization values were plotted and fitted to Bdg Mueller equation [*Y* = *B* + *A* × (*K* + *L* + *X* – ((*K* + *L* + *X*)^2^ – 4 × *L* × *X*)^0.5^)/(2 × *L*)] to determine the equilibrium dissociation constant (K) using GraphPad Prism7.

### Construction of GFP reporters

The GFP reporter plasmids were cloned with the MultiSite Gateway Technology (Thermo Fisher Scientific) and the destination vector pCFJ150^47^. Modified 5′-UTRs and 3′-UTR fragments were ordered as gBlocks® Gene Fragments (Integrated DNA Technologies) and cloned into Entry clones using Gibson assembly^48^. Supplementary Data 1 lists gBlock sequences and resulting entry plasmids. For every final reporter plasmid, three entry plasmids and the pCFJ150 vector backbone were recombined (Gateway LR Clonase II Enzyme mix, Thermo Fisher Scientific; 11791020) resulting in a plasmid containing a promoter, 5′-UTR, GFP(PEST)-H2B coding sequence and a 3′-UTR. Transgenic animals were obtained by single-copy integration into the *ttTi5605* locus on chromosome II, using the protocol for injection with low DNA concentration^49^.

### Confocal imaging

Synchronized L1 larvae were grown at 25 °C on RNAi-inducing plates with HT115 bacteria for 20 h and then subjected to confocal imaging. The HT115 bacteria either contained the insert-less L4440 parental RNAi vector (denoted “mock RNAi”) or an RNAi vector with an insert targeting *lin-41*^50^. Worms were mounted on a 2% (w/v) agarose pad with a drop of 10 mM levamisole solution and imaged on a Zeiss LSM 700 confocal microscope driven by Zen 2012 Software. Before acquiring images of representative worms, the GFP signals for at least ten worms were observed to verify that they were comparable among different worms in each worm line and for each condition. Fluorescent and differential interference contrast images were acquired with a × 40/1.3 oil-immersion objective (1024 × 1024 pixels, pixel size 156 nm). Selections of representative regions and processing of images was performed with Fiji^51^. Identical worm lines grown on mock or *lin-41* RNAi bacteria were imaged and processed with identical settings.

### Luciferase assay

pCl-neo-TRIM71 (HsLIN41) plasmid is a kind gift from Loedige et al.^11^. The 3′-UTRs were cloned into pRLTK (RL) plasmid using the XbaI and NotI sites. Primers are listed in Supplementary Data 1. HEK-293 (gift from Yoshikuni Nagamine's laboratory) cells were grown in Dulbecco’s modified Eagle’s medium supplemented with 10% heat-inactivated fetal calf serum and were cultured as described^52^. Five hundred nanograms of pCl-neo-TRIM71 and 100 ng each of pRLTK and pFLTK (FL) plasmids were transfected using Effectene transfection reagent (Qiagen, 301425), following the manufacturer’s instructions. Transfection was done in three independent biological replicates of cells. Luciferase assay was done using dual-luciferase reporter assay system (Promega, E1910), following the manufacturer’s instructions. For each measurement, average of three technical replicates was used for further analysis.

### Western blotting

HEK293 cell lysates previously used for the dual luciferase assay were thawed on ice and cleared by centrifugation at 4 °C for 10 min at 16,000 × *g*. The supernatants were transferred to fresh Eppendorf tubes and protein concentrations determined by nanodrop. Two hundred micrograms of protein was mixed with SDS lysis buffer (63 mM Tris-HCl pH 6.8, 5 mM DTT, 2% SDS, 5% sucrose) and boiled for 5 min at 95 °C. Proteins were separated by SDS-PAGE (loading: 50 µg protein extract per well) and transferred to polyvinylidene difluoride membranes by semi-dry blotting. The following antibodies were used: monoclonal rat anti-HA clone 3F10 (Sigma-Aldrich; catalog number 11867423001, dilution: 1:2,000) and monoclonal rat anti-Tubulin [YL1/2] (abcam; catalog number ab6160, dilution 1:10,000). Detection was performed with a horseradish peroxidase-conjugated secondary antibody (Jackson ImmunoResearch; catalog number 712-035-153, dilution 1:15,000), ECL Western Blotting Detection Reagents (GE Healthcare), and an Amersham 600 chemiluminescence imager (GE Healthcare). Western blotting was performed for all the three biological replicates. One representative blot is shown in the results.

### Expression and purification of the LIN41 proteins

The DNA sequence encoding *D.* *rerio* LIN41 filamin and NHL domains was taken from the NCBI reference sequence NM_001301331 (nucleotides 2040–3209) and synthesized (GeneArt) without any codon optimization. This DNA template was cloned into pOPINF using In-Fusion cloning^53^ to yield pOPINF_DrLIN41 (435–824). The translated sequence corresponds to Uniprot E7FAM5 (amino acids 435–824) with an N-terminal 3C cleavable histidine tag. Protein expression was carried out in Sf9 insect cells using pOPINF_DrLIN41 (435–824) in the FlashBAC baculovirus system. His-tagged DrLIN41 filamin-NHL protein was extracted from a baculovirus-infected Sf9 cell pellet by thoroughly re-suspending the cells in ice-cold nickel lysis buffer (50 mM Tris pH 8.0, 150 mM NaCl, 10 mM imidazole, 1 mM TCEP, 2.5 mM MgCl_2_, 0.2% Tween-20), freshly supplemented with Complete EDTA-free protease inhibitors (Roche, 11836153001) and Benzonase (Sigma, E1014). After 30 min on ice, the lysate was centrifuged at 30,000 × *g* for 30 min at 4 °C. The clarified soluble lysate was incubated in batch mode with Ni-NTA Superflow (Qiagen, 30430) and then transferred into a 10 ml Econo-Pac column (Bio-Rad, 7321010) for washing with nickel wash buffer (50 mM Tris pH 8.0, 500 mM NaCl, 20 mM imidazole, 1 mM TCEP). Elution was performed with nickel wash buffer containing 125 mM imidazole. The eluate was concentrated and separated on a HiLoad 16/600 Superdex 200 (GE Healthcare) gel filtration column equilibrated in 20 mM Tris pH 8.0, 200 mM NaCl, 2 mM TCEP, and 0.02 % NaN_3_. His-tagged DrLIN41 protein fractions were pooled, concentrated to 4.6 mg/ml, frozen in liquid nitrogen, and stored at – 80 °C.

For the CeLIN41 filamin and NHL domains (isoform B of Q9U489), a DNA insert encoding amino acids 691–1147 was cloned into pAc8^54^ to incorporate an N-terminal Strep tag followed by a TEV cleavage site. Protein expression and lysis was done as described above except the lysis buffer used was 100 mM Tris pH 8.0, 150 mM NaCl, 2 mM TCEP, 2 mM MgCl_2_, 0.2% Tween-20, 0.02% NaN_3_, freshly supplemented with Complete EDTA-free protease inhibitors (Roche, 11836153001) and Benzonase (Sigma, E1014). Clarified lysate was loaded onto a 5 ml StrepTrap HP column (GE Healthcare). The column was washed in three 10 ml steps using binding buffer (100 mM Tris, pH 8.0, 150 mM NaCl, 2 mM TCEP, 0.02% NaN_3_), high-salt wash buffer (binding buffer containing 1 M NaCl) followed by binding buffer. Elution was done using 10 ml binding buffer containing 2.5 mM desthiobiotin. The subsequent gel filtration, concentration, and storage steps were as described above.

### Crystallization and structure solution

His-tagged *D. rerio* LIN41 protein consisting of the filamin and NHL domains (residues 435–824) was crystallized using the sitting-drop vapor diffusion method at 20 °C with a Phoenix nano-liter dispensing robot (Art Robbins). One hundred nanoliters of DrLIN41 protein at 4.6 mg/ml in protein buffer (0.02 M Tris pH 8.0, 0.2 M NaCl, 0.002 M TCEP, 0.02% NaN_3_) was mixed with 100 nl of crystallization buffer (0.2 M MgCl_2_, 0.1 M Tris pH 7.0, 10% (w/v) PEG 8000, 0.1 M Na_3_ Citrate). Long rectangular plate-type crystals measuring ca. 300 × 35 μm were obtained after 10 days. Crystals were cryo-protected in crystallization buffer containing 30% ethylene glycol followed by cryo-cooling in liquid nitrogen. For the DrLIN41–RNA complexes, it was necessary to screen different RNA targets and sequence lengths to obtain good diffracting crystals. RNA was chemically synthesized, purified by PAGE, deprotected to the 2′-hydroxyl form, desalted, and lyophilized (Dharmacon). Stock concentrations of RNA (30 mM) were made in 0.1 M Tris pH 8.0. To promote the formation of SLs the RNA was heated to 90 °C for 5 min and then rapidly cooled on ice for 30 min. The RNA was then added in a tenfold molar excess to the freshly purified His-tagged *D. rerio* LIN41 filamin-NHL protein (107 µM) and incubated for 1 h on ice. The RNA–protein complex was passed through a 0.1 µm Ultrafree-MC filter (Millipore) before setting up crystallization experiments as described above. *D. rerio* LIN41 filamin-NHL with *lin-29A* RNA (5′-GGAGUCCAACUCC-3′) crystallized overnight in Morpheus HT-96 (Molecular Dimensions Ltd, UK) condition G10 (10% w/v PEG 8000, 20% v/v ethylene glycol, 0.1 M carboxylic acids, 0.1 M bicine/Trizma base pH 8.5). *D. rerio* LIN41 filamin-NHL with *mab-10* RNA (5′-UGCAUUUAAUGCA-3′) crystallized after 13 days in similar conditions from the same crystallization screen, condition G2 (10% w/v PEG 8000, 20 % v/v ethylene glycol, 0.1 M carboxylic acids, 0.1 M MES/imidazole pH 6.5). Crystals were harvested after 27 days growth at 20 °C and cryo-cooled in liquid nitrogen.

X-ray data collection was carried out at SLS PX-II/III beamlines in Villigen, Switzerland, at 100 K. DrLIN41 filamin-NHL protein crystals diffracted to 2.6 Å and belonged to space group P2_1_2_1_2_1_ with two molecules per a.u. Crystals of DrLIN41 (filamin-NHL) in complex with *lin-29A*/*mab-10* RNAs belonged to space group P3_1_21 with one complex per a.u. and diffracted to 1.9 Å and 2.35 Å, respectively. Diffraction data were integrated and scaled using the XDS program package^55^ and the DrLIN41 filamin-NHL unbound structure was solved by the molecular replacement method with PHASER^56^ using truncated homology models of the filamin and NHL domain as search models. DrLIN41 (filamin-NHL) RNA complex structures were solved by molecular replacement using filamin and NHL domains of the unbound structure as search models. Clear mFo-DFc electron density for the missing RNA part allowed unambiguous building of the hairpin. This was further supported by a phased anomalous difference Fourier map calculated from a separately collected highly redundant data set (overall redundancy = 27, overall *I*/*σ*(*I*) = 23.9) at longer wavelength (1.5 Å, *f*” = 0.414 for phosphorus) for the lin-29A complex which featured clear peaks for all phosphorus atoms of the RNA sugar phosphate backbone. All structures were then manually completed and further improved by the crystallographic simulated annealing routine followed by individual B-factor refinement in PHENIX^57^. Structures were then finalized by several rounds of manual rebuilding in COOT^58^ and refinement in BUSTER^59^ (unbound) and PHENIX (RNA complexes). Final structures were validated using tools implemented in COOT. Structural images for figures were prepared with PyMOL (http://pymol.sourceforge.net/).

### Bioinformatics analysis of NHL domains

To address the question of differential RNA-binding properties of the NHL domain-containing proteins, a comprehensive bioinformatics analysis of Brat, LIN41, and other known NHL domain containing RBPs was carried out. Sequence database searches were carried out with the DmBrat and the LIN41 protein from *D. rerio* (DrLIN41) sequences as queries, against the non-redundant protein sequence database. This led to the identification of a large group of 3762 closely related sequences. Partial sequences, highly identical sequences from the same organism and smaller isoforms were removed. Based on a preliminary multiple sequence alignment, the NHL domain was extracted. Eventually, 71 representative sequences of NHL domains were selected from NHL-domain-containing protein in higher eukaryotes (mostly model organisms with fully sequenced genomes) and a few prokaryotes for further analyses.

A multiple sequence alignment of selected NHL domains was calculated using PROMALS3D^60^, which takes into account both sequence and structural information. We performed the analysis iteratively, first by calculating the alignment of NHL domain sequences with a support of experimentally determined structures of DmBrat and DrLIN41, and later refined it using also predicted 3D structures of other subfamily members identified by phylogenetic analysis. To elucidate the phylogenetic relationships of NHL domains, the Minimum Evolution phylogenetic tree was calculated on the basis of alignment of the NHL domain sequences of the 71 selected proteins, including DmBrat and DrLIN41. The robustness of branches was assessed by calculating 1000 bootstrap replicates.

To provide insight into functional properties of NHL domains and to aid in the determination of their evolutionary relationships, we generated 3D structural models of representatives from five so far structurally uncharacterized subfamilies: LIN-41 from *C. elegans* (CeLIN41), DmWech, CeNHL1, and TRIM3 from *Homo sapiens* (HsTRIM3) and DmMei-P26 proteins. To this end, a series of alignments to proteins of known structure were obtained through the GeneSilico meta-server^61^ using various protein fold recognition methods. The meta-server consistently reported the structure of DmBrat as the potentially best template for modeling of the NHL domains, and we used the variant in complex with RNA (PDB code: 5EX7) for the modeling of the CeNHL1, HsTRIM3, and DmMei-P26 proteins. The DrLIN41 structure is obtained during this study and was not available in the database for the Fold Recognition analysis. However, it was used as the template for the modeling of CeLIN41 and the DmWech proteins, due to their closer phylogenetic relationship. Comparative modeling as well as structure analysis was performed using SwissPDBViewer and SwissModel^62^. Evolutionary sequence conservation among the various subgroups of the NHL domain-containing proteins were analyzed using ConSurf^63^ and were mapped on the NHL domain structure of DrLIN41 (Fig. 7, right panel, second column) and DmBrat (Fig. 7, right panel, third column).

### Data availability

Atomic coordinates and structure factors have been deposited in the Protein Data Bank under accession codes 6FPT (DrLin41 unbound), 6FQ3 (DrLin41-lin-29A complex), and 6FQL (DrLin41-mab-10 complex). All RNA-sequencing data generated in this study have been deposited in the NCBI Gene Expression Omnibus^64^ under GEO Series accession number GSE106814. Other datasets generated during and/or analyzed during the current study and computer codes are available from the corresponding authors on reasonable request.

## Electronic supplementary material

Supplementary Information

Peer Review Report

Description of Additional Supplementary Info

Supplementary Data 1

## References

[1] Insco ML (2012). A self-limiting switch based on translational control regulates the transition from proliferation to differentiation in an adult stem cell lineage. Cell Stem Cell.

[2] Bowman SK (2008). The tumor suppressors Brat and Numb regulate transit-amplifying neuroblast lineages in *Drosophila*. Dev. Cell.

[3] Schwamborn JC, Berezikov E, Knoblich JA (2009). The TRIM-NHL protein TRIM32 activates microRNAs and prevents self-renewal in mouse neural progenitors. Cell.

[4] Tocchini C, Ciosk R (2015). TRIM-NHL proteins in development and disease. Semin. Cell. Dev. Biol..

[5] Wulczyn FG, Cuevas E, Franzoni E, Rybak A (2010). MiRNA need a TRIM regulation of miRNA activity by Trim-NHL proteins. Adv. Exp. Med. Biol..

[6] Slack FJ (2000). The lin-41 RBCC gene acts in the C. elegans heterochronic pathway between the let-7 regulatory RNA and the LIN-29 transcription factor. Mol. Cell.

[7] Ecsedi M, Rausch M, Grosshans H (2015). The let-7 microRNA directs vulval development through a single target. Dev. Cell.

[8] Tocchini C (2014). The TRIM-NHL protein LIN-41 controls the onset of developmental plasticity in *Caenorhabditis elegans*. PLoS Genet..

[9] Worringer KA (2014). The let-7/LIN-41 pathway regulates reprogramming to human induced pluripotent stem cells by controlling expression of prodifferentiation genes. Cell Stem Cell.

[10] Aeschimann F (2017). LIN41 Post-transcriptionally Silences mRNAs by Two Distinct and Position-Dependent Mechanisms. Mol. Cell..

[11] Loedige I, Gaidatzis D, Sack R, Meister G, Filipowicz W (2013). The mammalian TRIM-NHL protein TRIM71/LIN-41 is a repressor of mRNA function. Nucleic Acids Res..

[12] Castello A (2012). Insights into RNA biology from an atlas of mammalian mRNA-binding proteins. Cell.

[13] Ghosh P, Sowdhamini R (2016). Genome-wide survey of putative RNA-binding proteins encoded in the human proteome. Mol. Biosyst..

[14] Baltz AG (2012). The mRNA-bound proteome and its global occupancy profile on protein-coding transcripts. Mol. Cell.

[15] Loedige I (2014). The NHL domain of BRAT is an RNA-binding domain that directly contacts the hunchback mRNA for regulation. Genes Dev..

[16] Kwon SC (2013). The RNA-binding protein repertoire of embryonic stem cells. Nat. Struct. Mol. Biol..

[17] Loedige I (2015). The crystal structure of the NHL domain in complex with RNA reveals the molecular basis of *Drosophila* brain-tumor-mediated gene regulation. Cell Rep..

[18] Laver JD (2015). Brain tumor is a sequence-specific RNA-binding protein that directs maternal mRNA clearance during the Drosophila maternal-to-zygotic transition. Genome Biol..

[19] Ray D (2009). Rapid and systematic analysis of the RNA recognition specificities of RNA-binding proteins. Nat. Biotechnol..

[20] Ray D (2013). A compendium of RNA-binding motifs for decoding gene regulation. Nature.

[21] Solana, J. et al. Conserved functional antagonism of CELF and MBNL proteins controls stem cell-specific alternative splicing in planarians. *eLife***5**, pii: e16797 (2016).10.7554/eLife.16797PMC497852827502555

[22] Dang H (2017). Oncogenic activation of the RNA binding protein NELFE and MYC signaling in hepatocellular carcinoma. Cancer Cell.

[23] Collins KM (2017). An RRM-ZnF RNA recognition module targets RBM10 to exonic sequences to promote exon exclusion. Nucleic Acids Res..

[24] Lorenz R (2011). ViennaRNA Package 2.0. Algorithms Mol. Biol.: AMB.

[25] Krissinel E, Henrick K (2007). Inference of macromolecular assemblies from crystalline state. J. Mol. Biol..

[26] Duarte JM, Srebniak A, Scharer MA, Capitani G (2012). Protein interface classification by evolutionary analysis. BMC Bioinformatics.

[27] Holm L, Rosenstrom P (2010). Dali server: conservation mapping in 3D. Nucleic Acids Res..

[28] Edwards TA, Wilkinson BD, Wharton RP, Aggarwal AK (2003). Model of the brain tumor-Pumilio translation repressor complex. Genes Dev..

[29] Koliopoulos MG, Esposito D, Christodoulou E, Taylor IA, Rittinger K (2016). Functional role of TRIM E3 ligase oligomerization and regulation of catalytic activity. EMBO J..

[30] Spike CA (2014). The TRIM-NHL protein LIN-41 and the OMA RNA-binding proteins antagonistically control the prophase-to-metaphase transition and growth of *Caenorhabditis elegans* oocytes. Genetics.

[31] Tsukamoto T (2017). LIN-41 and OMA ribonucleoprotein complexes mediate a translational repression-to-activation switch controlling oocyte meiotic maturation and the oocyte-to-embryo transition in *Caenorhabditis elegans*. Genetics.

[32] Matsuura R, Ashikawa T, Nozaki Y, Kitagawa D (2016). LIN-41 inactivation leads to delayed centrosome elimination and abnormal chromosome behavior during female meiosis in *Caenorhabditis elegans*. Mol. Biol. Cell.

[33] Lancman JJ (2005). Analysis of the regulation of lin-41 during chick and mouse limb development. Dev. Dyn..

[34] Maller Schulman BR (2008). The let-7 microRNA target gene, Mlin41/Trim71 is required for mouse embryonic survival and neural tube closure. Cell Cycle.

[35] Lee SH (2014). The ubiquitin ligase human TRIM71 regulates let-7 microRNA biogenesis via modulation of Lin28B protein. Biochim. Biophys. Acta.

[36] Nguyen DTT (2017). The ubiquitin ligase LIN41/TRIM71 targets p53 to antagonize cell death and differentiation pathways during stem cell differentiation. Cell Death Differ..

[37] Chen J, Lai F, Niswander L (2012). The ubiquitin ligase mLin41 temporally promotes neural progenitor cell maintenance through FGF signaling. Genes Dev..

[38] Loer B (2008). The NHL-domain protein Wech is crucial for the integrin-cytoskeleton link. Nat. Cell. Biol..

[39] Treiber T (2017). A compendium of RNA-binding proteins that regulate microRNA biogenesis. Mol. Cell.

[40] Kashyap M, Ganguly AK, Bhavesh NS (2015). Structural delineation of stem-loop RNA binding by human TAF15 protein. Sci. Rep..

[41] Skrisovska L (2007). The testis-specific human protein RBMY recognizes RNA through a novel mode of interaction. EMBO Rep..

[42] Law MJ, Rice AJ, Lin P, Laird-Offringa IA (2006). The role of RNA structure in the interaction of U1A protein with U1 hairpin II RNA. RNA.

[43] Ahringer, J. (ed.) *WormBook* 1–43 (The Gurdon Institute, Univ. Cambridge: Cambridge, UK, 2006).

[44] Arnold A (2014). Functional characterization of *C. elegans* Y-box-binding proteins reveals tissue-specific functions and a critical role in the formation of polysomes. Nucleic Acids Res..

[45] Hendriks GJ, Gaidatzis D, Aeschimann F, Grosshans H (2014). Extensive oscillatory gene expression during *C. elegans* larval development. Mol. Cell.

[46] Deigan KE, Li TW, Mathews DH, Weeks KM (2009). Accurate SHAPE-directed RNA structure determination. Proc. Natl Acad. Sci. USA.

[47] Frokjaer-Jensen C (2008). Single-copy insertion of transgenes in *Caenorhabditis elegans*. Nat. Genet..

[48] Gibson DG (2009). Enzymatic assembly of DNA molecules up to several hundred kilobases. Nat. Methods.

[49] Frokjaer-Jensen C, Davis MW, Ailion M, Jorgensen EM (2012). Improved Mos1-mediated transgenesis in *C. elegans*. Nat. Methods.

[50] Fraser AG (2000). Functional genomic analysis of *C. elegans* chromosome I by systematic RNA interference. Nature.

[51] Schindelin J (2012). Fiji: an open-source platform for biological-image analysis. Nat. Methods.

[52] Sinkkonen L (2008). MicroRNAs control de novo DNA methylation through regulation of transcriptional repressors in mouse embryonic stem cells. Nat. Struct. Mol. Biol..

[53] Berrow NS, Alderton D, Owens RJ (2009). The precise engineering of expression vectors using high-throughput In-Fusion PCR cloning. Methods Mol. Biol..

[54] Abdulrahman W (2009). A set of baculovirus transfer vectors for screening of affinity tags and parallel expression strategies. Anal. Biochem..

[55] Kabsch W (2010). XDS. Acta Crystallogr. D Biol. Crystallogr..

[56] McCoy AJ (2007). Phaser crystallographic software. J. Appl. Crystallogr..

[57] Afonine PV (2010). Joint X-ray and neutron refinement with phenix.refine. Acta Crystallogr. D Biol. Crystallogr..

[58] Emsley P, Lohkamp B, Scott WG, Cowtan K (2010). Features and development of Coot. Acta Crystallogr. D Biol. Crystallogr..

[59] Bricogne G (2017). T.O..

[60] Pei J, Tang M, Grishin NV (2008). PROMALS3D web server for accurate multiple protein sequence and structure alignments. Nucleic Acids Res..

[61] Kurowski MA, Bujnicki JM (2003). GeneSilico protein structure prediction meta-server. Nucleic Acids Res..

[62] Guex N, Peitsch MC (1997). SWISS-MODEL and the Swiss-PdbViewer: an environment for comparative protein modeling. Electrophoresis.

[63] Ashkenazy H (2016). ConSurf 2016: an improved methodology to estimate and visualize evolutionary conservation in macromolecules. Nucleic Acids Res..

[64] Edgar R, Domrachev M, Lash AE (2002). Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res..

# Supplementary material for: Evolutionary plasticity of the NHL domain underlies distinct solutions to RNA recognition
**Source:** Nat Commun. 2018 Apr 19;9:1549. doi: 10.1038/s41467-018-03920-7
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information**

**Evolutionary plasticity of the NHL domain underlies distinct solutions to  
RNA recognition**

Kumari et al.

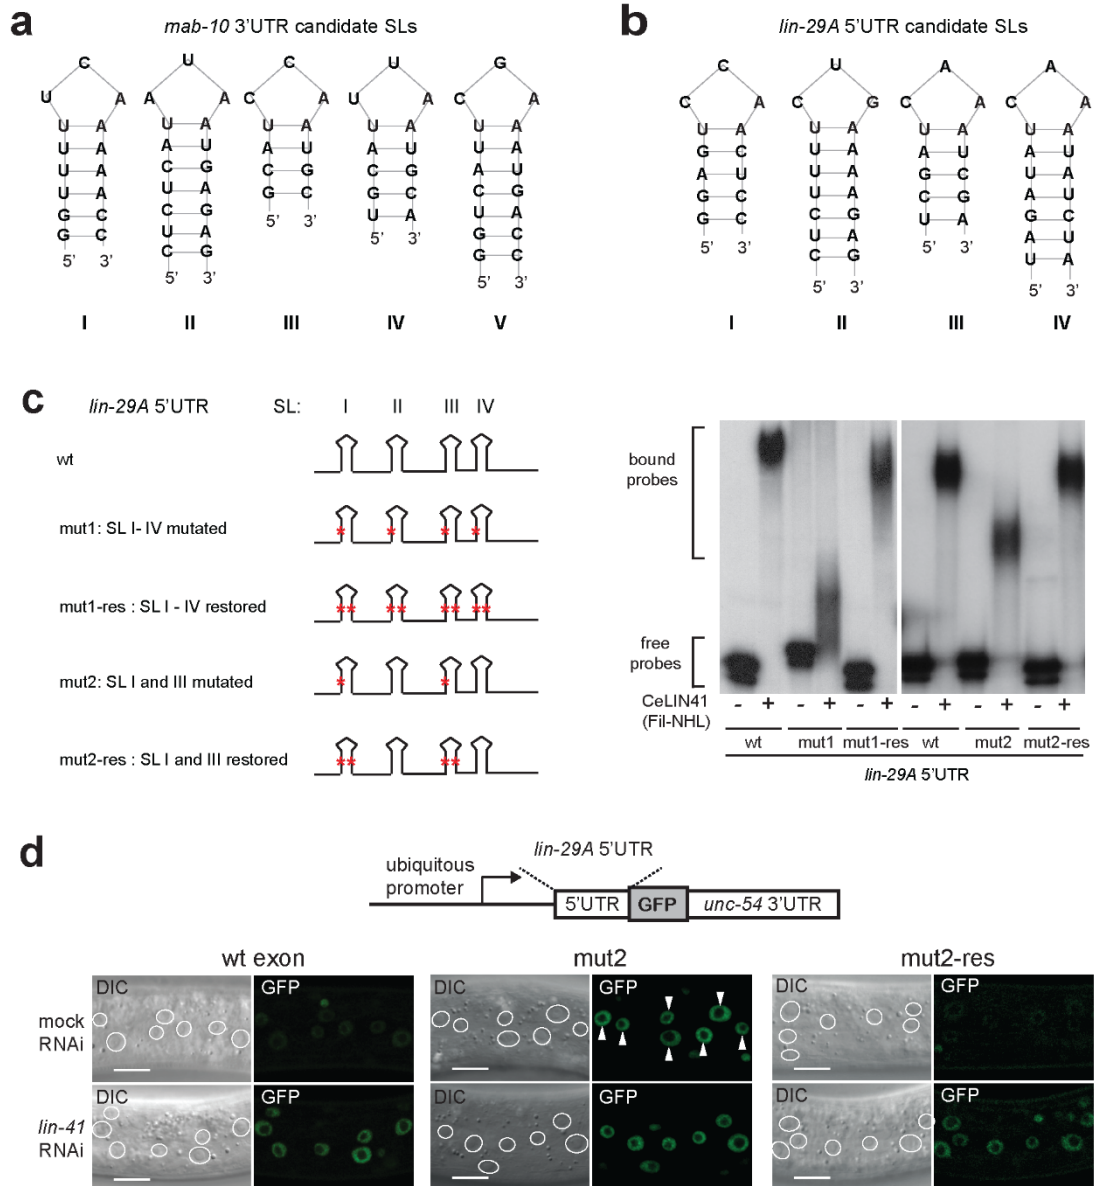

**Supplementary Figure 1: CeLIN41 binds to SL motifs of *mab-10* 3'UTR and *lin-29A* 5'UTR. Related to Fig. 2**

(a) Sequences of candidate CeLIN41 binding SLs in the *mab-10* 3'UTR.

(b) Sequences of candidate CeLIN41 binding SLs in the *lin-29A* 5'UTR exon-1.

(c) CeLIN41 binding to *lin-29A* 5'UTR. Left: Schematics representing wild-type and modified *lin-29A* RNA probes. Respective sequences are listed in [Supplementary Table 1](#). Right: Gel-shift experiments showing binding of CeLIN41 to the *lin-29A* RNA probes described in the schematics on the left. Whereas CeLIN41 bound to the *lin-29A* 5'UTR, mutations disrupting all the four SLs (mut1) significantly reduced the binding to CeLIN41. Mutations disrupting SL I and III (mut2) led to the formation of a smaller protein-RNA complex as compared to the wild-type. Compensatory mutations in the stem (mut1-res and mut2-res) restored the protein-RNA complex to wild-type levels.

(d) Micrographs of early L3-stage *C. elegans* larvae, treated with either *lin-41* or mock RNAi expressing nuclear-localized GFP (to concentrate the signal; white circles demarcate nuclei) from the *dpy-30* promoter and under an unregulated 3'UTR, *unc-54*. The 5'UTR corresponds to the constructs in c. GFP was imaged under identical microscope settings for all animals. The wild-type but not the mutant (mut2) *lin-29A* 5'UTR imposed CeLIN41-mediated repression on the GFP (white arrowheads point to GFP-expressing nuclei). The restored 5'UTR (mut2-res) reinstated CeLIN41-mediated regulation comparable to the wild-type levels. Scale bars - 10  $\mu$ m.

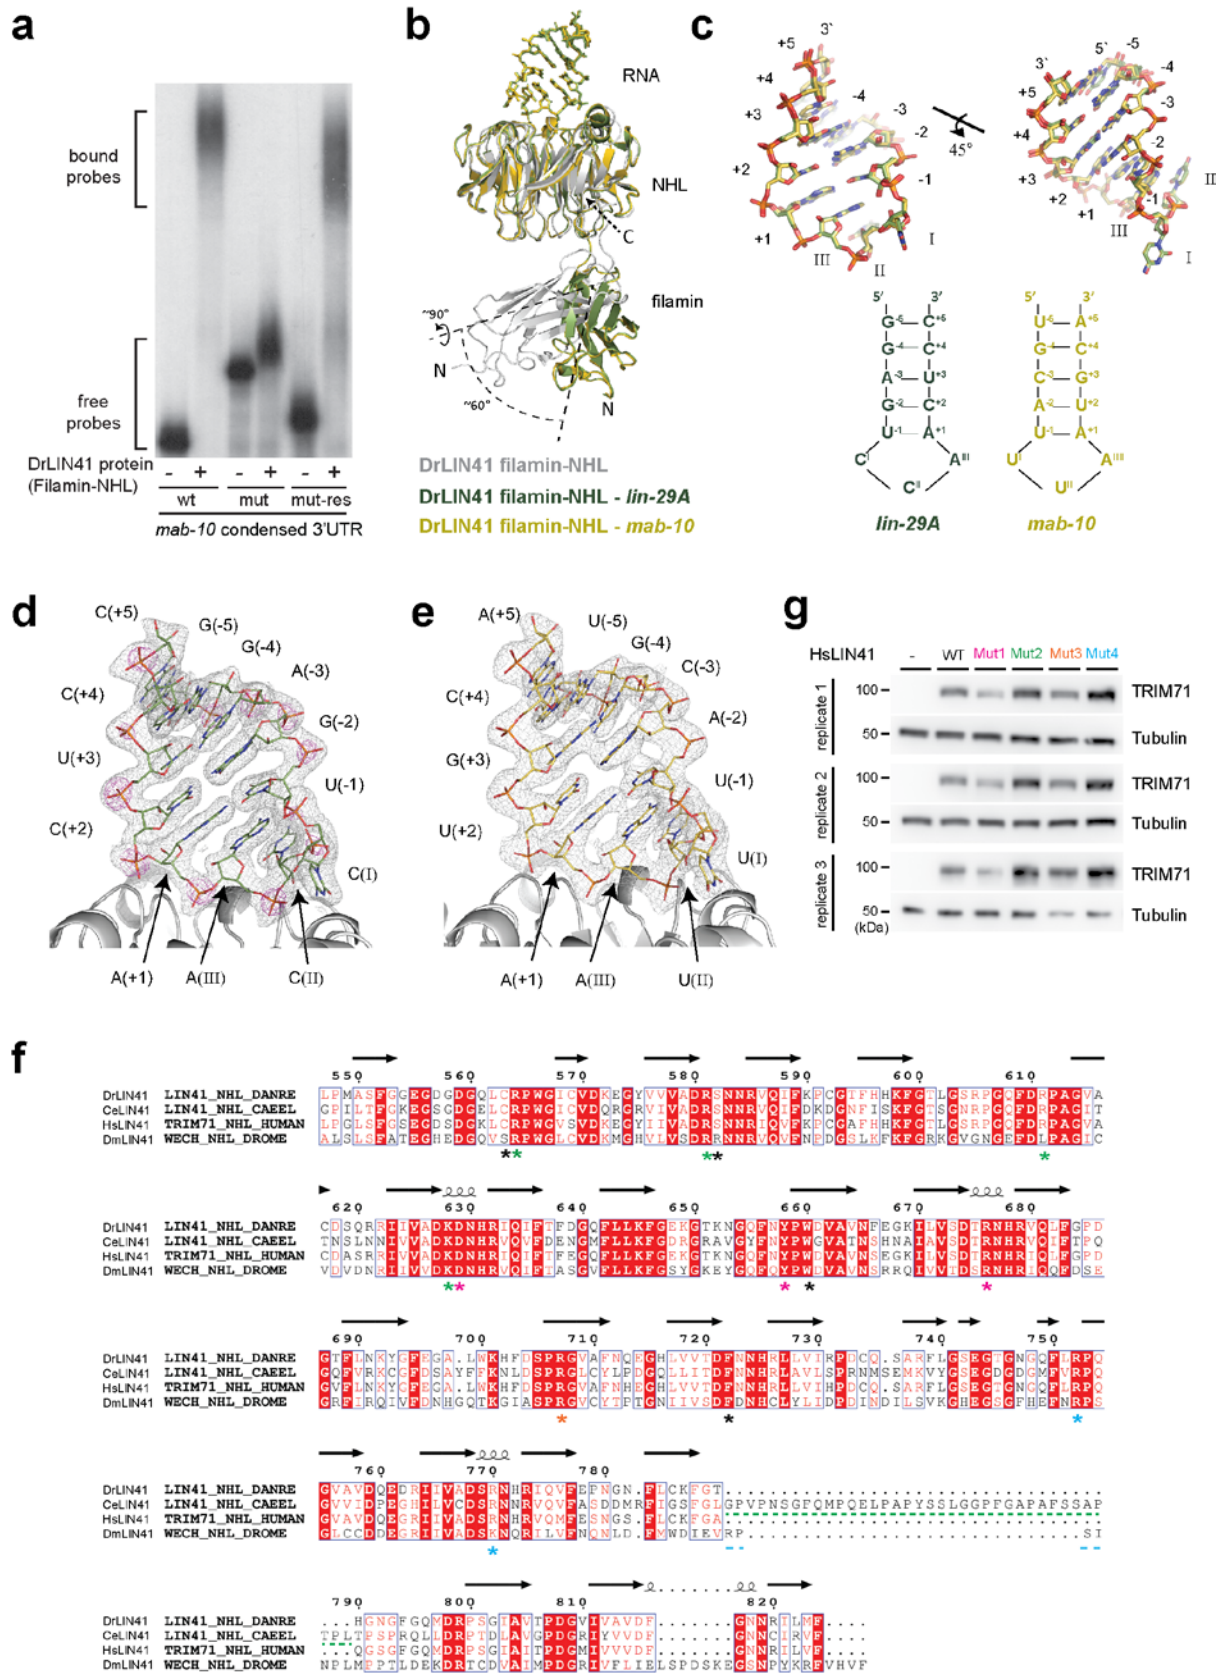

**Supplementary Figure 2: Crystal structures of DrLIN41 filamin-NHL domain and conformation of RNA stem loops. Related to Fig. 4 and 5**

(a) Gel-shift experiment showing the binding of DrLIN41 to the *mab-10* condensed 3'UTR probes described in the schematics in Fig. 2c. Whereas DrLIN41 bound the *mab-10* condensed 3'UTR, mutations disrupting the stem (mut) abolished the binding, whereas compensatory mutations (mut-res) restored the binding.

(b) Superposition of DrLIN41 filamin-NHL crystal structures (unbound: grey, LIN41-*lin-29A* complex: olive, LIN41-*mab-10* complex: gold). The protein is displayed as cartoon model and RNA is shown as sticks. Differences in the position of the filamin domain between unbound and complex structures are highlighted; protein domains and RNA are labeled.

(c) Detailed presentation of superimposed *lin-29A* (olive, sticks in atom colors) and *mab-10* (gold, sticks in atom colors) stem loop RNAs as present in the LIN41 RNA complex structures. Two views are shown where the RNA is rotated by ~45 degrees along the indicated axis. RNA positions in the stem loop are labeled and schematic diagrams depicting RNA sequences are inserted below.

(d, e) Electron density maps for *lin-29A* and *mab-10* stem loop RNAs as present in the corresponding crystal structures of the DrLIN41 complexes. RNA molecules are displayed as in b, while the protein is shown as cartoon in grey. 2mF<sub>o</sub>-DF<sub>c</sub> simulated annealing composite omit maps are shown in grey (1σ). An anomalous difference Fourier electron density map featuring peaks at phosphorus positions of the RNA backbone for *lin29-A* is displayed in magenta (5 σ) in d. Nucleotide sequences are labeled.

(f) A ClustalO multiple sequence alignment between LIN41 NHL domains from *D. rerio* (LIN41\_NHL\_DANRE, Uniprot E7FAM5), *C. elegans* (LIN41\_NHL\_CAEEL, Uniprot Q9U489) *H. sapiens* (TRIM71\_NHL\_HUMAN, Uniprot Q2Q1W2), and *D. melanogaster* (WECH\_NHL\_DROME, Uniprot Q9V4M2), showing a high degree of sequence conservation. Secondary structure elements present in the DrLIN41 filamin-NHL crystal structure are displayed as arrows (β-strands) and spirals (3.10 helices) above the alignment. The *C. elegans* protein contains a 37 amino acid-long insert in the loop connecting propeller blades V and VI, which is highlighted with a dotted line in green. Shorter inserts are also found in the *Drosophila* protein and are highlighted by dotted lines in cyan. Residues involved in RNA SL binding in the DrLIN41-RNA complex crystal structures are marked with an asterisk under the alignment. Residues that were mutated to investigate their contribution to SL binding are colored as in Fig. 5c.

(g) Western blot showing expression levels of mutant HsLIN41 proteins used in Fig. 5d. Uncropped gels with markers are shown in Supplementary Fig. 8.

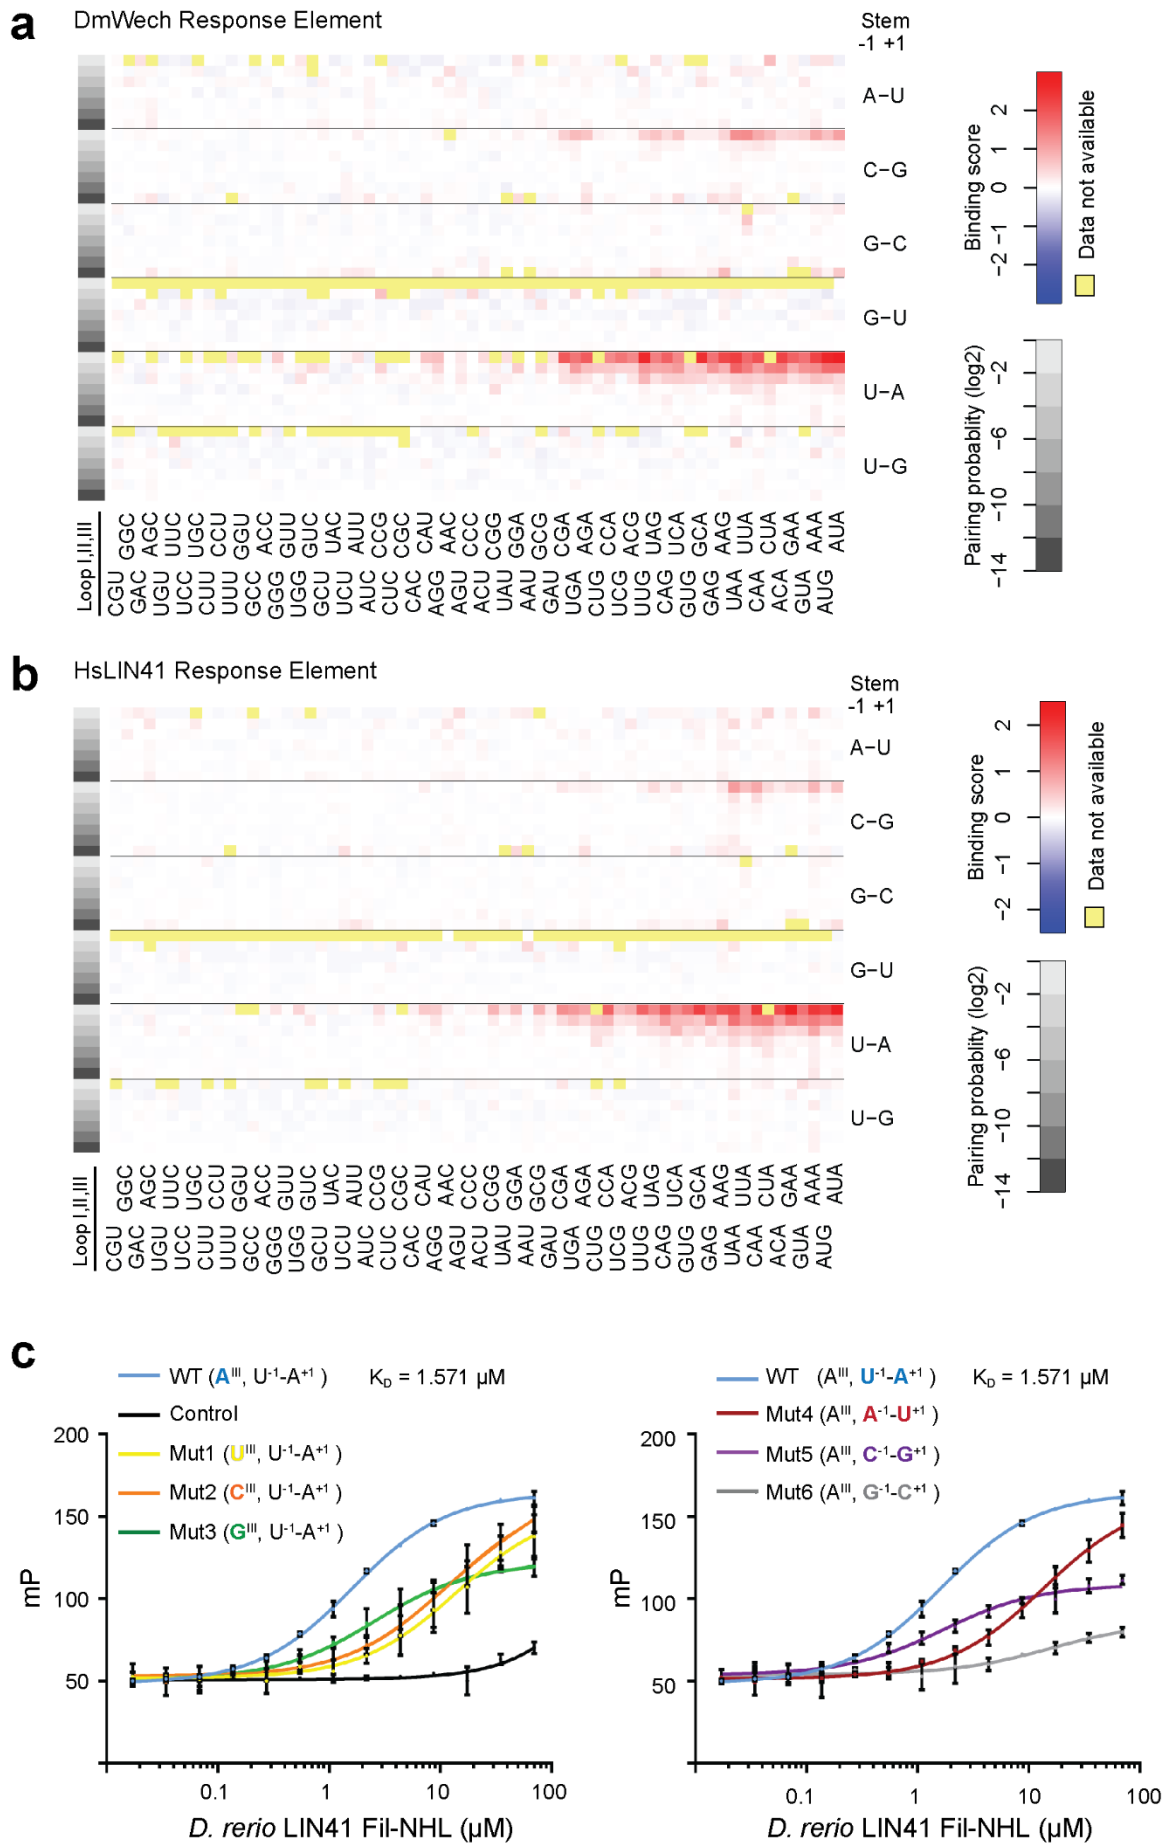

### **Supplementary Figure 3: LIN41 Response Element - LRE. Related to Fig. 6-7**

(a, b) A heat map showing the average DmWech and HsLIN41 binding scores from the RNAcompete experiment for all RNAs containing any particular motif variant as described in [Fig. 6a](#). The data was clustered based on the CeLIN41 binding score. Yellow: data not available (RNA motif variants supported by less than 20 oligonucleotide sequences).

(c) The FP assay to determine binding constants - Raw FP data of DrLIN41 interacting with a WT LRE (SL I in [Supplementary Fig. 1b](#)), a control stem-loop RNA with five nucleotides in the loop and mutant LREs are shown in units of millipolarization (mP). The equilibrium dissociation constant ( $K_D$ ) is shown for the WT LRE. Each data point is a mean of three experiments and the error bars represent the standard deviation. The WT LRE data plotted in both graphs is the same.

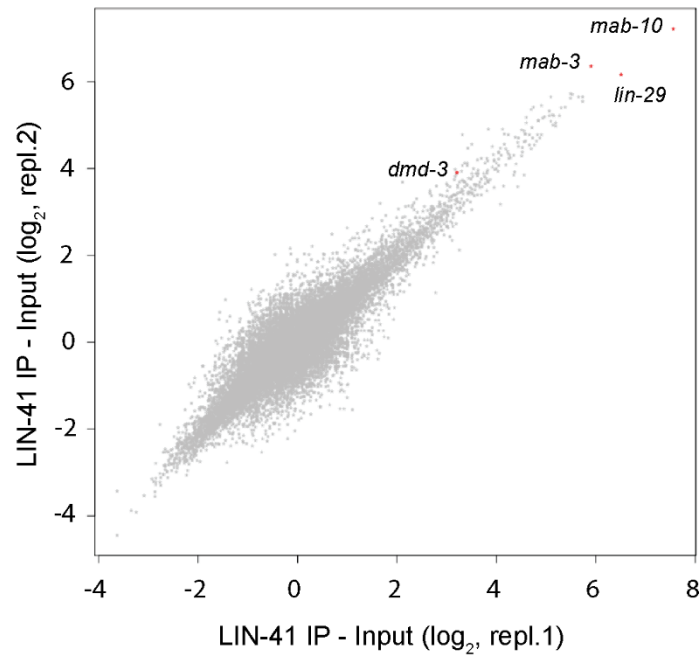

**Supplementary Figure 4: CeLIN41 associated RNAs. Related to Fig. 7**

The plot shows enrichment of transcripts in CeLIN41 immunoprecipitates (IP) versus inputs in two biologically independent experiments. Known somatic mRNA targets of CeLIN41 are marked in red and labeled.

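The log2 IP enrichment of single genes ranged from -3.98 to 7.46 in replicate 1 and from -4.87 to 7.08 in replicate 2. Across the 11668 genes with a mean input of at least 5, the enrichments in the 2 replicates had a Pearson r of 0.955 (95% interval of 0.953 to 0.957 from 1000 bootstrap draws of genes) and a Spearman rho of 0.931. These are correlations across genes, and genes are not independent replicates. The correlation depended most on input expression: r was 0.898 (rho 0.795) over all 20392 genes, 0.980 (rho 0.972) over the 8531 genes with a mean input of at least 7, and 0.580 (rho 0.351) over the 8724 genes below 5. Only 1 gene was at least 2-fold enriched in one replicate and at least 2-fold depleted in the other.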

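Abundances of the known somatic targets are given as TMM-scaled CPM (mean ± SD, n = 2), and chromosomes and 3′-UTR lengths are from Ensembl release 115 (WBcel235), a later annotation than the one used for counting. The gene mab-10 (WBGene00003107), on chromosome II, had 65 and 67 counts in the inputs and 9752 and 7260 counts in the IPs of replicates 1 and 2. Its abundance was 1.32 ± 0.053 in the input and 291 ± 37.2 in the IP. The log2 IP enrichment of mab-10 was 7.46 and 7.08 in the replicates, and the log2 fold change from edgeR was 7.77 (standard error 0.16). Standard errors of edgeR fold changes are derived here from the F statistic of the test and are not estimated by the model itself. For lin-29 (WBGene00003015), also on chromosome II, 210 and 254 counts in the inputs compared with 14480 and 12095 in the IPs. Its abundance was 4.64 ± 0.340 in the input and 457 ± 21.2 in the IP, with log2 IP enrichments of 6.48 and 6.11 and a log2 fold change from edgeR of 6.62 (standard error 0.15). The counts are per gene, so the lin-29A isoform is not resolved. The adjusted p of mab-10 and lin-29 was returned as 0 by edgeR's quasi-likelihood test, below the smallest number it can hold. For mab-3 (WBGene00003100), on chromosome II, 23 and 32 counts were found in the inputs and 1164 and 1834 in the IPs, an abundance of 0.548 ± 0.094 and 52.4 ± 20.5. Its log2 IP enrichments were 5.76 and 6.18, and edgeR gave a log2 fold change of 6.57 (standard error 0.17, adjusted p = 1.59e-307).
The gene dmd-3 (WBGene00012832), on chromosome V, had 1 and 2 counts in the inputs and 51 and 79 counts in the IPs. The ratio of IP to input per library size was 43.3 in replicate 1, with an exact 95% binomial interval (Clopper-Pearson) of 7.42 to 1742, and 37.7 in replicate 2, with an interval of 10.1 to 317. For mab-3 the intervals were narrower, at 28.5 to 68.0 around a ratio of 42.9 and 38.6 to 80.2 around 54.7. These intervals cover counting error only. The log2 IP enrichment of dmd-3 was 3.17 and 3.83, and the log2 fold change from edgeR was 6.11 (standard error 0.59, adjusted p = 2.01e-25). At so few input counts the enrichment depends on the pseudocount, and with a pseudocount of 1 it was 5.39 and 5.70. Over the alternative fits with edgeR or DESeq2, the largest adjusted p was 3.5e-11 for mab-10, 3.98e-11 for lin-29, 1.25e-09 for mab-3 and 2.47e-05 for dmd-3, each in the edgeR fit without IP replicate 2. A fit restricted to genes with at least 10 counts in every library leaves out dmd-3. The annotated 3′-UTRs of mab-10, lin-29, mab-3 and dmd-3 have 874, 697, 742 and 537 bases, compared with a median of 138 bases for the 12689 tested coding genes with an annotated 3′-UTR. Genes on the opposite strand overlap mab-10 (R166.2) and lin-29 (hmg-12). The mean log2 IP enrichment was 0.50 ± 0.14 for R166.2 and 1.11 ± 0.11 for hmg-12 (SD, n = 2).

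**Figure D3:**
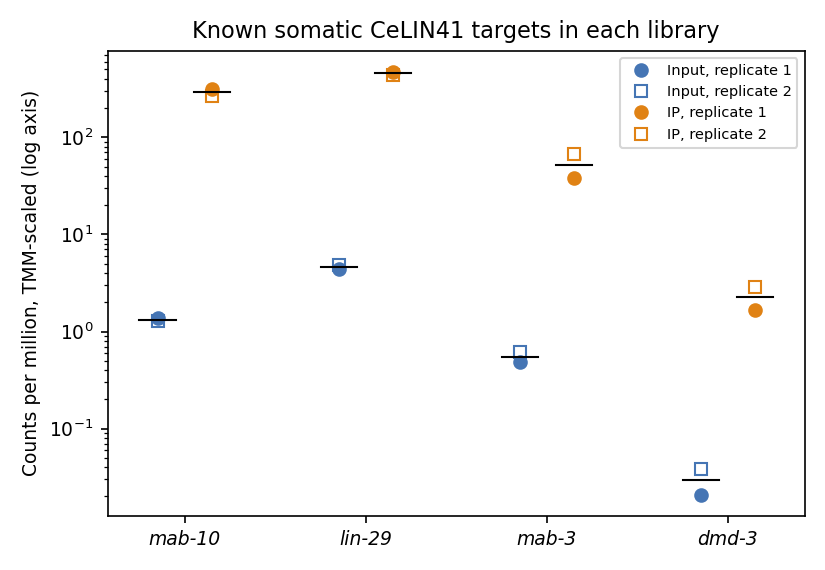
Abundance in TMM-scaled CPM of mab-10, lin-29, mab-3 and dmd-3 in the 4 libraries, on a log axis. Circles are replicate 1, squares are replicate 2 and lines are the mean of 2 replicates. For each gene both IP values lie above both input values, and the dmd-3 inputs rest on 1 and 2 counts.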

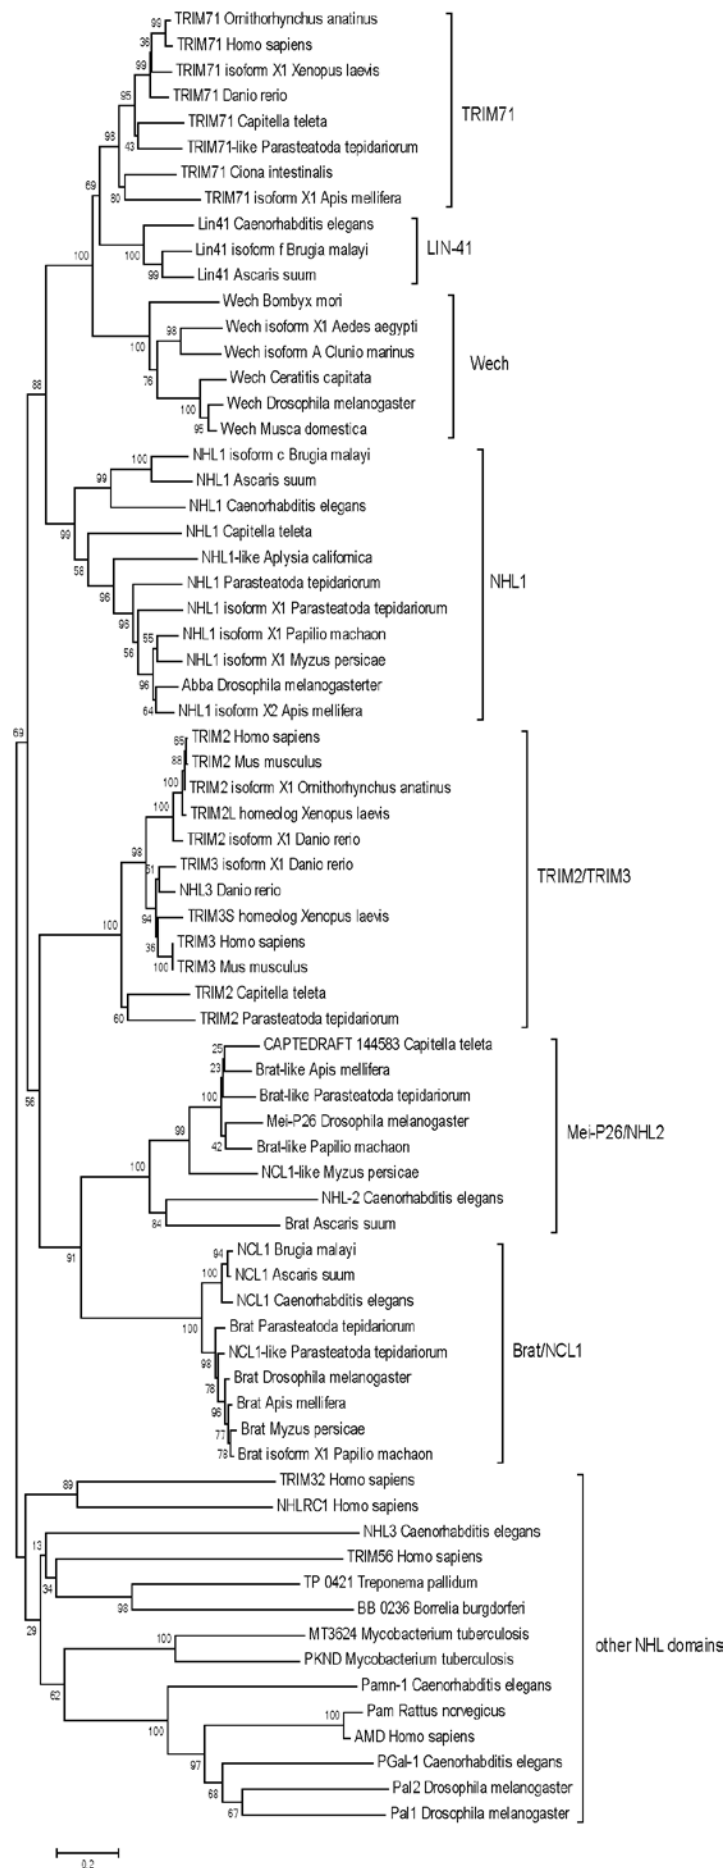

**Supplementary Figure 5: Molecular phylogeny analysis of NHL domains of various NHL domain-containing proteins. Related to Fig. 9**

The evolutionary history was inferred using the Minimum Evolution method and the optimal tree is shown in [Fig. 9](#). The percentage of replicate trees in which the associated taxa clustered together in the bootstrap test (1000 replicates) are shown next to the branches. The tree is drawn to scale, with branch lengths in the same units as evolutionary distances used to build the phylogenetic tree. The evolutionary distances were computed using the Poisson correction method and are in the units of the number of amino acid substitutions per site. Each subgroup has been named as shown in the compressed tree in [Fig. 9](#).

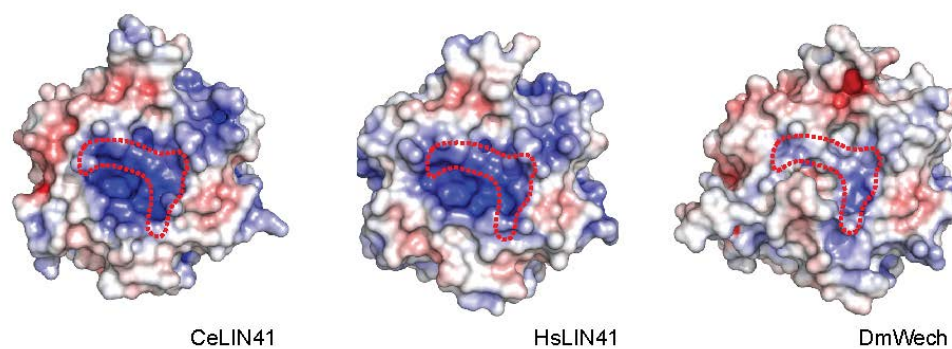

**Supplementary Figure 6: Structural basis of RNA recognition by LIN41 orthologs. Related to Fig. 9**

Homology models of CeLIN41, HsLIN41, and DmWech are shown in a surface mode, with their respective electrostatic surface potentials (scale as in Fig. 8). The approximate footprint of the RNA stem loop on the protein surface is shown as a dotted red line.

**a**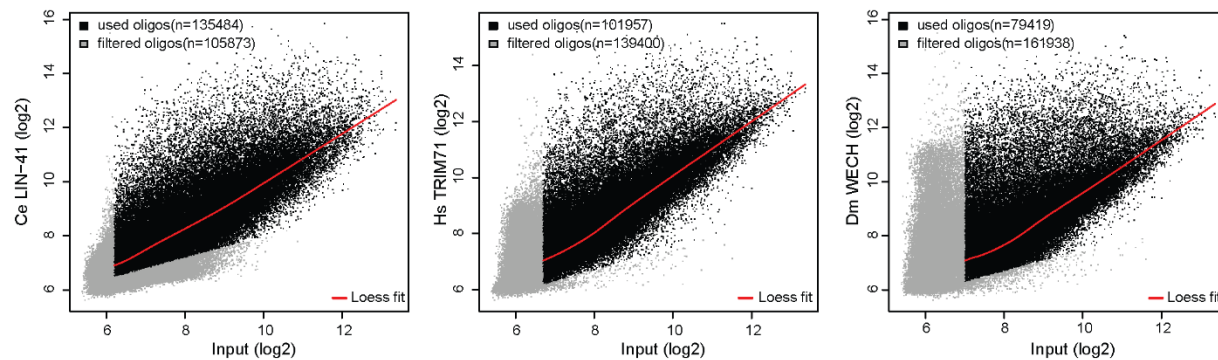**b**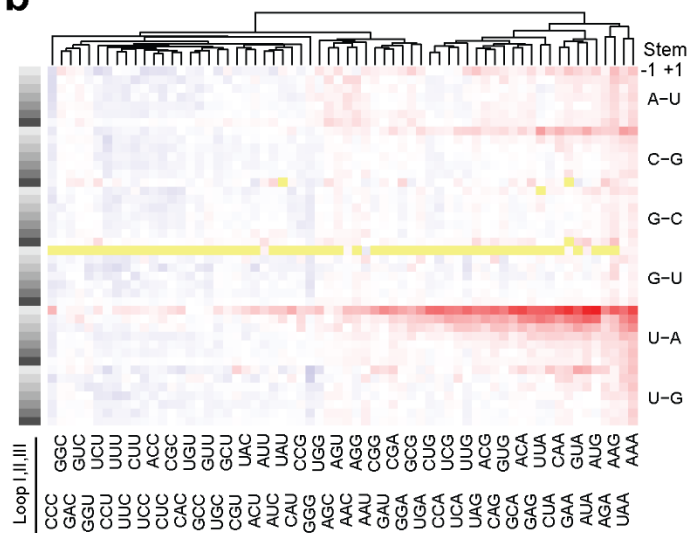**c**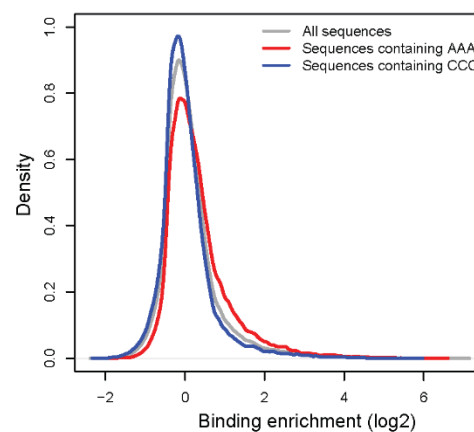

**Supplementary Figure 7: Analysis of RNAcompete data for CeLIN41, HsLIN41 and DmWech.**  
**Related to methods.**

(a) Grey dots indicate the oligonucleotide sequences that were removed from the analysis due to possible technical artifacts. These include: 1. The oligonucleotide sequences that showed a median intensity lower than 6 (log2 space) over the full set of 244 experiments ([hugheslab.ccbr.utoronto.ca/supplementary-data/RNAcompete\\_eukarya/raw\\_data.txt.gz](http://hugheslab.ccbr.utoronto.ca/supplementary-data/RNAcompete_eukarya/raw_data.txt.gz)) as their intensity is less reliable. 2. The oligonucleotide sequences that were depleted in input. 3. For HsLIN41 and DmWech, oligonucleotides that were enriched in pull-down but showed very low intensity in input.

(b) CeLIN41 response element before setting a cut-off for enrichment values.

(c) RNAcompete enrichments for all sequences and sequences containing an AAA or a CCC. Sequences containing an AAA showed a slight shift in the distribution present at even low enrichment values ( $<1$ ). CCC showed the opposite trend.

**a**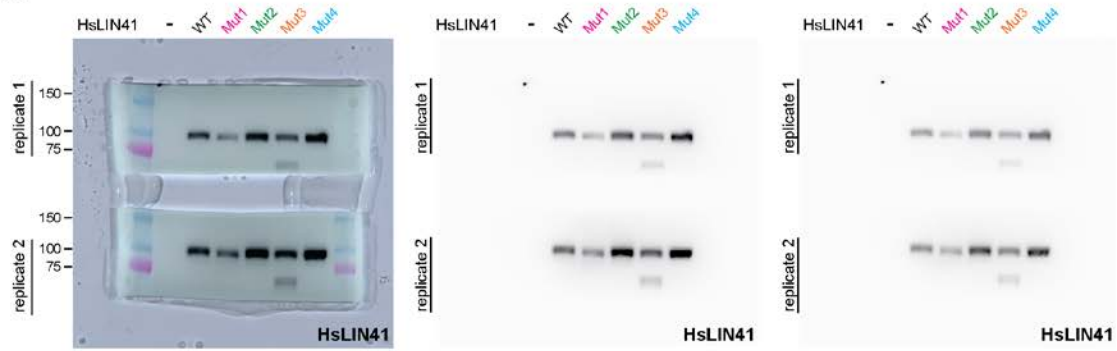**b**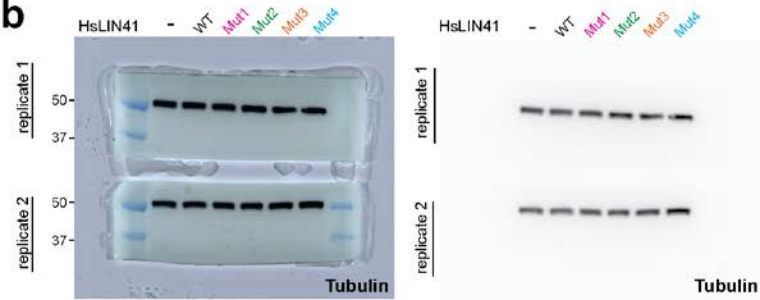**c**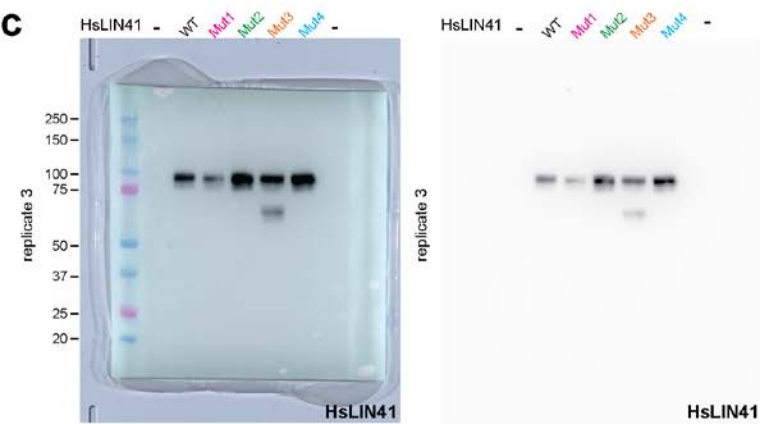**d**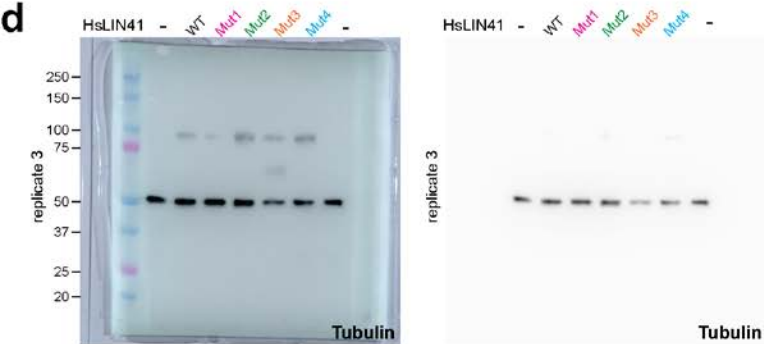

**Supplementary Figure 8: Uncropped western blots with markers. Related to Supplementary Fig. 2g.**

- (a) Left: Two gels showing HsLIN41 levels, from independent experiments (replicates 1 and 2), with different exposures to the right. The middle exposure is shown for replicate 1, and the right exposure for replicate 2 in Supplementary Fig. 2g.
- (b) Tubulin levels from replicates 1 and 2, corresponding to **a**, shown in Supplementary Fig. 2g.
- (c) Left: The gel from replicate 3, showing HsLIN41 levels. The exposure on the right is shown in Supplementary Fig. 2g.
- (d) Tubulin levels from replicate 3, corresponding to **c**, shown in Supplementary Fig. 2g.

**Supplementary Table 1: Probes for gel-shifts. Related to Fig. 2 and Supplementary Fig. 1.**

|                                                                                                                                                                                                                                        |
|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>mab-10 part 2</b>                                                                                                                                                                                                                   |
| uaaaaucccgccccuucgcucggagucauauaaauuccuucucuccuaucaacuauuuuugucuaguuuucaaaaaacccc<br>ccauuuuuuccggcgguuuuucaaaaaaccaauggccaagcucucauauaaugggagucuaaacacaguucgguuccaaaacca<br>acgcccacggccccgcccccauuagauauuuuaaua                      |
| <b>mab-10 part 2 mut</b>                                                                                                                                                                                                               |
| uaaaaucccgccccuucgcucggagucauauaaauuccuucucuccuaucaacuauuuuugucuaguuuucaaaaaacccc<br>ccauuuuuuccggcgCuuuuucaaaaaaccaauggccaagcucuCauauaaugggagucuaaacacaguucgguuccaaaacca<br>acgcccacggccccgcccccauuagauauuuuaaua                      |
| <b>mab-10 part 2 mut-res</b>                                                                                                                                                                                                           |
| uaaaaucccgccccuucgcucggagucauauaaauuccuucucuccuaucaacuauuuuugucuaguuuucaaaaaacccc<br>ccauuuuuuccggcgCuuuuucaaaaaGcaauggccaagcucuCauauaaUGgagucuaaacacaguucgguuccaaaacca<br>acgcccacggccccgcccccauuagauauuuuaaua                        |
| <b>mab-10 part 4</b>                                                                                                                                                                                                                   |
| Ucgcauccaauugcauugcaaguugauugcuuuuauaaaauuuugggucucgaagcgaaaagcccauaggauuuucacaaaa<br>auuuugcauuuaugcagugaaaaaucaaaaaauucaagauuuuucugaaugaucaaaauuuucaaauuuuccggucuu<br>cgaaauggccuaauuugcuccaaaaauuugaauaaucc                         |
| <b>mab-10 part 4 mut</b>                                                                                                                                                                                                               |
| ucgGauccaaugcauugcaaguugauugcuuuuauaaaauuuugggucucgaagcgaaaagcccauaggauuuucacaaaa<br>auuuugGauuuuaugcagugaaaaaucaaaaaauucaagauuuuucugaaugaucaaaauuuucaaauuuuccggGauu<br>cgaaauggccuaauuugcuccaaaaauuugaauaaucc                         |
| <b>mab-10 part 4 mut-res</b>                                                                                                                                                                                                           |
| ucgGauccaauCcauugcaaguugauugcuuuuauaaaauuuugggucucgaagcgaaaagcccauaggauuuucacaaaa<br>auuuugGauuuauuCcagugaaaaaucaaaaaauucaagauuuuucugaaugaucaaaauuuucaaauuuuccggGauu<br>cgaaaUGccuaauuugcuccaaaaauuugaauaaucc                          |
| <b>mab-10 condensed 3'UTR</b>                                                                                                                                                                                                          |
| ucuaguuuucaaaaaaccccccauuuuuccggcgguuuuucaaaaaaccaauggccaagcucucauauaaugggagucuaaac<br>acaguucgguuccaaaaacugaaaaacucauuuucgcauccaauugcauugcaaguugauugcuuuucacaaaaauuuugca<br>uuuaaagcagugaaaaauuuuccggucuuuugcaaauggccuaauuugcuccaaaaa |
| <b>mab-10 condensed 3'UTR mut</b>                                                                                                                                                                                                      |
| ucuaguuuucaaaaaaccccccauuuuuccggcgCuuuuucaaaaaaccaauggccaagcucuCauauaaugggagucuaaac<br>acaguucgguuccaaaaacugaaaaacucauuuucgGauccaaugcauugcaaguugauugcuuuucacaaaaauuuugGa<br>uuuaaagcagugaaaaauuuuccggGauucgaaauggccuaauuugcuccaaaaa    |
| <b>mab-10 condensed 3'UTR mut-res</b>                                                                                                                                                                                                  |
| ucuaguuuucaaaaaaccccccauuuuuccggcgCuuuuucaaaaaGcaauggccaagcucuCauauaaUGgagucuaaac<br>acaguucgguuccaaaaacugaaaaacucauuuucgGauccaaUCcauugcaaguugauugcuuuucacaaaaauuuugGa<br>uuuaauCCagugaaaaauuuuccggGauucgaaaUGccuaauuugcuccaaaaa       |
| <b>lin-29A</b>                                                                                                                                                                                                                         |
| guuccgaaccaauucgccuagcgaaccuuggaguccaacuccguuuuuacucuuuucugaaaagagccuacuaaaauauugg<br>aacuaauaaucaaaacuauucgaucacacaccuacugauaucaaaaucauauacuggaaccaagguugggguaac<br>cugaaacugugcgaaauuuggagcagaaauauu                                 |
| <b>lin-29A mut2</b>                                                                                                                                                                                                                    |
| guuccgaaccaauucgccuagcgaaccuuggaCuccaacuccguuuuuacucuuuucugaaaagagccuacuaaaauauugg<br>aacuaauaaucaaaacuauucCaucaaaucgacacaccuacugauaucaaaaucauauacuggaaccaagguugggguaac<br>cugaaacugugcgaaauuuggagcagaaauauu                           |
| <b>lin-29A mut2-res</b>                                                                                                                                                                                                                |
| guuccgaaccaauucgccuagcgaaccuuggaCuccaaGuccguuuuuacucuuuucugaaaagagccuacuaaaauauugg<br>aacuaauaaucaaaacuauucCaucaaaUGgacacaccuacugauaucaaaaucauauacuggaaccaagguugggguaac<br>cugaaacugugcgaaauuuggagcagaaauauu                           |
| <b>lin-29A mut1</b>                                                                                                                                                                                                                    |
| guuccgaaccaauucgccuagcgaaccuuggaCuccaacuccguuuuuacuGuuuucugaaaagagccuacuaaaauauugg<br>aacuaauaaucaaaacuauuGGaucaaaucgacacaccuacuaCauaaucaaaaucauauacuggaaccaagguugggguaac<br>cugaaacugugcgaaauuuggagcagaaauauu                         |
| <b>lin-29A mut1-res</b>                                                                                                                                                                                                                |
| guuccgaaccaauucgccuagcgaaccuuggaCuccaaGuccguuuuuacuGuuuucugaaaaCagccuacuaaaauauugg<br>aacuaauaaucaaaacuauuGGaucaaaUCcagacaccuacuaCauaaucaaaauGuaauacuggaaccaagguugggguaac<br>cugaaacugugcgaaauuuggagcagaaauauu                         |

Mutations are marked in red.

**Supplementary Table 2: Crystallographic data collection and refinement statistics.**  
**Related to Fig. 4-5 and Supplementary Fig. 2**

|                                               | <i>D. rerio</i> LIN41<br>filamin-NHL<br>unbound <sup>a</sup> | <i>D. rerio</i> LIN41<br>filamin-NHL<br><i>lin-29A</i> complex | <i>D. rerio</i> LIN41<br>filamin-NHL<br><i>mab-10</i> complex |
|-----------------------------------------------|--------------------------------------------------------------|----------------------------------------------------------------|---------------------------------------------------------------|
| <b>Data collection</b>                        |                                                              |                                                                |                                                               |
| Space group                                   | P2 <sub>1</sub> 2 <sub>1</sub> 2 <sub>1</sub>                | P3 <sub>1</sub> 21                                             | P3 <sub>1</sub> 21                                            |
| Unit cell dimensions                          |                                                              |                                                                |                                                               |
| <i>a</i> , <i>b</i> , <i>c</i> (Å)            | 65.80, 90.59, 131.05                                         | 101.85, 101.85, 109.89                                         | 101.49, 101.49, 108.94                                        |
| $\alpha$ , $\beta$ , $\gamma$ (°)             | 90.0, 90.0, 90.0                                             | 90.0, 90.0, 120.0                                              | 90.0, 90.0, 120.0                                             |
| Resolution range<br>(Å) <sup>b</sup>          | 50.00-2.60<br>(2.67-2.60)                                    | 50.00-1.90<br>(1.95-1.90)                                      | 50.00-2.35<br>(2.41-2.35)                                     |
| Wavelength (Å)                                | 1.260                                                        | 1.000                                                          | 1.000                                                         |
| Completeness (%) <sup>b</sup>                 | 91.6 (86.8)                                                  | 99.4 (92.1)                                                    | 99.4 (92.2)                                                   |
| Redundancy <sup>b</sup>                       | 1.9 (1.8)                                                    | 7.7 (7.7)                                                      | 16.5 (15.4)                                                   |
| <i>R</i> <sub>sym</sub> <sup>b</sup>          | 0.124 (0.491)                                                | 0.042 (2.172)                                                  | 0.124 (2.468)                                                 |
| <i>I</i> / $\sigma$ ( <i>I</i> ) <sup>b</sup> | 5.28 (1.48)                                                  | 20.24 (0.81)                                                   | 16.02 (0.99)                                                  |
| CC (1/2) (%) <sup>b</sup>                     | 98.7 (77.9)                                                  | 99.9 (38.1)                                                    | 99.9 (42.9)                                                   |
| Unique reflections                            | 42647                                                        | 51941                                                          | 27367                                                         |
| <b>Refinement</b>                             |                                                              |                                                                |                                                               |
| <i>R</i> <sub>work</sub>                      | 0.182                                                        | 0.158                                                          | 0.172                                                         |
| <i>R</i> <sub>free</sub>                      | 0.244                                                        | 0.180                                                          | 0.211                                                         |
| Resolution range (Å)                          | 46.43 - 2.60                                                 | 46.64 - 1.90                                                   | 46.30 - 2.35                                                  |
| Reflections (all)                             | 23630                                                        | 51933                                                          | 27359                                                         |
| Reflections (test set)                        | 1182 (5%)                                                    | 2596 (5%)                                                      | 1368 (5%)                                                     |
| <b>Number of atoms</b>                        |                                                              |                                                                |                                                               |
| Overall                                       | 6217                                                         | 3541                                                           | 3384                                                          |
| Protein                                       | 6002                                                         | 3024                                                           | 3013                                                          |
| RNA                                           | -                                                            | 272                                                            | 271                                                           |
| Solvent                                       | 215                                                          | 245                                                            | 100                                                           |
| <b>B-Factors (Å<sup>2</sup>)</b>              |                                                              |                                                                |                                                               |
| Overall                                       | 30.6                                                         | 61.4                                                           | 67.1                                                          |
| Protein                                       | 31.0                                                         | 61.3                                                           | 67.1                                                          |
| RNA                                           | -                                                            | 58.9                                                           | 68.3                                                          |
| Solvent                                       | 19.2                                                         | 63.7                                                           | 66.7                                                          |
| <b>RMS Deviations</b>                         |                                                              |                                                                |                                                               |
| Bond lengths (Å)                              | 0.01                                                         | 0.007                                                          | 0.007                                                         |
| Bond angles (°)                               | 1.20                                                         | 0.792                                                          | 0.842                                                         |
| <b>Ramachandran plot</b>                      |                                                              |                                                                |                                                               |
| Allowed (%)                                   | 98.3                                                         | 100                                                            | 100                                                           |
| Outliers (%)                                  | 1.7                                                          | 0                                                              | 0                                                             |

<sup>a</sup>Data collection statistics is reported for unmerged Friedel pairs

<sup>b</sup>Values in parentheses refer to the highest resolution shell

**Supplementary Table 3: LRE categories. Related to Fig. 7.**

| RNA motif Variant | 1/-1 | I,II,III | Pairing Probability Bin | Score   | Level  |
|-------------------|------|----------|-------------------------|---------|--------|
| UAUGA:7           | U-A  | AUG      | 7                       | 1.84441 | Strong |
| UAUAA:7           | U-A  | AUA      | 7                       | 1.63461 | Strong |
| UGAAA:7           | U-A  | GAA      | 7                       | 1.45818 | Strong |
| UCAAA:7           | U-A  | CAA      | 7                       | 1.2545  | Strong |
| UACAA:7           | U-A  | ACA      | 7                       | 1.22135 | Strong |
| UAAAA:7           | U-A  | AAA      | 7                       | 1.16811 | Strong |
| UGCAA:7           | U-A  | GCA      | 7                       | 1.11358 | Strong |
| UGUAA:7           | U-A  | GUA      | 7                       | 1.06096 | Strong |
| UCUAA:7           | U-A  | CUA      | 7                       | 1.05241 | Strong |
| UAAGA:7           | U-A  | AAG      | 7                       | 0.9707  | Strong |
| UUUAA:7           | U-A  | UUA      | 7                       | 0.96786 | Strong |
| UCAGA:7           | U-A  | CAG      | 7                       | 0.94788 | Strong |
| UAUAA:6           | U-A  | AUA      | 6                       | 0.9321  | Strong |
| UGUGA:7           | U-A  | GUG      | 7                       | 0.8991  | Medium |
| UUUGA:7           | U-A  | UUG      | 7                       | 0.89742 | Medium |
| UUAGA:7           | U-A  | UAG      | 7                       | 0.87829 | Medium |
| UGAGA:7           | U-A  | GAG      | 7                       | 0.86413 | Medium |
| UGUAA:6           | U-A  | GUA      | 6                       | 0.83564 | Medium |
| UUAAA:7           | U-A  | UAA      | 7                       | 0.83551 | Medium |
| UUCAA:7           | U-A  | UCA      | 7                       | 0.83404 | Medium |
| UAUGA:6           | U-A  | AUG      | 6                       | 0.81587 | Medium |
| UACGA:7           | U-A  | ACG      | 7                       | 0.80056 | Medium |
| UCCAA:7           | U-A  | CCA      | 7                       | 0.77021 | Medium |
| UAAAA:6           | U-A  | AAA      | 6                       | 0.76223 | Medium |
| UCUGA:7           | U-A  | CUG      | 7                       | 0.74896 | Medium |
| UAGAA:7           | U-A  | AGA      | 7                       | 0.73576 | Medium |
| UUCGA:7           | U-A  | UCG      | 7                       | 0.73005 | Medium |
| UUUAA:6           | U-A  | UUA      | 6                       | 0.72904 | Medium |
| UGAGA:6           | U-A  | GAG      | 6                       | 0.71494 | Medium |
| UCUAA:6           | U-A  | CUA      | 6                       | 0.68443 | Medium |
| UGAUA:7           | U-A  | GAU      | 7                       | 0.6844  | Medium |
| UACAA:6           | U-A  | ACA      | 6                       | 0.67449 | Medium |
| UUAAA:6           | U-A  | UAA      | 6                       | 0.61226 | Medium |
| UUGAA:7           | U-A  | UGA      | 7                       | 0.60406 | Medium |
| UCGAA:7           | U-A  | CGA      | 7                       | 0.5824  | Medium |
| UCGGA:7           | U-A  | CGG      | 7                       | 0.57692 | Medium |
| UGAAA:6           | U-A  | GAA      | 6                       | 0.56925 | Medium |
| UAAAA:5           | U-A  | AAA      | 5                       | 0.54223 | Medium |
| UCAAA:6           | U-A  | CAA      | 6                       | 0.52941 | Medium |
| CUUAG:7           | C-G  | UUA      | 7                       | 0.49976 | Medium |
| UGCGA:7           | U-A  | GCG      | 7                       | 0.4898  | Medium |
| UGUAA:5           | U-A  | GUA      | 5                       | 0.45918 | Medium |

|         |     |     |   |         |         |
|---------|-----|-----|---|---------|---------|
| UGUGA:6 | U-A | GUG | 6 | 0.45877 | Medium  |
| UCCCA:7 | U-A | CCC | 7 | 0.44002 | Weak    |
| UUCAA:6 | U-A | UCA | 6 | 0.43203 | Weak    |
| CUAAG:7 | C-G | UAA | 7 | 0.42949 | Weak    |
| UUCGA:6 | U-A | UCG | 6 | 0.4135  | Weak    |
| CAUAG:7 | C-G | AUA | 7 | 0.39446 | Weak    |
| UACUA:7 | U-A | ACU | 7 | 0.39307 | Weak    |
| UUAAA:5 | U-A | UAA | 5 | 0.39234 | Weak    |
| UCAGA:6 | U-A | CAG | 6 | 0.36546 | Weak    |
| UUAGA:6 | U-A | UAG | 6 | 0.35639 | Weak    |
| UUUA:7  | U-A | UAU | 7 | 0.35141 | Weak    |
| UACGA:6 | U-A | ACG | 6 | 0.35003 | Weak    |
| CAAAG:7 | C-G | AAA | 7 | 0.34865 | Weak    |
| UGGAA:7 | U-A | GGA | 7 | 0.34131 | Weak    |
| UCCAA:6 | U-A | CCA | 6 | 0.32522 | Weak    |
| UAUAA:5 | U-A | AUA | 5 | 0.32497 | Weak    |
| UUUGA:6 | U-A | UUG | 6 | 0.3208  | Weak    |
| UACAA:5 | U-A | ACA | 5 | 0.3126  | Weak    |
| UUCAA:5 | U-A | UCA | 5 | 0.31073 | Weak    |
| CCAAG:7 | C-G | CAA | 7 | 0.30293 | Weak    |
| UAAUA:7 | U-A | AAU | 7 | 0.29526 | Weak    |
| UUUAA:5 | U-A | UUA | 5 | 0.28141 | Weak    |
| UGAAA:5 | U-A | GAA | 5 | 0.27765 | Weak    |
| UCUAA:5 | U-A | CUA | 5 | 0.27139 | Weak    |
| UGCGA:6 | U-A | GCG | 6 | 0.26833 | Weak    |
| UUAAA:4 | U-A | UAA | 4 | 0.25887 | Weak    |
| CGUAG:7 | C-G | GUA | 7 | 0.25801 | Weak    |
| UCAUA:7 | U-A | CAU | 7 | 0.25633 | Weak    |
| UUUGA:5 | U-A | UUG | 5 | 0.2535  | Weak    |
| UUGAA:6 | U-A | UGA | 6 | 0.25261 | Weak    |
| CCUAG:7 | C-G | CUA | 7 | 0.24647 | Weak    |
| UCAAA:5 | U-A | CAA | 5 | 0.24372 | Weak    |
| UAACA:6 | U-A | AAC | 6 | 0.2429  | Weak    |
| UUCUA:7 | U-A | UCU | 7 | 0.241   | Weak    |
| UCUGA:6 | U-A | CUG | 6 | 0.23796 | Weak    |
| UCGCA:7 | U-A | CGC | 7 | 0.23787 | Weak    |
| UUAGA:5 | U-A | UAG | 5 | 0.23348 | Weak    |
| CGAAG:7 | C-G | GAA | 7 | 0.23094 | Weak    |
| UGUGA:5 | U-A | GUG | 5 | 0.23041 | Weak    |
| UAAGA:6 | U-A | AAG | 6 | 0.22696 | Weak    |
| CAUGG:7 | C-G | AUG | 7 | 0.2242  | Minimal |
| UAAGA:5 | U-A | AAG | 5 | 0.22194 | Minimal |
| UGCAA:6 | U-A | GCA | 6 | 0.2187  | Minimal |
| UAGAA:6 | U-A | AGA | 6 | 0.2184  | Minimal |

|         |     |     |   |         |         |
|---------|-----|-----|---|---------|---------|
| UAUGA:5 | U-A | AUG | 5 | 0.213   | Minimal |
| UCUCA:7 | U-A | CUC | 7 | 0.20311 | Minimal |
| UGCAA:5 | U-A | GCA | 5 | 0.20054 | Minimal |
| UAACA:7 | U-A | AAC | 7 | 0.19932 | Minimal |
| UCCGA:7 | U-A | CCG | 7 | 0.19771 | Minimal |
| UAUCA:7 | U-A | AUC | 7 | 0.19687 | Minimal |
| UCUAA:4 | U-A | CUA | 4 | 0.19199 | Minimal |
| UAUUA:7 | U-A | AUU | 7 | 0.18267 | Minimal |
| UAUAA:4 | U-A | AUA | 4 | 0.17849 | Minimal |
| UAGUA:7 | U-A | AGU | 7 | 0.17612 | Minimal |
| UCAGA:5 | U-A | CAG | 5 | 0.17534 | Minimal |
| CUAGG:7 | C-G | UAG | 7 | 0.17524 | Minimal |
| UGUAA:4 | U-A | GUA | 4 | 0.17498 | Minimal |
| UCUGA:5 | U-A | CUG | 5 | 0.17405 | Minimal |
| UAGUA:5 | U-A | AGU | 5 | 0.16971 | Minimal |
| UCACA:7 | U-A | CAC | 7 | 0.16886 | Minimal |
| UAGUA:6 | U-A | AGU | 6 | 0.16481 | Minimal |
| UGUGA:4 | U-A | GUG | 4 | 0.16412 | Minimal |
| UAGGA:7 | U-A | AGG | 7 | 0.16237 | Minimal |
| CUUGG:7 | C-G | UUG | 7 | 0.1543  | Minimal |
| UCGAA:6 | U-A | CGA | 6 | 0.1542  | Minimal |
| UGAGA:5 | U-A | GAG | 5 | 0.14935 | Minimal |
| CACAG:7 | C-G | ACA | 7 | 0.14653 | Minimal |
| UUGAA:5 | U-A | UGA | 5 | 0.14441 | Minimal |
| UGCGA:5 | U-A | GCG | 5 | 0.1441  | Minimal |
| UGGGA:7 | U-A | GGG | 7 | 0.14338 | Minimal |
| UAGGA:6 | U-A | AGG | 6 | 0.13911 | Minimal |
| UGGAA:6 | U-A | GGA | 6 | 0.13808 | Minimal |
| CAAGG:7 | C-G | AAG | 7 | 0.13713 | Minimal |
| CAGAG:7 | C-G | AGA | 7 | 0.13602 | Minimal |
| CGUGG:7 | C-G | GUG | 7 | 0.12768 | Minimal |
| UGAGA:4 | U-A | GAG | 4 | 0.12282 | Minimal |
| CUCAG:7 | C-G | UCA | 7 | 0.11913 | Minimal |
| UCUCA:6 | U-A | CUC | 6 | 0.1165  | Minimal |
| CCGAG:7 | C-G | CGA | 7 | 0.11584 | Minimal |
| UCACA:5 | U-A | CAC | 5 | 0.11195 | Minimal |
| UACCA:7 | U-A | ACC | 7 | 0.10635 | Minimal |
| UAAAA:4 | U-A | AAA | 4 | 0.10354 | Minimal |
| UACAA:4 | U-A | ACA | 4 | 0.10163 | Minimal |
| UUCGA:5 | U-A | UCG | 5 | 0.10112 | Minimal |
| UGAUA:6 | U-A | GAU | 6 | 0.10001 | Minimal |

**Supplementary Table 4: *C. elegans* strains. Related to Methods**

| Experimental Models: <i>C. elegans</i> Strains                                                                                            |                                      |            |
|-------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------|------------|
| Strain                                                                                                                                    | Source                               | Identifier |
| Wild-type                                                                                                                                 | CGC                                  | N2         |
| EG6699, <i>xeSi147</i> [ <i>Pdpy-30::lin-29A 5'UTR exon 1::gfp(pest)/h2b::unc-54 3'UTR, unc-119(+)</i> ] II                               | Aeschimann et al., 2017 <sup>1</sup> | HW1619     |
| EG6699, <i>xeSi313</i> [ <i>Pdpy-30::lin-29A 5'UTR exon 1 mut2::gfp(pest)/h2b::unc-54 3'UTR, unc-119(+)</i> ] II                          | This study                           | HW1994     |
| EG6699, <i>xeSi314</i> [ <i>Pdpy-30::lin-29A 5'UTR exon 1 mut2-res::gfp(pest)/h2b::unc-54 3'UTR, unc-119(+)</i> ] II                      | This study                           | HW1995     |
| EG6699, <i>xeSi318</i> [ <i>Plin-29A(act-1 5'UTR exon)::gfp(pest)/h2b::unc-54 3'UTR(mab-10 condensed 3'UTR), unc-119(+)</i> ] II          | This study                           | HW1999     |
| EG6699, <i>rrrSi473</i> [ <i>Plin-29A(act-1 5'UTR exon)::gfp(pest)/h2b::unc-54 3'UTR(mab-10 condensed 3'UTR mut), unc-119(+)</i> ] II     | This study                           | RAF2004    |
| EG6699, <i>rrrSi474</i> [ <i>Plin-29A(act-1 5'UTR exon)::gfp(pest)/h2b::unc-54 3'UTR(mab-10 condensed 3'UTR mut-res), unc-119(+)</i> ] II | This study                           | RAF2005    |
| <i>lin-41(rrr3)</i> (I); <i>rrrSi367</i> [ <i>Plin-41::FLAG-GFP-TEV-LIN-41::lin-41 full-length 3'UTR; unc-119(+)</i> ] (II)               | Tocchini et al., 2014 <sup>2</sup>   | RAF1587    |

**Supplementary Table 5: RNA sequences used for fluorescence polarization. Related to Methods**

| Name        | Length | Sequence                        | Description                                |
|-------------|--------|---------------------------------|--------------------------------------------|
| L1          | 13     | GGAGUCCAACUCC                   | lin-29A 5'UTR SL I                         |
| Ctrl        | 13     | GCUGACCAACUCC                   | a stem-loop with 5 nucleotides in the loop |
| L1.1 (Mut1) | 13     | GGAGUCC <u>U</u> ACUCC          | Loop III (A->U) mutation in L1             |
| L1.2 (Mut2) | 13     | GGAGUCC <u>C</u> ACUCC          | Loop III (A->C) mutation in L1             |
| L1.3 (Mut3) | 13     | GGAGUCC <u>G</u> ACUCC          | Loop III (A->G) mutation in L1             |
| L1.4 (Mut4) | 13     | GGAG <u>A</u> CCA <u>U</u> CUCC | Stem -1/+1 (U-A->A-U) mutation in L1       |
| L1.5 (Mut5) | 13     | GGAG <u>C</u> CCA <u>G</u> CUCC | Stem -1/+1 (U-A->C-G) mutation in L1       |
| L1.6 (Mut6) | 13     | GGAG <u>G</u> CCA <u>C</u> CUCC | Stem -1/+1 (U-A->G-C) mutation in L1       |

Mutations are marked in red.

## Supplementary Note 1: RNA Secondary structure models.

The predicted secondary structures for *lin-29A* 5'UTR, parts of *mab-10* 3'UTR and the condensed *mab-10* 3'UTR are shown in dot-bracket notation. Several models are shown for each sequence and their minimum free energies are indicated. Sequence regions that fold into tri-loop SLs with a U-A base pair at stem position 1 are highlighted in green. Other tri-loop SLs are highlighted in yellow. The loop nucleotides are shown in red. Alternative secondary structures of these regions are highlighted in gray. The yellow SLs in part 2 and part 3 of the *mab-10* 3'UTR arise from overlapping sequences and hence will never form simultaneously in the context of whole *mab-10* 3'UTR.

### *C. elegans mab-10* 3'UTR

#### Part 2 - nucleotides 151 – 350

SLI                      SLII

```
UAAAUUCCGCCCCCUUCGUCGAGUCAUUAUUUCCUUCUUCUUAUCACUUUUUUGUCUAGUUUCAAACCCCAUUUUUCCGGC GGUUUUUA AAAAACC AAUGCCAA GCUCUCAUUA AUGGGAGU CUAACACAGUUCGGUCCAACCAAC GCCCACGGC CCCGCCCAUUAGAUAAUUUAAAAU
1. >ENERGY = -32.6
...(((((((.....))..))))).((((((((((((.....(((((((.....))..))))))..))))))..))))..((((((((((((.....(((((((.....))..))))))..))))))..))))..((((((((((((.....(((((((.....))..))))))..))))))..))))..
2. >ENERGY = -32.4
...(((((((.....))..))))).((((((((((((.....(((((((.....))..))))))..))))..))))..((((((((((((.....(((((((.....))..))))))..))))..))))..((((((((((((.....(((((((.....))..))))))..))))..))))..
3. >ENERGY = -30.0
...(((((((.....))..))))).((((((((((((.....(((((((.....))..))))))..))))..))))..((((((((((((.....(((((((.....))..))))))..))))..))))..((((((((((((.....(((((((.....))..))))))..))))..))))..
4. >ENERGY = -29.6
...(((((((.....))..))))).((((((((((((.....(((((((.....))..))))))..))))..))))..((((((((((((.....(((((((.....))..))))))..))))..))))..((((((((((((.....(((((((.....))..))))))..))))..))))..
```

#### Part 3 - nucleotides 301 – 500

SLIII

```
GUUCCAAAACCAACGCCAC GGC CCC GCC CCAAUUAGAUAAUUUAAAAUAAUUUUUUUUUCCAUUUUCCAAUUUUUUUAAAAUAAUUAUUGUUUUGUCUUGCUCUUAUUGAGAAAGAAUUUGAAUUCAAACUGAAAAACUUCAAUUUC GCAUCCA AUGC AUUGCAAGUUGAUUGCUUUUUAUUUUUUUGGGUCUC
> ENERGY = -27.3
> ENERGY = -26.9
> ENERGY = -26.8
> ENERGY = -26.4
> ENERGY = -26.3
> ENERGY = -26.2
> ENERGY = -25.8
> ENERGY = -25.7
> ENERGY = -25.5
> ENERGY = -24.7
> ENERGY = -24.6
```

### *C. elegans mab-10* 3'UTR

Part 4 - nucleotides 451 – 650

[illegible]

***C. elegans mab-10* condensed 3'UTR (217 nucleotides)**

[illegible]

***C. elegans lin-29A* 5'UTR exon 1 (194 nucleotides)**

[illegible]

## Supplementary Note 2: Multiple sequence alignment of NHL domains of various NHL domain-containing proteins.

Alignment positions with a conserved residue in 60% or more of the proteins analyzed are highlighted in cyan.

```

BratDrosophilamelanogaster      KMIYHCKF-GEFGVM----EGQFTEPSGVAVNA-QNDIIIVADTNN-HRIQIF-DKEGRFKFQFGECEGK-----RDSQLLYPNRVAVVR----NSGDIIVTERS
BratisoformX1Papiliomachaon    KMIYHCKF-GEFGVM----EGQFTEPSGVAVNA-QNDIIIVADTNN-HRIQIF-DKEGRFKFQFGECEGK-----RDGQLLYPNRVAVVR----TSGDIIVTERS
BratApismellifera              KMIYHCKF-GEFGVM----EGQFTEPSGVAVNA-QNDIIIVADTNN-HRIQIF-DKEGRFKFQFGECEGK-----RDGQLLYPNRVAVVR----TSGDIIVTERS
BratMyzuspersicae              KMIYHCKF-GEFGAM----EGQFTEPSGVAVNA-QNDIIIVADTNN-HRIQIF-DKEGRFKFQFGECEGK-----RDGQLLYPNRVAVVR----PSGDIIVTERS
BratParasteatodatepidariorum  KMIYHCKF-GEFGVM----EGQFTEPSGVAVNA-QNDIIIVADTNN-HRIQIF-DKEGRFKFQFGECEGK-----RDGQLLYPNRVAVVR----NSGDIIVTERS
NCL1-likeParasteatodatepidariorum KMIYHCKF-GEFGVM----EGQFTEPSGVAVNA-QNDIIIVADTNN-HRIQIF-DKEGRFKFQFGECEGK-----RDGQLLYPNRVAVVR----TSGDIIVTERS
NCL1Ascarissuum               KMIYHCKF-GEFGVM----EGQFTEPSGVAVNA-QNDIIIVADTNN-HRIQIF-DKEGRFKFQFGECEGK-----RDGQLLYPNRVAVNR----VTGDFIVTERS
NCL1Brugiamalayi              KMIYHCKF-GEFGVM----EGQFTEPSGVAVNA-QNDIIIVADTNN-HRIQIF-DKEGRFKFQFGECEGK-----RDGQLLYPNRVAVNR----LTGDFIVTERS
NCL1Caenorhabditiselegans     KMIYHCKF-GEFGVM----EGQFTEPSGVAVNG-QGDIVVADTNN-HRIQVF-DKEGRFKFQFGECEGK-----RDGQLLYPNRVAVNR----TTGDFVVTTERS
BratAscarissuum               DLILRWHTL-GGIVGVG---PGQFNSPHGFCLGC-DDEILVADTNN-HRIQIL-SKQGMVMQFGIAGT-----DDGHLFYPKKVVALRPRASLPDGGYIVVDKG
NHL2Caenorhabditiselegans     KVHVSFGT-SQQGST----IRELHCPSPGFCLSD-TDDILVADTNN-HRVVVC-GPPHP--WKIGRPGT-----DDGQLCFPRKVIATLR----GEAVRVVVLDDKG
Brat-likeApismellifera        PMHIRCKF-GQLGPS----KGQFSSPHGFCLSA-DEDIIVADTNN-HRIQIF-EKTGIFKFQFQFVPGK-----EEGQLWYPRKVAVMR----NSGKFVVCDRG
NCL1-likeMyzuspersicae        SMDIVAKF-CQMGSG----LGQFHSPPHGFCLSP-TEDIVVADTNN-HRIQVF-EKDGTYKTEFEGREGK-----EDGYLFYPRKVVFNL----HNQIVVCDRG
Brat-likePapiliomachaon       PMHIRCKF-GQLGGG----KGQFNSPHGFCLGN-DEDIIVADTNN-HRIQVF-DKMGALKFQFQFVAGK-----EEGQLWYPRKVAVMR----ATGKFVVCDRG
Brat-likeCapitellateleta      AMQIRCKF-GQLGPG----KSQFNSPHGFCLGM-DEDIIVADTNN-HRIQVF-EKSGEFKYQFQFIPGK-----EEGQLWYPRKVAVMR----HCGKFVVCDRG
Brat-likeParasteatodatepidariorum TMQIRCKF-GQLGPG----KSQFSSPHGFCLGM-DEDIIVADTNN-HRIQVF-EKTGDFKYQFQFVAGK-----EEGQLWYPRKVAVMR----SSGKFVVCDRG
Mei-P26Drosophilamelanogaster PMQIRCKF-GSLGTA----KGQFNSPHGFCLGV-DEDIIVADTNN-HRIQVF-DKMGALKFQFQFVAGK-----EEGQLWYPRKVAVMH----NNGKFVVCDRG
NHL1Ascarissuum               KSKPLRVF-GKKGSK----EGDLNWPRGVTALC-GTEFAVCDSSN-HRVQVF-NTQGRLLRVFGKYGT-----GEGQLDSAAGICCN----RFRQLIVSDRY
NHL1isoformCBrugiamalayi      KGKPKLVF-GKKGSK----EGELNWPRGLAILG-GNEFAVCDSSN-HRVQVF-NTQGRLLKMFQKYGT-----GDAQLDSAAGICYS----RYKHLIVSDRY
NHL1Caenorhabditiselegans     RGRPRAVF-GRKGAK----DGELNWPRGICALS-GGLVATCDSSN-HRVQVF-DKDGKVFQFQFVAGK-----GAGQLDSAAGLASS----KLRVIVSDRY
NHL1Capitellateleta          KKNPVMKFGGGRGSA----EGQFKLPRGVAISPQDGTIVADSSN-HRAQVF-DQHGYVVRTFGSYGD-----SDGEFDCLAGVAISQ----SGDVIIVADRY
NHL1isoformX2Apismellifera    KRRQLFKF-GMRGSE----PGCFTWPRGLAVGP-DNSIVVADSSN-HRVQVF-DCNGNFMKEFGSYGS-----GEGFDCLAGVAVMR----IGQYIIVADRY
NHL1-likeAplysiacalifornica   KGTAVVRF-GDRGSE----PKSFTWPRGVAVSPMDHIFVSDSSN-HRVQVF-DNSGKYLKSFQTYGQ-----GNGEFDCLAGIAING----LGQIIVADRY
NHL1Parasteatodatepidariorum KGKSCFKF-GSRGTE----HGCFTWPRGVSVGT-DNTIVVADSSN-HRVQVF-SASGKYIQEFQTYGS-----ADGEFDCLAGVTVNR----IGQFIVSDRY
NHL1isoformX1Myzuspersicae    KRQLLFKI-CGRGSE----PGYFTWPRGVAVGP-DNLIVVADSSN-HRIQVF-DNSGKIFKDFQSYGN-----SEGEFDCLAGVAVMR----IGQYIIVADRY
NHL1isoformX1Papiliomachaon   KRQLLFQF-GSRGSE----PGYFTWPRGVAVGP-DNTMVVADSSN-HRVQVF-DMNGIFLKFQTYGS-----GEGFDCLAGVAVMR----IGQYIIVADRY
AbbaDrosophilamelanogaster    KRQQLFQF-GGRGSE----PGSFTWPRGLAVGP-DNSIVVADSSN-HRVQVF-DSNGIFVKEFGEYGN-----GEGFDCLAGVAVMR----IGQYIIVADRY
NHL1isoformX1Parasteatodatepidariorum KRRMLMKI-GSRGSD----SSNFTWPRGVAVGP-DNSIVVADSSN-HRIQVF-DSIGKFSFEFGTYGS-----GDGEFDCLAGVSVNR----IGQFIVSDRY
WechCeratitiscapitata        MLTPTTIF-ATEGHD----DGQVSRPWGLCVDK-FGNVIVSDRRN-HRVQVF-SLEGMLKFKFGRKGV-----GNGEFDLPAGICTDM----QNRIVIVDKD
WechBombyxmori               PGVPMFSF-GREGQD----EGQVSRPWGLCVDK-EGNIIIVADRRN-NRIQIF-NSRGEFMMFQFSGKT-----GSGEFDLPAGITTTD----YGRIVIVDKD
WechisoformAclunioamarinus    ALVPGLTf-CFDGHE----DGEVSRPWGICVNK-NNELIVADRRN-NRIQVF-FADGGFKFKFQFVKGt-----GSQGFDPAGVATDQ----NNRIVIVDKD
WechisoformX1Aedesaegypti     AVGPSTTF-GFDGHE----DGQVSRPWGIAVDK-DGHVIVADRRN-NRVQVF-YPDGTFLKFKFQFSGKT-----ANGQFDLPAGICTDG----QNRIVIVDKD
WechMuscadomestica           SNALSLSF-ATEGHE----DGQVSRPWGLCVDK-MGHILVSDRRN-NRVQVF-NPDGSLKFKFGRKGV-----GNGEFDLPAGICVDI----DNRIVIVDKD
WechDrosophilamelanogaster    SNALSLSF-ATEGHE----DGQVSRPWGLCVDK-MGHVIVSDRRN-NRVQVF-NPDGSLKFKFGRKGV-----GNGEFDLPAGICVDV----DNRIVIVDKD
TRIM71Daniorerio             VGLPMASF-GGEGDG----DGQLCRPWGICVDK-EGYVIVADRSN-NRVQVF-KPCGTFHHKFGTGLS-----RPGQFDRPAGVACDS----QRRIVIVADK
TRIM71isoformX1Apismellifera SVTPLRII-GNDGNF----QDNLCRPWGICADR-EGHIIIVADRSN-NRIQIF-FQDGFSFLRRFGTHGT-----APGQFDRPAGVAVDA----RRRIVIVADK
TRIM71Cionaintestinalis      AGTPVLTF-CKEGSK----DGELCRPWGICDS-QGHLIVADRSN-NRLQIF-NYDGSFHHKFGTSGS-----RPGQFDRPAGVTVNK----LQGIIVADK
TRIM71-likeParasteatodatepidariorum IGLVLTSF-GGEGDS----DGKLCRPWGVCTDK-SGNIIVADRSN-NRVQVF-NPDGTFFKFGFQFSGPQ-----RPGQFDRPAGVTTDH----LNRIVIVADK
TRIM71Capitellateleta       VGSVSLQF-GVEGSA----DGELCRPWGICTHR-DGYIIVADRSN-NRIQIF-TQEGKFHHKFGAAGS-----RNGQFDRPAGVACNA----QGQIIVADK
TRIM71isoformXenopuslaevis    IGLPTLSF-GGEGDH----DGKLCRPWGVCDR-EGYIVVADRSN-NRVQVF-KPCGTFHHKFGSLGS-----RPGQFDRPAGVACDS----SRRIVIVADK
TRIM71Homosapiens            IGLPLGSF-GSEGDs----DGKLCRPWGVSVDK-EGYIIVADRSN-NRVQVF-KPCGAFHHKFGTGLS-----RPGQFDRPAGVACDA----SRRIVIVADK
TRIM71Ornithorhynchusanatinus VGLPLGSF-GSEGDN----DGKLCRPWGVSVDK-EGYIIVADRSN-NRVQVF-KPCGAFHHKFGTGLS-----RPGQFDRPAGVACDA----SRRIVIVADK
Lin41Caenorhabditiselegans   AKGPILTF-CKEGSG----DGELCRPWGICVDQ-RGRVIVADRSN-NRVQVF-DKDNFISKFQFSGN-----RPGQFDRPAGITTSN----LNNIVIVADK
Lin41Ascarissuum             RTGPVFSF-GSEGTA----DGQVCRPWGICVDN-KGRIIVADRSN-NRVQVF-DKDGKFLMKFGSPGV-----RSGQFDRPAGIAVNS----MNEIVIVADK
Lin41isoformfBrugiamalayi     RTGPVFSF-GSEGSA----DGQVCRPWGICVDN-KGRIIVADRSN-NRIQIF-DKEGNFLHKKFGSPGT-----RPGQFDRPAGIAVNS----MNEIVIVADK
NHL3Daniorerio              EDELLYRV-TRGRE----KGEFTNLQGISASI-SGRVIVADSN-QCIVQF-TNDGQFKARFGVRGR-----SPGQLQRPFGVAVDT----NGDVIVADYD
TRIM2Parasteatodatepidariorum EDDLILKf-GHRGRG----RGDFSNPQGVCTT-DGHIIIVADSN-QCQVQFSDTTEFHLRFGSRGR-----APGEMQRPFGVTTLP----NGDVIVADYE
TRIM2Capitellateleta        EDDLVLVS-GMKGRA----KGEFTNPQGVCCYK-DRVIVADSN-QCQVQF-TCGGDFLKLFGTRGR-----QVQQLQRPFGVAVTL----NGNXLVADYD
TRIM2isoformX1Daniorerio     EDDLIFRI-CTKGRN----KGEFTNLQGVAASS-VGRVLIADSN-QCQVQF-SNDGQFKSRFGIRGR-----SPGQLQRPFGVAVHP----SGDIIVADYD
TRIM2isoformX1Ornithorhynchusanatinus EDDLIFRV-CTKGRN----KGEFTNLQGVAAST-NGKILVADSN-QCQVQF-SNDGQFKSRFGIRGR-----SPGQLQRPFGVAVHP----SGDIIVADYD
TRIM2Musmusculus            EDDLIFRV-CTKGRN----KGEFTNLQGVAAST-SGKILVADSN-QCQVQF-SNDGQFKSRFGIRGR-----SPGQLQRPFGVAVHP----SGDIIVADYD
TRIM2Homosapiens            EDDLIFRV-CTKGRN----KGEFTNLQGVAAST-NGKILVADSN-QCQVQF-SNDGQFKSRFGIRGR-----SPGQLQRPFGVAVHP----SGDIIVADYD

```

TRIM2LhomeologXenopuslaevis  
 TRIM3ShomeologXenopuslaevis  
 TRIM3isoformXlDaniorerio  
 TRIM3Musmusculus  
 TRIM3Homo sapiens  
 TRIM32Homo sapiens  
 TP0421Treponemapallidum  
 BB0236Borrelia burgdorferi  
 NHL3Caenorhabditiselegans  
 PGal-1Caenorhabditiselegans  
 Pal2Drosophilamelanogaster  
 PallDrosophilamelanogaster  
 PamRattusnorvegicus  
 AMDHomo sapiens  
 Pamm-1Caenorhabditiselegans  
 MT3624Mycobacteriumtuberculosis  
 PKNDMycobacteriumtuberculosis  
 NHLRClHomo sapiens  
 TRIM56Homo sapiens

EDDLIFRV-GTKGRN----KGEFTNLQGVAAST-NGKILADSN--QCQVIF-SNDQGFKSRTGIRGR-----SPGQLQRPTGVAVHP-----SGDIIADYD  
 EDEMILRV-GSRGRD----KGEFSNLQISTSC-NNRIVVADSNN-QCQVIF-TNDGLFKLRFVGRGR-----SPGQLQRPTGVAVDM-----NGDIVVADYD  
 EDELIFRV-GTRGRF-----RGEFSNLQISTTS-SGRIVVADSNN-QCQVIF-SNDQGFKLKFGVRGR-----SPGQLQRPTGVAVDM-----NGDIVVADYD  
 EDELVFRV-GSRGRE----KGEFTNLQGVSAAS-SGRIVVADSNN-QCQVIF-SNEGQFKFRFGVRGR-----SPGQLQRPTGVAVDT-----NGDIVVADYD  
 EDELVFRV-GSRGRE----KGEFTNLQGVSAAS-SGRIVVADSNN-QCQVIF-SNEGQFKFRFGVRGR-----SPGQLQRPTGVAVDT-----NGDIVVADYD  
 QCLFLKKN-GAKGST----PGMFNLVPSLYVTS-QGEVLVADRGN-YRQVIF-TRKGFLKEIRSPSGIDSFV-----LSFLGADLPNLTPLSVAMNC-----QQLIGVTDYSY  
 HFSESESF-HAVRRG----TVLFRPLSLCALA-DGTFWMSAYGS-NELLRF-DVNGRVIARTGPV-----EGFDRPFDVQTR-----SGDLLVSEFA  
 ELNFKKLV-KVASLDNSIYKRPBGYQITSLRADK-YGGYYAANFVG-NEILYF-DVNNVNVALVKDGF-----SYLKSPYDVIEA-----NNLLYVTLYS  
 AFRIDSFH-AYDWMQ----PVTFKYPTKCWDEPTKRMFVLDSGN-KRVRVL-RDNGDVITDVRN-----DEFKSGTGMVYLG-----NEELVVLWSQ  
 VFEQDREL-IGLFNF----SKEIGQVSGLAVNK-NGHIVAFHRSG-RVWDEK-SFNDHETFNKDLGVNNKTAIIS--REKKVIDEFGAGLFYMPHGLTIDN-----NGDYVVTDVG  
 SVPTPVLV-ENWPTF----QHSFGQVTA VADP-QGSPVVFHRAE-RYWDVN-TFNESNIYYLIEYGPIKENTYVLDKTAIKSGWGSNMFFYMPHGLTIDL-----HGNYWTIDVA  
 LNNTYVYQ-NAWPAN-----NVKLGAVTAVSFDK-AGNVVIFHRVN-RVWGQT-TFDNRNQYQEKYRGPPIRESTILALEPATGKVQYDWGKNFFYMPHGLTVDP-----EDNVWLTIDVA  
 GDFHVEEE-LDWPGV----YLLPGQVSGVALDS-KNNLVIFHRGD-HVWDGN-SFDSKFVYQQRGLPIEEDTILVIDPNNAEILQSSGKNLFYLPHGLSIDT-----DGNVWVTIDVA  
 GDFHMEEA-LDWPGV----YLLPGQVSGVALDP-KNNLVIFHRGD-HVWDGN-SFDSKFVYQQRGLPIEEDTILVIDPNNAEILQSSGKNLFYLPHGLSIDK-----DGNVWVTIDVA  
 PFGIVQEA-IHENLG----GVKLQVAGLAFNN-EQQLLVFQRAG-RVWDAS-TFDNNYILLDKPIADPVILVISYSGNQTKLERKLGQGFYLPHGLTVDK-----DGFVYTTDVG  
 TSRQAASP-TTSPSPSQVVPIDLWNPBGVTVDL-ADAVVYADSGH-KRLKLL-PAGSNTPTTLFF-----TDTIGPGGVAVNS-----NRDVYVIDED  
 SQGTVLPF-TG-----IDFRLSPSGVAVDS-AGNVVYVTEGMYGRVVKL-ATSGTGTTLVLPF-----NGLYQPGGLAVDG-----AGTVYVTDNF  
 SAPGALT-HFTFGG----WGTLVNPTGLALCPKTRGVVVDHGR-DQRKIF-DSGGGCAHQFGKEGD-----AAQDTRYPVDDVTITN-----DCHVVVTDAG  
 RPIFYCSF-PTRMFG----DKRSPRITGLCFPG-PRILVADEQN-RALKRF-SLNGDYKGTVPVP-----EGCSPCSVAAL-----QSAVAFSA

BratDrosophilamelanogaster  
 BratisoformXlPapiiomachao  
 BratApismellifera  
 BratMyzuspersicae  
 BratParasteatodatepidariorum  
 NCL1-likeParasteatodatepidariorum  
 NCL1Ascarissuum  
 NCL1Brugiamalayi  
 NCL1Caenorhabditiselegans  
 BratAscarissuum  
 NHL2Caenorhabditiselegans  
 Brat-likeApismellifera  
 NCL1-likeMyzuspersicae  
 Brat-likePapiiomachao  
 Brat-likeCapitellateleta  
 Brat-likeParasteatodatepidariorum  
 Mei-P26Drosophilamelanogaster  
 NHL1Ascarissuum  
 NHL1isoformBrugiamalayi  
 NHL1Caenorhabditiselegans  
 NHL1Capitellateleta  
 NHL1isoformX2Apismellifera  
 NHL1-likeAplysiacalifornica  
 NHL1Parasteatodatepidariorum  
 NHL1isoformXlMyzuspersicae  
 NHL1isoformXlPapiiomachao  
 AbbaDrosophilamelanogaster  
 NHL1isoformXlParasteatodatepidariorum  
 WechCeratitis capitata  
 WechBombyxmori  
 WechisoformAclunio marinus  
 WechisoformXlAedesaegypti  
 WechMuscadomestica  
 WechDrosophilamelanogaster  
 TRIM71Daniorerio  
 TRIM71isoformApismellifera  
 TRIM71Cionaintestinalis  
 TRIM71-likeParasteatodatepidariorum  
 TRIM71Capitellateleta  
 TRIM71isoformXenopuslaevis  
 TRIM71Homo sapiens

P--THQIQIYN-QYQ-Q-FVRKFGAT-----ILQHPRGVTVDNK--GRIIVVECK-VMRVII--FDQNG--NVLHKFGCSK-----HLE-----  
 P--THQIQIYN-QYQ-Q-FVRKFGAN-----ILQHPRGVTVDNK--GRIVVVECK-VMRVII--FDQVQ--NVLQKFGCSK-----HLE-----  
 P--THQIQIYN-QYQ-Q-FVRKFGAN-----ILQHPRGVTVDNK--GRIVVVECK-VMRVII--FDQAG--NVLQKFGCSK-----HLE-----  
 P--THQIQIYN-QYQ-Q-FVRKFGAT-----ILQHPRGVTVDNK--GRIVVVECK-VMRVII--FDQAG--NVLVKEFGCSK-----HLE-----  
 P--THQIQIYN-QYQ-Q-FVRKFGAN-----ILQHPRGVTVDNK--GLIIVAECK-VMRVII--FDQEC--NVMHKFGCSK-----HLE-----  
 P--THQIQIYN-QYQ-Q-FVRKFGAN-----ILQHPRGVTVDNK--GRIVVVECK-VMRVII--FDQLG--NVLQKFGCSK-----HLE-----  
 P--THQIQIYN-QYQ-Q-FLRKFGAN-----ILQHPRGVVCVDNK--GRIIVIECK-VMRVII--FDMFG--NVLQKFGCSR-----YLE-----  
 P--THQIQIYN-QYQ-Q-FLRKFGAN-----ILQHPRGVVCVDNK--GRIIVIECK-VMRVII--FDMFG--NVLQKFGCSR-----YLE-----  
 P--THQIQIYN-QYQ-Q-FLRKFGAN-----ILQHPRGVVCVDNK--GRIIVIECK-VMRVII--FDMFG--NVLQKFGCSR-----YLE-----  
 D-NKARLQLFS-KVGE-FIHKIVA-----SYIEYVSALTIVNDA--GHVVVFNST-SAMFVL--DVDQGP IAKILKWADCGK-----MLC-----  
 GDGKTRAQIFE-ARGE-FVKRLNMA-----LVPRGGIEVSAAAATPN--GQLLLVDTA-GFVYST--DVDAP--RVTFWFDAST-----QLG-----  
 N-ERSRMQIFT-KSGH-FIKKIAI-----RYIDIVAGLAVTSE--GHILAVDSV-SPTVFV--ISDTG--DLLRWFDCESE-----YMR-----  
 S-DRSRVQIFEXPTGK-FIKKIQV-----QFIEIVAGVAVTAN--GHILAVDSV-HPTVFVLNVNEDN--GIMKWFDCAS-----YME-----  
 N-ERSRMQIFT-KNGH-FLKKIAV-----RFIDIVAGLAVTAE--GLIIVAVDSV-TPTVFI--LSEEG--DLMSWFDCESE-----CMR-----  
 N-ERSRMQIFT-KNGH-FIKKIAI-----RYIDIVAGLAVTSE--GHILAVDSV-SPTVFC--IGETG--ELVWFDCESE-----YMR-----  
 S-ERSRMQIFT-KTGH-FLKKIAI-----RYIDIVAGLAVTSE--GHILAVDSV-APTTFI--ISETG--DLLHWFDCESE-----YMR-----  
 N-ERSRMQIFS-KCGH-FMKKIAI-----RYIDIVAGLAVTAK--GHILAVDSV-SPTVFV--LSEEG--ELVRWFDCESE-----YMR-----  
 N--HRIVIFD-QLQG-FIRAFGGHG-----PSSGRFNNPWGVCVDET--GIIVAVDKD-NHRVQV--FDSNG--QFVSKFGSMGP-----GPGQLH-----  
 N--HRIMIFD-QDGH-CVRKFGHG-----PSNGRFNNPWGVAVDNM--GMIYVVDKD-NHRVQV--FDSKG--QFAGKFGTGMGP-----GISQFH-----  
 N--HRISVFG-LEGD-HLFSFGHG-----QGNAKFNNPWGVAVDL--GSIYVADKD-NHRVQV--FDKNG--QFIKFGSGFGH-----LPGQLN-----  
 N--HRIQIFD-SNFN-FKLKFGSEG-----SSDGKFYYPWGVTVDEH--GLVYVCDKE-NHRVQV--FGADG--TFLRRFGSTGN-----QPGKLE-----  
 N--HRIQVLD-PSGR-FLRAFSGQG-----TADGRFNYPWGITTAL--GFIYVCDKE-NHRVQV--FQSDG--TFVGKFGSCGS-----GRGQLE-----  
 N--HRVQVLD-RNGR-FQCSFGSEG-----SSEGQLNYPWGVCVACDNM--GFIYVCDKE-NHRVQV--FQSDG--AFVRTFGHYGN-----RSQGF-----  
 N--HRIQVLD-PNGR-FIRAFGGHG-----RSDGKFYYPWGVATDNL--GFIYVCDKE-NHRVQV--FQDNG--TYVTKFGGIGQ-----RPGELE-----  
 N--HRIQVLD-PSGR-FLRAFSGQG-----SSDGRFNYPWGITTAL--GFIYVCDKE-NHRVQV--FQSDG--TFVGKFGSNGN-----KIGQLE-----  
 N--HRIQVLD-PAGR-FLRAFSGQG-----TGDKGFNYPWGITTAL--GFIYVCDKE-NHRVQV--FQSDG--TFVGKFGSFGS-----KLQGLE-----  
 N--HRIQVLD-PQGR-FLRAFSGQG-----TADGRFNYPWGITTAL--GFIYVCDKE-NHRVQV--FQSDG--SFVGKFGSCGR-----GGQGLE-----  
 N--YRVQLED-PTGR-FLRAFSGEG-----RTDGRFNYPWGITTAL--GFIYVCDKE-NHRVQV--FQSDG--TFVGKFGSLGS-----RPGQLE-----  
 N--HRVQIFT-ANGL-FLLKFGSYG-----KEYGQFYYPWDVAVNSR--RQIVVTDNR-NHRVQV--FDSEG--RFIRQVIFDNH-----GLNKGIA-----  
 N--HRVQIFT-SSGN-FILKFGSYG-----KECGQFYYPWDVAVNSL--GNIVVTDNR-NHRVQV--FTSDG--TYITKVFVEGANP-----AKMLKGT-----  
 N--HRVQVFS-ASGA-FILKFGSYG-----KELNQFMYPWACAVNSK--SQLLVTDNR-NHRVQV--FSPDG--NFISRFSPDGVNH-----SRYLKGLT-----  
 N--HRVQVFS-TNGL-FLLKFGSYG-----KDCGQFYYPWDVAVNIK--GEILLVTDNR-NHRVQV--FNSEG--QFISRFSPDGVNH-----SRYLKGLT-----  
 N--HRVQIFT-STGA-FILKFGSYG-----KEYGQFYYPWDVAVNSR--RQIVVTDNR-NHRVQV--FDSEG--RFIRQVIFDNH-----SKNGIA-----  
 N--HRVQIFT-ASGV-FLLKFGSYG-----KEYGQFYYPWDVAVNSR--RQIVVTDNR-NHRVQV--FDSEG--RFIRQVIFDNH-----QTKGIA-----  
 N--HRIQIFT-FDQ-Q-FLLKFGEGK-----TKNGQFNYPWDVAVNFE--GKILVSDTR-NHRVQV--FGPDG--TFLNKYGFEGA-----LWKHFD-----  
 N--HRVQVLT-MEGL-FILKFGEGK-----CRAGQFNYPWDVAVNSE--CQIVVSDTR-NHRVQV--FSPDG--VFLRKYGYESP-----NMWKHFD-----  
 N--HRIQIFT-FDGT-FVGMFGERG-----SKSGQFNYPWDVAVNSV--GMIAVTDNR-NHRVQV--FSPDG--TFLNKYGFEGA-----LWKHFD-----  
 N--HRIQIFT-GDGN-FILKFGGERG-----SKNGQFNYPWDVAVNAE--GHILVSDTR-NHRVQV--FGSDG--SFINKYGFDDG-----LWKHFD-----  
 N--HRQIFA-FDGT-FILKFGEGK-----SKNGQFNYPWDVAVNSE--GRVLVSDTR-NHRVQV--FSSDG--QFINKYGFEGS-----LWKHFD-----  
 N--HRVQIFT-FEQ-Q-FLLKFGEGK-----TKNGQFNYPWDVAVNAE--GKILVSDTR-NHRVQV--FGPDG--TFLNKYGFEGA-----LWKHFD-----  
 N--HRIQIFT-FEQ-Q-FLLKFGEGK-----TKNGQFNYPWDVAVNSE--GKILVSDTR-NHRVQV--FGPDG--VFLNKYGFEGA-----LWKHFD-----

TRIM71Ornithorhynchusanatinus N---HRIQIFT-FDQ-Q-FLLKPEGEK-----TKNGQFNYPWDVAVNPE--GKLLVSDTR-NHRIQL-FGPDG---VFLNKYGFEGA-----LWKHFD-----  
Lin41Caenorhabditiselegans N---HRVQVFD-ENGM-FLLKPGDRG-----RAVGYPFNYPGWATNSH--NAIAVSDTR-NHRVQI-FTPOG---QFVRKCGFDSAY-----FFKNLD-----  
Lin41Ascarissuum N---HRIQVFN-EGKE-FLLKFGERG-----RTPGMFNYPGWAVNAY--NQIAVSDTR-NHRVQI-FSPQG---HYIRKCGFDSSL-----YFKNLD-----  
Lin41isoformfBrugiamalay N---HRVQVFS-ERGD-FLLKFGERG-----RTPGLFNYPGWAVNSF--NQIAVSDTR-NHRVQM-FSPQG---HFIRKCGFDSSL-----YKNKND-----  
NHL3Daniorerio N---RWISIFS-PDGK-FKNKIGAG-----RLMGPKGVAVDRN--GHIIAVDNK-ACCVFI-FQSNQ---KLVTKFGARGT-----SDRQFA-----  
TRIM2Parasteatodatepidariorum N---KWISIHD-PKGG-YVSRIGIG-----KLLGPKGVTVNKN--GHIIIVDNK-GNNVLV-FRENG---KVLHKFGSRPS-----DGRFT-----  
TRIM2Capitellateleta N---KWVSVEN-PDGK-YLNKIGTG-----KLLGPKGICVDHN--GHIIIVDNK-ASSVFV-FQSNQ---KLLHKFGARGN-----EPHQFA-----  
TRIM2isoformX1Daniorerio N---KWVSIFS-SDGK-FKSIGSG-----KLMGPKGVSDRN--GHIIIVDNK-SCCVFI-FQPNG---KLVSCKFGNRGN-----SDKQFA-----  
TRIM2isoformX1Ornithorhynchusanatinus N---KWVSIFS-SDGK-FKTKIGSG-----KLMGPKGVSDRN--GHIIIVDNK-ACCVFI-FQPNG---KIVTRFGSRGN-----GDRQFAGT-----  
TRIM2Musmusculus N---KWVSIFS-NDGK-FKTKIGSG-----KLMGPKGVSDRN--GHIIIVDNK-ACCVFI-FQPNG---KIVTRFGSRGN-----GDRQFA-----  
TRIM2Homo sapiens N---KWVSIFS-SDGK-FKTKIGSG-----KLMGPKGVSDRN--GHIIIVDNK-ACCVFI-FQPNG---KIVTRFGSRGN-----GDRQFA-----  
TRIM2LhomeologXenopuslaevis N---KWVSIFS-ADGK-FKTKIGSG-----KLMGPKGVSDRN--GHIIIVDNK-ACCVFI-FQPNG---KIVTRFGSRGN-----GDKQFA-----  
TRIM3ShomeologXenopuslaevis N---RWVSIFS-PEGK-FKNKIGVG-----RLMGPKGVAVDRN--GHIIIVDNK-SCCVFI-FQSNQ---KLVRGFGGRGP-----GDKQQPGA-----  
TRIM3isoformX1Daniorerio N---RWLSIFS-PDGK-FKNKIGAG-----RLMGPKGVAVDNK--GHIIIVDNK-ACCVFI-FQSNQ---KLVTKFGAKGT-----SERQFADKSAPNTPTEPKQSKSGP  
TRIM3Musmusculus N---RWVSIFS-PEGK-FKTKIGAG-----RLMGPKGVAVDRN--GHIIIVDNK-SCCVFI-FQPNG---KLVRGFGGRGA-----TDRHFA-----  
TRIM3Homo sapiens N---RWVSIFS-PEGK-FKTKIGAG-----RLMGPKGVAVDRN--GHIIIVDNK-SCCVFI-FQPNG---KLVRGFGGRGA-----TDRHFA-----  
TRIM32Homo sapiens D---NSLKVYT-LDGH-CVACHRS-----QLSKPWGITALPS--GQFVVTVDVE-GGKLWC-FTVDR---GSGVVKYSC-----LCSAV-----  
TP0421Treponemapallidum S---DRICRLT-KEGR-FLKSFGGKG-----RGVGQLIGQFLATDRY--DNVYVTDVG-NARVAV-FAPDG---APLFHFGQKSA-----RFFGFS-----  
BB0236Borrelia burgdorferi S---DEIGVYD-KVLGVKKRSIGNKG-----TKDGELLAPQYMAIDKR--NYIYVSWG-NKRVSK-FGLEG---DFILHFGSRTS-----GYKGLL-----  
NHL3Caenorhabditiselegans R---KMLSKLN-TRGE-ILKAVQF-----SEFYQPTDVAVDSR--GRFVIADK---TKLFI-FDSNF---KPLLSFPVRE-----TKGA-----  
PGal-1Caenorhabditiselegans S---HQVHKID-AKTQ-KIVMSLGEKMGV--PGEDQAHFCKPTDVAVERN--GHIIIVDNK-ACCVFI-FDAKG---NLMAQINAATEE-----NQPSFV-----  
Pal2Drosophilamelanogaster M---HQAFKFK-PFEN-PLPLTIGKRFR--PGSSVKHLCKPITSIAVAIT--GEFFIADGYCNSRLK-FNAAG---KLLRTIPQPE-----FLSLQ-----  
Pal1Drosophilamelanogaster M---HQVFKFP-PRGG-DGKPALTLGDA-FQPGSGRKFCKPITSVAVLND--GDFVADGYCNSRLK-YSRKG---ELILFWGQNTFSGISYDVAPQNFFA  
PamRattusnorvegicus L---HQVFKLD-PHSK-EGPLLLIGRSM-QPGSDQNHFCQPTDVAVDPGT-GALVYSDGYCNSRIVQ-FSPSG---KFVTQWGEESGSGS---SPRPGQFS-----  
AMDHomo sapiens L---HQVFKLD-PNNK-EGPVLILGRSM-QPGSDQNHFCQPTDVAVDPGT-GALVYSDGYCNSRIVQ-FSPSG---KFVTQWGEESGSGS---SPLPGQFT-----  
Pamm-1Caenorhabditiselegans S---HTVAKWK-IEGN-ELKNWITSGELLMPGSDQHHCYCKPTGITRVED--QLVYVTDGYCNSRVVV-LDLNG---KRIRQFGLPGE-----DAGQFN-----  
MT3624Mycobacterium tuberculosis S---HHVLKLA-AGIE-PPVELPFG-----SLGDAHGLAVDRS--DSVYVVDYD-NAKVLK-LPPGA---DTPTELPPFV-----GLD-----  
PKNDMycobacterium tuberculosis N---RVVTLAA-GSNN-QTVLPFD-----GLNYPEGLAVDTQ--GAVVADARG-NNRVVK-LAAGS---KTQTVLPFT-----GLN-----  
NHLR1Homo sapiens D---RSIKVFD-FFGQ-IKLVIGG-----QFSLPWGVETTPQ--NGIVVTDAA-AGSLHL-LDVDF---AEGVLRRTERL-----QAHLC-----  
TRIM56Homo sapiens S---ARLYLIN-PNGE-VQWRRALS-----LSQASHAAVALPS--GDRVAVSVA--GHVEV-YNMEG---SLATRFIPGGK-----ASRGLR-----

BratDrosophilamelanogaster --FPNGVVVNDK-QEIFISDNR-----AHCVKVFNYEQ-YLRQIGGE-----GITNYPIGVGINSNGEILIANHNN--FNLTIFTQDG-QLISALESK---  
BratisoformX1Papiliomachaon --FPNGVVVNDK-QEIFISDNR-----AHCVKVFNYEG-YLRQIGGE-----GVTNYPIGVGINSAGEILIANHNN--FNLTIFTQDG-QLVSASESK---  
BratApismellifera --FPNGVVVNDK-QEIFISDNR-----AHCVKVFNYEGA-YLRQIGGE-----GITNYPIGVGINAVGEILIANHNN--FNLTIFTQDG-QLVSASESK---  
BratMyzuspersicae --FPNGVVVNDK-QEIFISDNR-----AHCVKVFNYEQ-YLRQIGSG-----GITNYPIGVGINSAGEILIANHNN--FNLTIFTQDG-QLVSASESK---  
BratParasteatodatepidariorum --FPNGVVVNDK-QEIFISDNR-----AHCVKVFNYEGH-FLRQIGGE-----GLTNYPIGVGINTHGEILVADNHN--FNITVFTQDG-QLVSASESK---  
NCL1-likeParasteatodatepidariorum --FPNGVVVNDK-QEIFISDNR-----AHCVKVFNYDGV-FLRQIGGE-----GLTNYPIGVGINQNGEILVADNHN--FNITVFTQDG-QLVNASESK---  
NCL1Ascarissuum --FPNGVCTNDK-QEILISDNR-----AHCIKVFNYDQ-FLRQIGGE-----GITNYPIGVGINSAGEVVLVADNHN--FNITVFSQDG-TMISALESK---  
NCL1Brugiamalay --FPNGVCTNHK-QEILISDNR-----AHCIKVFNYDQ-FLRQIGGE-----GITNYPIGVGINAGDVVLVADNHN--FNLTVFSQDG-TMISALESK---  
NCL1Caenorhabditiselegans --FPNGVCTNDK-NEILISDNR-----AHCIKVFSYEGQ-YLRQIGGE-----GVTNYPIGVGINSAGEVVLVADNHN--FNLTVFSQDG-TMIGALESR---  
BratAscarissuum --EASDVVFE--GLYYVTDYK-----QHCVVVLTIDGD-VLRRFGAF-----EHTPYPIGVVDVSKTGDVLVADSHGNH--PHILVCSKTG-QRLQDPECT---  
NHL2Caenorhabditiselegans --EASDVAMFD-NLIYITDFK-----HHCVVVYITSEGG-FIRKMGEP-----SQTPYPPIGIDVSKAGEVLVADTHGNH--LHVVFSPGEG-QHHSFTHN---  
Brat-likeApismellifera --EPSDIAISG--KEYFVCDKF-----GHCVVVFNEEGK-FLRRIGCD-----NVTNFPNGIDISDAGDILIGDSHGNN--FHVAVFSRDG-SLISEFECF---  
NCL1-likeMyzuspersicae --EPSDITVRD--DDYIVCDFK-----GHSIVVFNDGVR-CLRRIGGE-----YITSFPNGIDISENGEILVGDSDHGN--FHVAVFSRDG-THLTDLECP---  
Brat-likePapiliomachaon --EPSDIAISG--KEYFVCDKF-----GHCVVVFDEGGR-FLRRIGGE-----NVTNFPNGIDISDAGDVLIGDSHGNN--FHVAVFSRDG-VLVEFECF---  
Brat-likeCapitellateleta --EPSDIAISG--KEYFVCDKF-----GHCVVVFNEEGQ-FMRRIGCE-----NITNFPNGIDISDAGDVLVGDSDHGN--FHVAVFSRDG-SLISEFECF---  
Brat-likeParasteatodatepidariorum --EPSDIAVSD--KEYFVCDKF-----GHCVVFVNEEGK-FLRRIGSE-----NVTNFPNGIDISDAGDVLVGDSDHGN--FHVAVFSRDG-SLISEFECF---  
Mei-P26Drosophilamelanogaster --EPSDIAIRD--NDFYVCDKF-----GHCVAVFQDDGT-FLYRIGNE-----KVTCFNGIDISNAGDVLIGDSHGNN--FHVAVFSRDG-SLISEFECF---  
NHL1Ascarissuum --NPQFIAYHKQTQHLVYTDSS-----NHRVCVFDHNGN-PVFQFGQEGF-----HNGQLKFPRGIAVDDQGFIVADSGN--NRVQIFYPNG-RFMSFGTWGN--  
NHL1isoformfBrugiamalay --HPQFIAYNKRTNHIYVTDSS-----NHRVCVFDHNGN-PVFQFGQEGF-----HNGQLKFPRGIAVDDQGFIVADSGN--NRVQIFYPNG-RFMSFGTWGN--  
NHL1Caenorhabditiselegans --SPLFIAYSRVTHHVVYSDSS-----NHRISVFDPHGV-HLFSFGEGF-----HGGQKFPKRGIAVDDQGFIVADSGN--NRVQIFYPNG-RFMSFGTWGN--  
NHL1Capitellateleta --NPYIITVGH--RNIVVSDTH-----NHRQVFTSQGG-FVNSFGGPGD-----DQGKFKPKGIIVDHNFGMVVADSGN--HRIQVLRSDG-TFAKFGTKGR--  
NHL1isoformX2Apismellifera --HPHYIAVST--NRVIVSDGN-----NHRQVFTSQGG-FVNSFGGPGD-----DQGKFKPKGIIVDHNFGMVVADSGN--HRIQVLRSDG-TFAKFGTKGR--  
NHL1-likeAplysiacalifornica --NPHYIAVSP--NRVIVSDSS-----NHRQVFTSQGG-FVNSFGGPGD-----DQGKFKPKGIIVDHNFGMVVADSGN--HRIQVLRSDG-TFAKFGTKGR--  
NHL1Parasteatodatepidariorum --HPHYIAVST--NRVIVSDSN-----NHRQVFTSQGG-FVNSFGGPGD-----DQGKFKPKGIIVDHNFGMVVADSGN--HRIQVLRSDG-TFAKFGTKGR--  
NHL1isoformX1Myzuspersicae --HPHYIAVST--NRVIVSDCN-----NHRQVFTSQGG-FVNSFGGPGD-----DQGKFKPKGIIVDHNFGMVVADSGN--HRIQVLRSDG-TFAKFGTKGR--  
NHL1isoformX1Papiliomachaon --HPHYIAVST--NRVIVSDSN-----NHRQVFTSQGG-FVNSFGGPGD-----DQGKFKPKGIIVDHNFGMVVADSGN--HRIQVLRSDG-TFAKFGTKGR--  
AbbaDrosophilamelanogaster --HPHYIAVST--NRVIVSDSN-----NHRQVFTSQGG-FVNSFGGPGD-----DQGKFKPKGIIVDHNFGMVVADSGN--HRIQVLRSDG-TFAKFGTKGR--  
NHL1isoformX1Parasteatodatepidariorum --HPHYIAVNT--NRVIVSDTN-----NHRQVFTSQGG-FVNSFGGPGD-----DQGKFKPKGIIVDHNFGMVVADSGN--HRIQVLRSDG-TFAKFGTKGR--  
WechCeratitis capitata --SPRGVCYTPA-GNIIIVSDFD-----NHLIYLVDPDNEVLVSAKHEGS-----GAQEFNRPBGICDDDGRIIVADSKN--QRIVHSPAL-DYLSIDIRPSIN  
WechBombyxmori --TPRGVCFTTS-GNIIIVSDFE-----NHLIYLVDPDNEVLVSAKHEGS-----GAQEFNRPBGICDDDGRIIVADSKN--QRIVHSPAL-DYLSIDIRPSIN

### Supplementary References

1. Aeschimann, F. *et al.* LIN41 Post-transcriptionally Silences mRNAs by Two Distinct and Position-Dependent Mechanisms. *Molecular cell* 65, 476-489 e474 (2017).
2. Tocchini, C. *et al.* The TRIM-NHL protein LIN-41 controls the onset of developmental plasticity in *Caenorhabditis elegans*. *PLoS Genet* 10, e1004533 (2014).

# Supplementary material for: Evolutionary plasticity of the NHL domain underlies distinct solutions to RNA recognition
**Source:** Nat Commun. 2018 Apr 19;9:1549. doi: 10.1038/s41467-018-03920-7
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Info

## **Description of Additional Supplementary Files**

Title: Supplementary Dataset 1

Description: Plasmids. Plasmids used in this study are listed here. Sequences of primers and DNA fragments (gene blocks) used for cloning and cloning methods are mentioned for each plasmid.

How the deposited data were processed for this re-analysis (not part of the article)

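The RIP-seq experiment comprised 4 stranded mRNA libraries from young adult worms: an input and a FLAG IP from each of 2 biological replicates grown in different weeks. The authors quantified genes with WormBase WS220 gene models on assembly ce10. The aligner and the counting program are not given in the sources used here. The authors deposited read counts per gene as whole numbers, without normalization, with the length of each gene model. The log2 values that the authors deposited were scaled to the mean library size, log2-transformed after adding a pseudocount of 8 and quantile-normalized over the 4 libraries. Applying these steps to the counts gave all 81568 values to within 1e-06, with a largest difference of 5e-09.

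IP enrichment was computed as the normalized log2 value of the IP minus that of the input of the same replicate. The pairing of IP and input is by replicate number, and the paper subtracts each input from its respective IP. As a check, the difference between replicates in the IP was correlated with that in the input across 14029 genes, which gave r = 0.292. Differential abundance was tested with edgeR 4.0.16 in R 4.3.3, with TMM scaling, the filterByExpr filter by fraction, the replicate as a block and Benjamini-Hochberg adjustment at 0.05. The standard errors given with its log2 fold changes are the size of the unshrunken log2 fold change divided by the square root of the F statistic. They are not standard errors from the fitted model. With the block, edgeR had 1 residual degree of freedom and estimated infinite prior degrees of freedom, at a common dispersion of 0.00612. With no replicate block it had 2 residual and 18.6 prior degrees of freedom, at a dispersion of 0.016. On simulated counts with 200 changed genes, edgeR with the block recovered 199 of them with 8 false calls, and DESeq2 1.42.0 recovered 189 with 1 false call. The simulated IP enrichments had a median error of 0.03 log2 units. In both simulations IP and input had the same composition apart from the 200 changed genes. The counts for edgeR and DESeq2 gave all genes the same dispersion, and those for the enrichments held counting noise only. In the data far more genes differed and replicates varied by more than counting noise. These results therefore check the steps and not the accuracy of the calls.

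The comparison of IP and input, the IP enrichment, the correlation between replicates, the rule for naming genes and the alternatives listed here were chosen before the data were examined. Alternatives and tests chosen later are named as such where they are reported. The rule names each gene that the paper gives as a target, putative target, co-regulator or bait of CeLIN41 in C. elegans, the 10 genes with the largest and the 5 with the smallest mean IP enrichment among those past the edgeR threshold with the same sign in both replicates, and 6 gene families by their symbols. The enrichments of mab-10, lin-29, mab-3 and dmd-3 in Supplementary Fig. 4 had been seen by then. The gene spn-4 was chosen after its values were seen. Alternatives to the edgeR test for the numbers of enriched and depleted genes were DESeq2, no replicate block, RLE size factors, library size only, no filter, at least 10 counts in every library, and each library left out in turn. Alternatives for the IP enrichment of the other named genes were the authors' normalized values, a pseudocount of 1, library size only, TMM factors, and each replicate alone. For the correlation, other minimums of input expression were used.

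Counts per library ranged from 33455857 to 40743247, and 17112, 17123, 16824 and 16502 genes had counts in the inputs and IPs. Counting intervals are exact binomial intervals for ratios and Wilson intervals for shares, and cover counting error only. The TMM factors were 1.43 and 1.34 for the inputs and 0.779 and 0.672 for the IPs. Chromosomes, strands and region lengths came from Ensembl release 115 (WBcel235), joined by WormBase gene identifier for 19870 of the 20392 genes. Coordinates are not given, since that assembly is later than ce10. The LRE scan and the regression on LREs were not run, since a genome sequence was not used here. Python 3.11.15, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used for the remaining steps.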

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

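The gene spn-4 and the tests of carry-over and amplification for both genes below were chosen only after the results were seen. The paper does not report on either gene in this experiment.

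The largest share of the IP counts belonged to spn-4 (WBGene00004984, chromosome V in WBcel235), with 7.38% of the counts in IP replicate 1 and 8.99% in IP replicate 2. In the inputs its share was 0.166% and 0.183%, and counting error is small beside these differences, with 95% binomial intervals (Wilson) of 7.37% to 7.39% and 8.98% to 9.00% in the IPs. Its log2 fold change from edgeR was 6.48 (standard error 0.49, adjusted p = 8.77e-39), with a largest adjusted p of 0.00982 over the alternative fits, in the one without Input replicate 1. Its mean log2 IP enrichment of 4.12 ± 0.10 (SD, n = 2) placed it at rank 76. Without quantile normalization the enrichment was 5.55, at rank 7. Over-amplification in one IP library is argued against by the rise in both replicates, of which the smaller was 44.6-fold. Non-specific carry-over of abundant mRNA is argued against by the 150 other tested genes with a mean input within 1 log2 unit of that of spn-4, whose IP enrichment had a median of -1.92. Without quantile normalization, which caps the highest values, their median was -2.11. Binding of this mRNA to the beads or the tags, a sequence preference in library preparation that affects both IPs, and reads shared with a similar sequence stay open. No biological explanation was tested, since the design holds no condition without tagged CeLIN41.

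The gene tmem-208 (WBGene00011033, chromosome I in WBcel235) had the highest mean IP enrichment of the genes that the paper does not name, with quantile normalization as in the paper. Its normalized log2 values in the IPs of replicates 1 and 2 were 16.66 and 16.78. The TMM-scaled CPM of tmem-208 lay further apart, at 3228 and 5457, so the replicate SD below holds for the quantile-normalized values only. Its mean log2 IP enrichment was 6.03 ± 0.06 (SD, n = 2), at rank 3, and its log2 fold change from edgeR was 6.79 (standard error 0.23, adjusted p = 1.63e-176), with a largest adjusted p of 1.56e-08 over the alternative fits. Amplification in one IP library is argued against by the smaller of both replicate values, 5.99. An origin of the enrichment in quantile normalization is argued against by its value without that step, 5.85. The ranking depends on that step, since T05F1.4 at 6.34 and C17E7.4 at 5.99 were then higher than tmem-208, as they were with TMM factors (7.27 and 6.93 compared with 6.79). The 3047 other tested genes with a mean input within 1 log2 unit had a median IP enrichment of -0.020 and a 99th percentile of 3.88, which argues against carry-over of abundant mRNA. Binding to the beads or the tags stays open, as do reads shared with a similar sequence. No biological explanation was tested.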

How the results depend on the processing

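The removal of the length trend, the library size without the 10 genes of most IP counts, the TMM factors for gene families and the alternatives for spn-4 and for the edgeR values of named genes were chosen only after the data were seen.

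The number of enriched genes, 4611, stayed between 4255 and 4900 with DESeq2, RLE size factors, no replicate block, no filter and at least 10 counts in every library, between 3804 and 4208 with each library left out in turn, and was 4774 with the length trend removed. It was 1670 with library size only and 2358 with library size without the 10 genes of most IP counts. The 1670 genes were all among the 4611, and 892 of the 4611 were depleted with library size only. The number of depleted genes, 4960, stayed between 4333 and 4980 with no replicate block, RLE size factors, no filter, at least 10 counts in every library and the length trend removed. It was 3294 with DESeq2, 9333 with library size only and 8222 with library size without the 10 genes. The cause of the difference from DESeq2 was not tested. The differences between scalings follow from the shift of the median log2 fold change of the tested genes, -0.93 from TMM to library size only. Which scaling is nearer to the amounts of RNA in the lysates and IPs was not tested. With each library left out in turn and no block, the number of depleted genes lay between 3167 and 3728, with 3167 without IP replicate 2. These fits have fewer libraries, and the lone library of a fraction is assumed to vary like the other fraction.

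With no replicate block, where IP and input are not paired, 4258 genes were enriched and 4333 were depleted, all of them also called with the block. The adjusted p was then 5.13e-17 for mab-10 and 3.38e-16 for lin-29, within ranges over the alternatives that end at 3.5e-11 and 3.98e-11.

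The number of genes with at least 4-fold IP enrichment in both replicates, 537, was 311 with library size only and no quantile normalization, 672 with a pseudocount of 1 and 712 with TMM factors. In replicate 1 alone it was 616, and in replicate 2 alone 652. The correlation between replicates, r = 0.955, moved beyond its bootstrap interval to 0.951 with a pseudocount of 1, 0.952 with library size only, 0.959 with TMM factors, 0.980 at a mean input of at least 7 and 0.898 over all genes. The cause of these changes was not tested. A correlation between replicates has no value with a replicate left out.

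None of the 21 named genes changed the sign of its IP enrichment under the alternatives run. With TMM factors 19 moved by more than the replicate SD of the quantile-normalized values, and 20 of the 21 were higher. With library size only 18 moved, with 13 of the 21 lower and 8 higher. With a pseudocount of 1, 3 moved. The authors' normalized values and either replicate alone are no test of such a move, since the former equal the values used here and a single replicate of 2 always lies within the SD of its mean. Under the alternative fits, 247 log2 fold changes of named genes kept their direction and their side of the threshold, and 1 did not. The exception was oma-1, at a log2 fold change of 0.10 (adjusted p = 0.629) with library size only, the largest adjusted p of its alternatives, the others being smaller than 0.05. The median of the col- genes was 0.07 and reversed to -0.33 with library size only and no quantile normalization, which follows from the shift of the median of all tested genes by -0.80.

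The alternatives for the LRE regression r, for the strong 3′-UTR, CDS and 5′-UTR LRE coefficients and their differences, for loop sequences without the stem, for the odds ratio of a strong 3′-UTR LRE and for the number of predicted LREs were not run. Depth limits the ratio of IP to input of dmd-3, whose 1 and 2 input counts give exact 95% intervals of 7.42 to 1742 and 10.1 to 317. Over the 8724 genes with a mean input below 5, r was 0.580, and how far depth accounts for this was not tested.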

Other observations

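The test of quantile normalization for ribosomal protein genes and the test of a few genes taking most counts on the genes depleted with library size only were chosen only after the results were seen.

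Other genes that the paper names as a putative target, co-regulators or bait gave the following values. The gene cdc-25.3 (WBGene00000388, chromosome III), which the paper calls a putative target whose direct regulation remains to be tested, had a mean log2 IP enrichment of 5.47 ± 0.15 (SD, n = 2), at rank 12, and a log2 fold change from edgeR of 6.39 (standard error 0.24, adjusted p = 3.24e-152). It overlaps trxr-2 on the opposite strand, whose mean log2 IP enrichment was 1.29. The mRNA of lin-41 (WBGene00003026, chromosome I) had a mean log2 IP enrichment of 4.47 ± 0.02, at rank 56, and a log2 fold change of 4.90 (standard error 0.13, adjusted p = 6.89e-277). Its counts combine transcripts of the transgene and of the mutant locus. The transgene mRNA also encodes the tagged protein that the beads recover, so its enrichment alone does not show that CeLIN41 binds it. The gene oma-2 (WBGene00003865, chromosome V) had a mean log2 IP enrichment of 1.67 ± 0.18 and a log2 fold change of 2.35 (standard error 0.17, adjusted p = 3.32e-40). For oma-1 (WBGene00003864, chromosome IV) the enrichment was 0.16 ± 0.21, within its replicate SD, whereas the log2 fold change was 1.04 (standard error 0.14, adjusted p = 1.49e-13) with TMM and 0.10 (adjusted p = 0.629, the largest over its alternatives) with library size only. Reads shared between these paralogs were not tested.

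Ribosomal protein genes had low IP enrichments. All 44 tested rpl- genes and all 31 tested rps- genes were depleted in the edgeR test, and the median log2 IP enrichment was -2.34 over the 45 rpl- genes and -2.47 over the 31 rps- genes. Relative to the median of all tested genes, the tested rpl- genes were at -2.23 and the tested rps- genes at -2.36, compared with -1.64 and -1.59 with library size only and -1.50 and -1.45 with TMM factors. Quantile normalization as the whole cause is argued against by the position of both families together without that step, -1.60 relative to all tested genes. Gene length bias is argued against by genes matched on gene model length, whose median was 2.27 higher. High input abundance may contribute: genes matched on mean input had a median 0.714 higher, at -1.64 compared with -2.36, between the limits set for this test. The matched genes were also less abundant, with a median input of 15.60 compared with 16.02, since 57 of the 100 genes of highest input are ribosomal protein genes. The other genes among these 100 had a median IP enrichment of -1.73, compared with -2.36 for the ribosomal protein genes. Abundance was not matched within the 100. Input abundance and membership in the families therefore cannot be fully told apart for these genes. No biological explanation was tested.

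For the other families, the median log2 IP enrichment was -1.32 for the 6 vit- genes, all depleted in the edgeR test. It was -0.17 for 30 msp- genes, of which 12 were tested and 10 depleted, and 11 had no counts. The median log2 fold change from edgeR of the tested msp- genes was -1.89, compared with -1.62 for the rpl- and -1.57 for the rps- genes. The median log2 IP enrichment was 0 for 70 his- genes, of which 40 had no counts and 8 of the 23 tested were enriched and 8 depleted. The corresponding median was 0.07 for 156 col- genes, of which 33 of the 89 tested were enriched and 5 depleted, and this median reversed to -0.33 with library size only. Relative to the median of all tested genes, the tested vit- genes were at -1.21, and at -0.73 with library size only and -0.59 with TMM factors. The tested msp- genes were at -1.15, -0.88 and -1.34 under these scalings, and the tested col- genes at 0.32, 0.38 and 0.37. The tested his- genes changed sign, at 0.07, -0.14 and -0.05. Technical explanations for these families were not tested, and no biological explanation was tested.

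IP enrichment rose with the length of the annotated 3′-UTR. A hypothesis set before its test was that longer 3′-UTRs raise the enrichment, but it was not among the analyses chosen before the data were examined. Across 12689 tested coding genes with an annotated 3′-UTR, of 13598 tested coding genes, the partial rank correlation of mean IP enrichment with 3′-UTR length was 0.125, with CDS length and input expression held fixed. It was 0.136 and 0.109 in replicates 1 and 2, and 0.127 with the log2 fold change from edgeR. With CDS length it was -0.0148 and with 5′-UTR length 0.0123. Genes with at least 4-fold IP enrichment in both replicates made up 1.92%, 2.69%, 5.49% and 5.23% of 4 groups of similar size by 3′-UTR length, from the shortest to the longest. These values are consistent with a small contribution of 3′-UTR length, which a larger number of binding sites per 3′-UTR or a technical preference for long 3′-UTRs in the IP might both give, and GC content was not tested. Genes are not independent replicates, and the 3′-UTR lengths come from a later annotation than the counts.

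Fewer X-linked genes were past the edgeR threshold for enrichment. This comparison of chromosomes was also not among the analyses chosen before the data were examined. On X, 24.6% of tested genes were enriched in the edgeR test, compared with 27.2% on V, the lowest of the autosomes, and 38.5% on III, the highest, an odds ratio of 0.624 for X against the autosomes (95% interval of 0.559 to 0.697). The difference was not seen among genes with at least 4-fold IP enrichment in both replicates, with an odds ratio of 1.07 (0.843 to 1.37). The median log2 IP enrichment of the tested genes was -0.14 on X, above -0.18 on V and below -0.07 on I, -0.07 on II, -0.10 on III and -0.12 on IV. Gene length bias is argued against by the common odds ratio over 10 bins of gene model length, 0.615 (0.550 to 0.687). Lower input expression may account for part of it, with a common odds ratio of 0.795 (0.708 to 0.894) over 10 bins of input expression. This interval includes 0.8, the limit set for the test, so input expression as the whole explanation cannot be told apart from a remaining difference of X. No biological explanation was tested.

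The numbers of enriched and depleted genes were tested against technical trends. A length trend was present, with fitted log2 ratios of IP to input of -0.26 and -0.32 in replicates 1 and 2 at a gene model length of 549 bases and 0.09 and 0.04 at 2966 bases. After its removal 98.9% of the enriched genes were still enriched, which argues against length as the whole cause. Leaving out the 10 genes of most IP counts, which held 16.4% and 19.4% of the IP counts, and scaling by library size left 100% of the depleted genes depleted, but this scaling lowers each fold change relative to TMM, so that test decides nothing. Of the genes depleted with library size only, 88.1% stayed depleted without those 10 genes, and the median log2 fold change moved from -1.07 to -0.79. The 10 genes are therefore not the whole cause of the low median in the IPs. Non-specific binding and the recovery of RNA in the IP stay open. No biological explanation was tested.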
